# The non-redundant functions of PIWI family proteins in gametogenesis in golden hamsters

**DOI:** 10.1038/s41467-023-40650-x

**Published:** 2023-08-29

**Authors:** Xiaolong Lv, Wen Xiao, Yana Lai, Zhaozhen Zhang, Hongdao Zhang, Chen Qiu, Li Hou, Qin Chen, Duanduan Wang, Yun Gao, Yuanyuan Song, Xinjia Shui, Qinghua Chen, Ruixin Qin, Shuang Liang, Wentao Zeng, Aimin Shi, Jianmin Li, Ligang Wu

**Keywords:** Piwi RNAs, Oogenesis, Spermatogenesis

## Abstract

The piRNA pathway is essential for female fertility in golden hamsters and likely humans, but not in mice. However, the role of individual PIWIs in mammalian reproduction remains poorly understood outside of mice. Here, we describe the expression profiles, subcellular localization, and knockout-associated reproductive defects for all four PIWIs in golden hamsters. In female golden hamsters, PIWIL1 and PIWIL3 are highly expressed throughout oogenesis and early embryogenesis, while knockout of PIWIL1 leads to sterility, and PIWIL3 deficiency results in subfertility with lagging zygotic development. PIWIL1 can partially compensate for TE silencing in PIWIL3 knockout females, but not vice versa. PIWIL1 and PIWIL4 are the predominant PIWIs expressed in adult and postnatal testes, respectively, while PIWIL2 is present at both stages. Loss of any PIWI expressed in testes leads to sterility and severe but distinct spermatogenesis disorders. These findings illustrate the non-redundant regulatory functions of PIWI-piRNAs in gametogenesis and early embryogenesis in golden hamsters, facilitating study of their role in human fertility.

## Abstract (web summary)

The role of PIWI proteins in mammalian reproduction remains poorly understood. Here, using golden hamsters, the authors establish expression profiles for all four PIWIs during gametogenesis and characterize their associated reproductive defects.

## Introduction

PIWI-interacting RNAs (piRNAs) are a class of 18-35 nucleotide small noncoding RNAs that associate with PIWI proteins to form a germline-specific effector complex known as the piRNA-induced silencing complex (piRISC)^1–10^. The piRISC plays multiple roles in silencing transposable elements (TEs), regulating protein-coding genes, defending against viral infection, and is essential for fertility^10–13^.

The biological functions of mammalian *Piwi* genes are mainly investigated in mouse models^14–17^. Previous studies in mice led to the assumption that *Piwi* genes are essential for male fertility but dispensable for female fertility. However, only *Piwil1, Piwil2*, and *Piwil4* are encoded in the mouse genome, although *Piwil3* is present in most other mammalian genomes^8,9,18,19^. Moreover, mouse oocytes produce an abundance of endogenous small interfering RNAs (endo-siRNAs)^20–22^, while oocytes of other mammals do not^7–9^. These observations suggest that mice may be an exception to the general principles of small RNA composition in the germ cells of mammals. Recently, three independent studies in golden hamsters (*Mesocricetus auratus*) demonstrated that the piRNA pathway is essential for both male and female fertility^23–25^. Disruption of *Piwil1* and *Mov10l1* results in sterility in both male and female golden hamsters with severe defects in spermatogenesis or embryonic arrest at the two-cell stage, while *Piwil3* deficiency causes subfertility in females. Thus, the similarity in *Piwi* gene expression patterns and small RNA composition among hamster, bovine, monkey, and human oocytes suggest that golden hamsters can serve as a more accurate model for elucidating piRNA function and mechanisms in female mammals.

However, several fundamental lines of evidence critical for understanding the role of PIWI and piRNAs remain incomplete in the golden hamster model. In particular, a comprehensive spatio-temporal landscape of the expression patterns for all four PIWIs is still lacking, and the dynamic changes in their associated piRNAs are largely uncharacterized. In addition, although it is well-established that *Piwil2* and *Piwil4* are expressed in the testes and ovaries of most mammals, including humans^9,26–28^, but whether *Piwil2* and *Piwil4* are required for fertility in golden hamsters remains unknown, as do their exact roles in gametogenesis and early embryogenesis. In addition, *Mov10l1*^−/−^ and *Piwil1*^−/−^ golden hamsters display greater defects in spermatogenesis than mice harboring these mutations^16,23–25,29,30^, suggesting that golden hamsters may provide additional mechanistic insights into the role of piRNAs in male reproduction. Thus, uncovering the potential functions of all individual *Piwi* genes in golden hamsters can be informative towards understanding their interplay in regulating mammalian germline or embryonic development.

In this study, we establish comprehensive spatio-temporal expression profiles for all four PIWI proteins and their associated piRNAs in both male and female golden hamsters. Moreover, we generated *Piwil2*^−/−^, *Piwil3*^−/−^, and *Piwil4*^−/−^ golden hamsters to compare the potential reproductive defects associated with each of the four *Piwi*-mutants and characterize the sex-specific functions and interplay among the four PIWI proteins. Our results highlight the intertwined but non-redundant functions of PIWI proteins in gametogenesis and embryogenesis in golden hamsters. These findings expand our mechanistic understanding of PIWI functions and piRNA dynamics in mammals.

## Result

### Coordinated expression of PIWI proteins in adult spermatogenesis

Since the temporal expression and subcellular localization of PIWI proteins are both critical for their function, we generated antibodies to observe individual PIWI proteins in golden hamsters and validated their specificity (Supplementary Fig. 1a). In postnatal testes of golden hamsters (at 3 days post-partum, 3 d.p.p.), only PIWIL2 and PIWIL4 were detectable (Fig. 1a). While PIWIL4 was present in both the nucleus and cytoplasm, PIWIL2 displayed exclusively cytoplasmic localization. Super-resolution microscopy further revealed that PIWIL2 colocalizes with DCP1A, TDRD1, and ATP5A in prospermatogonia, thus providing evidence of its presence in piP bodies and IMC (Supplementary Fig. 1b, 1e, and 1f)^31,32^. And PIWIL4 colocalize with DCP1A and DDX6 in prospermatogonia, supporting its presence in piP bodies (Supplementary Fig. 1c and 1d).

**Fig. 1:**
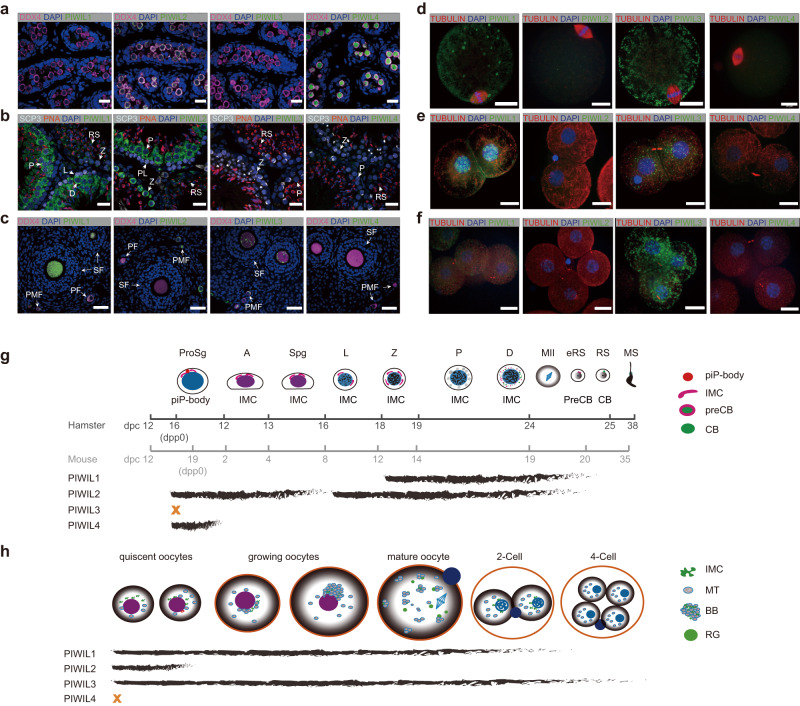
Expression of PIWI proteins during gametogenesis and early embryogenesis. **a**, **b** Immunofluorescence staining to examine the expression of PIWI proteins in WT postnatal (**a**) or adult testes (**b**). Germ cells in postnatal testes were marked by DDX4. Adult testes were stained with anti-SCP3 antibodies and PNA. Nuclei were stained with 4, 6-diamidino-2-phenylindole (DAPI). PL preleptotene, L leptotene, Z zygotene, P pachytene, D diplotene, RS round sperm. Scale bars, 20 μm. **c** Immunofluorescence staining to examine the expression of PIWI proteins in WT adult ovaries. Germ cells were marked by DDX4, and nuclei were stained with DAPI. PMF primordial follicle, PF primary follicle, SF secondary follicle. Scale bars, 40 μm. **d**–**f** Immunofluorescence staining to examine the expression of PIWI proteins in WT MII oocytes (**d**), two-cell embryos (**e**), or four-cell embryos (**f**). Scale bars, 20 μm. **g**, **h** Schematic diagrams showing the expression of PIWI proteins during male gametogenesis (**g**) or female gametogenesis and early embryogenesis (**h**). Charcoal lines indicate the presence of individual PIWI proteins, while orange crosses indicate their absence. d.p.c. days postcoitus, ProSg prospermatogonia, A type A undifferentiating spermatogonia, Spg differentiating spermatogonia, eRS early round sperm, MS mature sperm, IMC inter mitochondrial cement, preCB pre-chromatoid body, CB chromatoid body, MT mitochondrial, BB Balbina body, RG RNA granule.

In spermatocytes of adult testes, PIWIL1 and PIWIL2 were highly expressed and only present in the cytoplasm (Fig. 1b). During leptotene/zygotene in early spermatocytes, only PIWIL2 was expressed and observable in germinal granules, which appeared as irregular clouds (Supplementary Fig. 1g). Then, in pachytene spermatocytes, PIWIL1 expression was detectable, and subsequently co-localizing with PIWIL2 to form enriched germinal granules containing condensed bodies (Fig. 1b and Supplementary Fig. 1g). In late pachytene and diplotene stages, those germinal granules dissociated from each other and diffused in the cytoplasm concomitant with the appearance of CB precursors in the perinuclear region. When entering meiosis II, PIWI-enriched germ granules were undetectable, and then early chromatoid bodies (CBs) appeared as multiple perinuclear vesicles with PIWIL1 localized in the interior and PIWIL2 located on the exterior in early round sperms. Finally, in late round sperms, CBs aggregated into a single vesicle in which only PIWIL1 was present (Supplementary Fig. 1g). This morphological change in germinal granules occurred simultaneously with changes in PIWI protein expression (Fig. 1g), suggesting that PIWIL1 and PIWIL2 perform independent but coordinated functions in adult spermatogenesis.

### The expression and sub-localization of PIWIL1 and PIWIL3 are well organized during oogenesis and early embryogenesis

We next examined PIWI expression and localization in female germline cells and embryos for comparison with that observed in males. Immunostaining with PIWI antibodies in adult ovaries of golden hamsters revealed that PIWIL1 and PIWIL3 accumulated in the cytoplasm of both quiescent and growing oocytes (Fig. 1c), which aligned well with previous reports^23–25^. Unexpectedly, PIWIL2 was exclusively expressed in the cytoplasm of oocytes in the primordial follicle and early primary follicle stages. It is noteworthy that PIWIL4 was conspicuously absent throughout the entirety of oocyte development.

To further characterize the stage-specific subcellular localization of PIWI proteins, we performed co-immunostaining with antibodies for PIWIs, DDX4 (expressed in germ granules), and TDRKH (presented on the outer membrane of mitochondria) in ovary tissue of adult hamsters. In oocytes at the primordial follicle and early primary follicle stages, PIWIL1 and PIWIL2 co-localized with DDX4, but not TDRKH, in the germinal granules of the cytoplasm, forming a perinuclear ring structure with characteristic IMC morphology (Supplementary Fig. 2a and 2b). In contrast, PIWIL3 exclusively co-localized with TDRKH on the outer mitochondrial membrane (Supplementary Fig. 2b and 2e). In growing oocytes, PIWIL2 was gradually depleted as PIWIL1 and PIWIL3 aggregate into prevalent in the germinal granules, co-localizing with DDX4 and TDRKH to collectively form Balbiani body (BB) subcellular structures (Supplementary Fig. 2c and 2d), which are conserved in mammalian oocytes^33,34^.

In MII oocytes and two-cell embryos, PIWIL1 and PIWIL3 were consistently expressed, whereas the signals for PIWIL2 and PIWIL4 were undetectable (Fig. 1d). PIWIL1 was evenly distributed in the MII oocytes as a prominent granule (Fig. 1d), resembling the distribution of Aub in early embryos in Drosophila^35^. RNase treatment showed that the cytoplasmic foci were RNA granules (Supplementary Fig. 2f), indicating that these were likely sites of RNA accumulation and regulation. Unexpectedly, PIWIL1 mainly accumulated in the nucleolus of two-cell embryos (Fig. 1e), which has not been observed in other animal models and suggests a dramatic shift in PIWIL1 function in the transition from oogenesis to embryogenesis. In addition, PIWIL3 showed obvious co-localization with mitochondria in MII oocytes and formed cytoplasmic foci in two-cell embryos (Fig. 1d, e). In four-cell embryos, PIWIL3 was the only PIWI expressed at high levels, and again co-localized with mitochondria (Fig. 1f, Supplementary Fig. 2g and Supplementary Fig. 2h).

### Generation of *Piwi*-deficient golden hamsters

Previously, we generated *Piwil1*^−/−^ golden hamsters, which resulted in complete sterility in both males and females^24^. To systematically investigate the roles of individual *Piwi* genes in both male and female reproduction, we further generated *Piwil2*^−/−^, *Piwil3*^−/−^, and *Piwil4*^−/−^ golden hamsters by two-cell embryo injection of CRISPR–Cas9 mRNAs with sgRNAs targeting exon 13 of *Piwil2*, exon 6 of *Piwil3*, and exon 4 of *Piwil4*, respectively (Supplementary Fig. 3a and 3b). The F1 heterozygous mutant hamsters were crossed to generate homozygous *Piwi*-deficient golden hamsters. The CRISPR-Cas9-induced frameshift mutation introduced premature stop codons in each PIWI protein, including a 35-nt deletion in exon 13 of *Piwil2*^−/−^ hamsters, a 172-nt deletion in exon 6 of *Piwil3*^−/−^ animals, and a 70-nt deletion in exon 4 of *Piwil4*^−/−^ golden hamsters (Supplementary Fig. 3b). The disruption of *Piwi* gene transcription was confirmed by RNA-seq (Supplementary Fig. 3c–f, Supplementary Data 2-4), and the corresponding loss of PIWI protein accumulation was verified by Western Blot (WB) and immunostaining (Fig. 2a, b).

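Each disrupted Piwi gene had a lower mean in some tissue of its mutant, though other Piwi genes fell in some of these tissues too. Piwil2 (NCBI gene 101832887), whose protein loads piRNAs in male germ cells around birth and after it, was at 0.395 ± 0.280 (SD, n = 2) in *Piwil2*-/- testes at 3 d.p.p. and at 7.12 ± 0.473 (SD, n = 2) in WT testes, in mapped fragments per kilobase of gene for each 1000 ERCC spike-in reads. Piwil4 (NCBI gene 101823946), the partner of PIWIL2 in perinatal testes, was at 1.89 ± 0.228 (SD, n = 2) in *Piwil4*-/- testes at 3 d.p.p. and at 13.8 ± 0.927 (SD, n = 2) in WT on the same scale. In GV oocytes Piwil3 (NCBI gene 101844316), a gene lost from mice, was at 16.6 ± 0.721 (SD, n = 3) in *Piwil3*-/- oocytes and at 50.4 ± 5.85 (SD, n = 3) in WT, for each 10000 ERCC reads. The paper finds its protein in females only, while its transcript was at 1.48 ± 0.343 (SD, n = 4) in WT sorted pachytene spermatocytes on this scale. Piwil1 (NCBI gene 101840945), the main PIWI gene of pachytene spermatocytes, was at 47.0 ± 9.85 (SD, n = 4) in sorted *Piwil1*-/- pachytene spermatocytes and at 279.9 ± 39.5 (SD, n = 4) in WT, also for each 10000 ERCC reads. The level in mutants was 4.42% of WT for Piwil2 in adult testes (adjusted p = 1.4e-04 from limma over all genes) and 5.55% at 3 d.p.p. (adjusted p = 0.0462). For Piwil4 it was 4.50% in MII oocytes (adjusted p = 0.0246), 13.7% at 3 d.p.p. (adjusted p = 0.0794, not passing 0.05) and 9.26% in adult testes, where WT had only 0.400 ± 0.101 (SD, n = 2). For Piwil3 it was 32.9% in GV oocytes (adjusted p = 0.00588), 24.9% in MII oocytes and 27.4% in embryos at 11 h.p.e.a. The exact two-sided permutation p for Piwil3 was 0.0286 with 4 MII libraries against 4 and 0.00794 with 5 against 5 at 11 h.p.e.a., the smallest that these numbers allow, and 0.100 in GV oocytes, where 3 libraries against 3 allow no less than 0.100. At 34 h.p.e.a. Piwil3 was listed at 0 in all 4 WT libraries and at 0.0808 ± 0.103 (SD, n = 3) in maternal *Piwil3*-/- embryos. For Piwil1 it was 27.3% in sorted pre-leptotene cells, 16.8% in pachytene cells (adjusted p = 0.00830, not called with the A and B libraries of a number merged), 38.1% in diplotene cells (adjusted p = 0.150) and 49.2% in whole adult testes (adjusted p = 0.272). In leptotene/zygotene cells the 4 WT libraries had Piwil1 at 28.3 and 77.7 (numbered 1 in their names) and at 1.41 and 2.53 (numbered 2), and the *Piwil1*-/- libraries had 1.14 ± 0.589 (SD, n = 3). Piwil2 in *Piwil2*-/- MII oocytes, where WT had 1.27 ± 0.636 (SD, n = 3), was 93.6% of WT and was too low to enter the test. Piwi genes that were not disrupted were lower too in some mutants: Piwil1 was at 27.2% of WT (adjusted p = 0.0110) and Piwil3 at 24.1% (adjusted p = 0.0512, not passing 0.05) in *Piwil4*-/- MII oocytes, and Piwil3 at 33.9% (adjusted p = 0.472, not passing) in *Piwil2*-/- MII oocytes. In adult testes Piwil1 was at 10.6% (adjusted p = 0.00170) and Piwil4 at 19.2% in *Piwil2*-/-, and Piwil1 at 10.1% (adjusted p = 5.5e-04) and Piwil2 at 18.7% (adjusted p = 0.00113) in *Piwil4*-/-. The 2 adult *Piwil4*-/- libraries lay far apart, with 7.09 and 0.280 for Piwil1 and 4.20 and 0.409 for Piwil2, and in both mutants a loss of germ cells is not separated from the disruption itself. The shares in MII oocytes rest on the WT libraries used: against the WT libraries compared with *Piwil3*-/-, *Piwil4*-/- oocytes had Piwil1 at 65.7% (adjusted p = 0.627), Piwil3 at 81.8% (adjusted p = 0.921) and Piwil4 at 11.2%, too low to enter the test and within the range of those WT libraries, and *Piwil2*-/- oocytes had Piwil3 at 115% (adjusted p = 0.808) and Piwil1 at 240.5% (adjusted p = 0.0375). Against the WT libraries compared with *Piwil2*-/- and *Piwil4*-/-, *Piwil3*-/- oocytes had Piwil3 at 7.33% (adjusted p = 4.4e-07) and Piwil1 at 34.6% (adjusted p = 4.8e-05), where Piwil1 was at 83.6% (adjusted p = 0.635) against those used first. With every library rescaled to the same total, the shares in adult testes were 68.7% for Piwil1, 11.1% for Piwil2 and 21.9% for Piwil4.

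**Figure D1:**
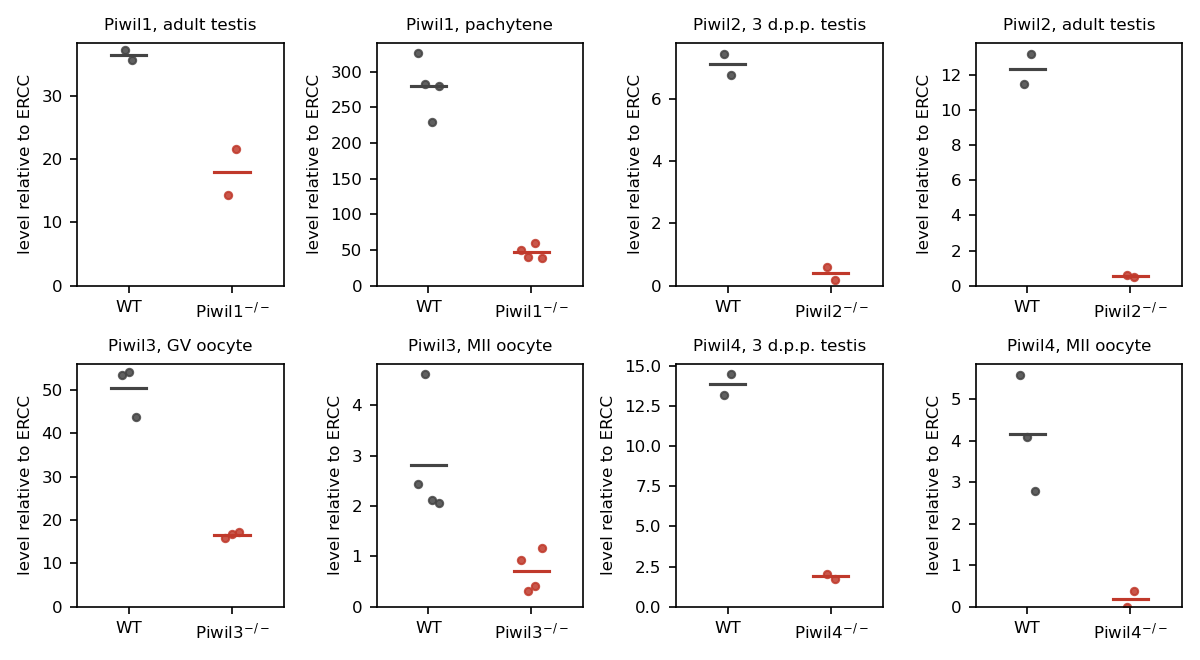
Expression of the targeted Piwi gene in each library (points; bars are means) of WT and mutant oocytes, testes and sorted pachytene cells, relative to ERCC spike-in reads. Piwil2 in adult testes is at 0.546 in the mutants and 12.3 in WT, and Piwil1 in adult testes at 17.9 and 36.4.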

**Fig. 2:**
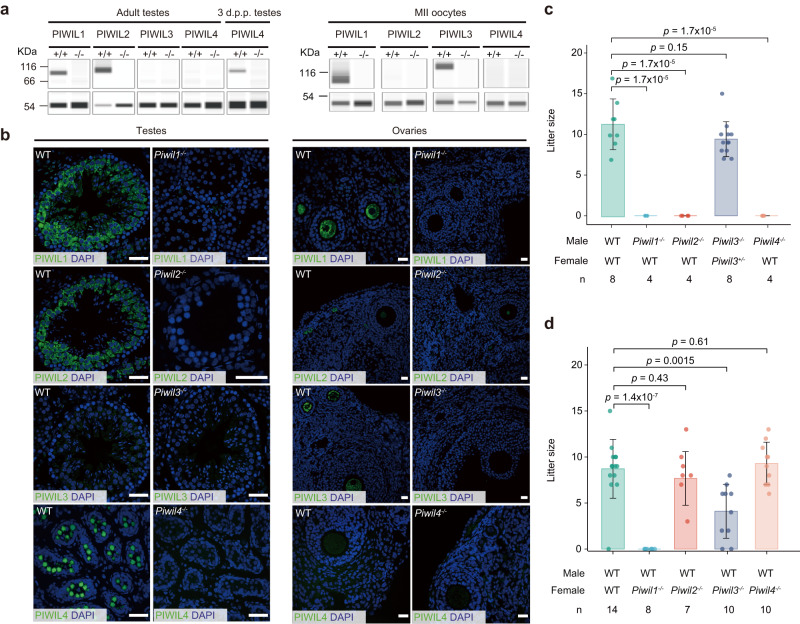
Generation and fecundity analysis of *Piwil1*^−/−^, *Piwil2*^−/−^, *Piwil3*^−/−^, and *Piwil4*^−/−^ golden hamsters. **a** Western blots showing the expression of PIWI proteins in testes and MII oocytes of *Piwil1*^−/−^, *Piwil2*^−/−^, *Piwil3*^−/−^, and *Piwil4*^−/−^ golden hamsters, respectively. α-TUBULIN (left panel) or β-ACTIN (right panel) was used as the loading control. **b** Immunostaining analysis exhibiting the loss of PIWIL1-4 expression in the mutant ovaries and testes. The faint, diffuse signal of PIWIL2 in nuclei of secondary follicle stage mutant oocytes is likely background autofluorescence. Scale bars, 40 μm. **c**, **d** The fecundity of male (**c**) and female (**d**) *Piwi*-deficient golden hamsters, respectively. Data are mean ± s.e.m. All *p* values are from two-tailed Student’s *t*-tests. *n* represents the number of mating. Source data are provided as a Source Data file.

All *Piwi*-deficient golden hamsters appeared normal without any obvious, discernible morphological or behavioral abnormalities. However, *Piwil2*^−/−^ and *Piwil4*^−/−^ males were completely sterile, although female mutants had similar fertility to that of WT control animals (Fig. 2c, d). By contrast, *Piwil3*^−/−^ females displayed reduced fertility with significantly fewer offspring, consistent with previous reports^23,25^, although the mutation site in *Piwil3* was different. These reproductive phenotypes aligned well with our observations of high PIWIL1, PIWIL2, and PIWIL4 expression in male gametes, but only high expression of PIWIL1 and PIWIL3 in female gametes (Fig. 1g, h). This cumulative evidence supported the likelihood of PIWI proteins are responsible for sex-specific functions in gametogenesis.

### PIWIL1 29-nt piRNAs partially compensate for the loss of PIWIL3 19-nt piRNAs in oocytes

Since PIWIL1 is universally expressed in male and female gametes, but PIWIL3 is exclusive to females, we investigated their specific roles in oocytes and embryos. Histological examination showed no visible abnormalities in the ovaries of any of the *Piwi*-deficient golden hamsters (Supplementary Fig. 4a). Consistent with previous studies^23,24^, maternal *Piwil1*^−/−^ embryos were arrested at the two-cell stage. While most maternal *Piwil3*^−/−^ embryos were also arrested at the two-cell stage, a few embryos could proceed to the four-cell or later stages (Supplementary Fig. 4b). Although pregnancy rate and litter size were significantly decreased in the absence of *Piwil3*, abortive embryos were observed in ~35% of individuals at the second estrous cycle after successful fertilization (Supplementary Fig. 4c and 4d), indicating that, despite their apparent WT morphology, many embryos could not successfully develop into pups.

*Piwil1*^*−/−*^ results in the loss of 23- and 29-nt piRNAs and a significant increase in TE transcript abundance, while *Piwil3*^*−/−*^ results in the elimination of 19-nt piRNAs but does not obviously affect TE expression (Fig. 3a, Supplementary Fig. 5a and Supplementary Fig. 5b, Supplementary Data 5 and 6), despite the similar genomic origins of PIWIL1 and PIWIL3 piRNAs^24^. In previous work, we found that the production of some PIWIL3 piRNAs partially depended on PIWIL1, possibly through heterotypic Ping-Pong between PIWIL1 and PIWIL3 proteins. Indeed, some ERV-derived PIWIL3 piRNAs significantly decreased in *Piwil1*^*−/−*^ oocytes (Fig. 3b, d, and Supplementary Fig. 5d). In contrast, the relative abundance of PIWIL1 29-nt obviously increased in *Piwil3*^*−/−*^ oocytes (Fig. 3a and Supplementary Fig. 5b). Next, PIWIL1 protein expression levels in *Piwil3* mutant oocytes with that of PIWIL3 levels in *Piwil1* mutant oocytes were compared (Supplementary Fig. 4e and 4f). The results show that PIWIL3 protein levels are significantly decreased in the absence of *Piwil1*, while PIWIL1 expression shows a non-significant, increasing trend in *Piwil3* mutant oocytes. More than 70% of PIWIL1 and PIWIL3 piRNAs exhibit identical 5’ ends and are likely to compete for a common set of pre-piRNAs^24^. Thus, in the absence of PIWIL3, more pre-piRNAs are loaded in the abundant PIWIL1 and trimmed to 29-nt instead of 19-nt. By contrast in *Piwil1* mutant oocytes, impaired PIWIL3 expression results in lower efficiency processing of the larger pool of pre-piRNAs, and consequently leading to almost unchanged expression levels of 19-nt piRNAs (Fig. 3a).

**Fig. 3:**
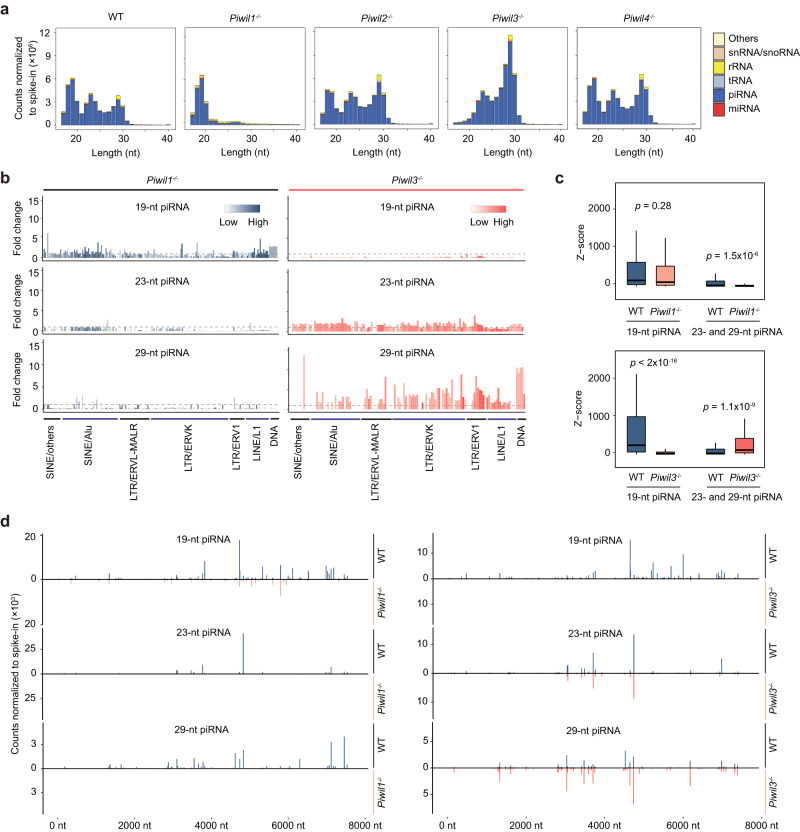
PIWIL1-piRNA compensating for repressing TEs in *Piwil3*^−/−^ oocytes. **a** The composition of small RNA categories in WT, *Piwil1*^−/−^, *Piwil2*^−/−^, *Piwil3*^−/−^, or *Piwil4*^−/−^ MII oocytes. Small RNA counts were normalized to the exogenous spike-in. Data are the average values of biological replicates: 3 for WT, 2 for *Piwil1*^−/−^, 3 for *Piwil2*^−/−^, 4 for *Piwil3*^−/−^, and 3 for *Piwil4*^−/−^. **b** The fold-change of piRNAs expression level mapped to each TE family in *Piwil1*^−/−^ or *Piwil3*^−/−^ compared to WT MII oocytes. 19-nt piRNAs (18~20nt), 23-nt piRNAs (22~24nt), and 29-nt piRNAs (28~30nt) derived from potentially active TE families were designated and plotted. The fold-change of piRNA expression level in *Piwil1*^−/−^ or *Piwil3*^−/−^ oocytes is indicated by the degree of blue or red, respectively. The gray dotted line indicates a fold-change of 1. The potentially active TEs were defined as nucleotide replacement rate <0.15 and Z-score ≥ 1.96. **c** The ping-pong signature of 19-nt or 23-nt and 29-nt piRNAs derived from potentially active TEs in WT, *Piwil1*^−/−^, and *Piwil3*^−/−^ MII oocytes. The level of the ping-pong signature is represented by a Z-score of 10-nt overlapped piRNAs from opposite strands; piRNAs with overlaps of different lengths serve as the background. Z > 1.96 corresponds to *p* < 0.05. For the box plots, the centre line represents the median value, the box borders represent the upper and lower quartiles (25th and 75th percentiles, respectively), and the ends of the top and bottom whiskers represent the maximum and minimum scores, respectively. Two-sided Wilcoxon test was employed to examine the statistical significance, and no adjustments were made for multiple comparisons. **d** Example (ltr-1_family-22 | LTR/ERVK) of 19-nt, 23-nt, and 29-nt piRNAs distribution derived from ERVK families in WT, *Piwil1*^−/−^ and *Piwil3*^−/−^ MII oocytes. The horizontal axis represents the position of the consensus TE, and the vertical axis represents the normalized number of all mapped piRNAs with the same 5’ end at each position. Data in (**b**–**d**) are the average values from three WT and two *Piwil1*^−/−^ biological replicates or four WT and four *Piwil3*^−/−^ biological replicates.

Among the increased 29-nt piRNAs in *Piwil3*^−/−^ oocytes, TE-derived piRNAs were mainly related to active ERVK or ERV1 (Fig. 3b), with a concomitant significant increase in their Ping-Pong signal (Fig. 3c and Supplementary Fig. 5c). 

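mRNA-seq libraries were made by Smart-seq2, a full-length method for small RNA inputs, from WT and *Piwil3*-/- oocytes and from embryos of WT and *Piwil3*-/- females, with ERCC spike-in RNA added. WT and *Piwil3*-/- were compared with 3 libraries each for GV oocytes, 4 each for MII oocytes and 5 each for embryos at 11 h.p.e.a., with 4 WT and 3 maternal *Piwil3*-/- libraries at 34 h.p.e.a., and with 2 each at 54 h.p.e.a. Of the 5 WT libraries grouped here as 11 h.p.e.a., 2 carry 8 h.p.e.a. in their titles. A second set of MII oocytes was taken to hold 3 WT, 3 *Piwil2*-/- and 2 *Piwil4*-/- libraries, though the labels give a set for WT libraries only. The authors trimmed the reads with Trim Galore 0.5.0, mapped them with STAR 2.9 to the BCM_Maur_2.0 assembly and counted them per gene with featureCounts 1.6.4. The deposited values are mapped fragments per kilobase of gene for each 10000 ERCC reads. A change in the RNA captured from the whole oocyte or embryo, relative to the spike-in, is thereby kept. Whether such a change reflects the amount of RNA or how well the method captures it was not tested. The libraries held 2345297 to 6488103 raw reads. As the ERCC reads rose from 8111 in a GV library to 978176 in an embryo library, 1 read in a gene of 1 kb gives a value of 0.894 to 1.23 in GV oocytes but only 0.0102 to 0.0219 at 34 h.p.e.a. All 36133 gene IDs of the tables matched a symbol in the NCBI annotation. From these values, log2(value + 1) was fitted for the 10 groups together with limma, with a trended prior variance, and each comparison was a contrast of that fit. A gene entered a comparison if its value was over 2 in at least 40% of the libraries compared; fewer than 5000 genes passed at 34 and 54 h.p.e.a., and there the bound was 0. Genes are called here at a difference of at least 4-fold and an adjusted p (Benjamini-Hochberg) under 0.01, the thresholds of the paper, and genes of a list are counted as higher or lower at an adjusted p under 0.05. The lists, 30 in all, were set before the data were examined and tested against all other genes with camera at a preset correlation between genes of 0.01 and again with an estimated one.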

We further conducted smRNA-seq and mRNA-seq (Supplementary Data 2) in oocytes at the germinal vesicle (GV) and metaphase II (MII) stage and embryos at 11 h.p.e.a. (the one-cell stage in WT), 34 h.p.e.a. (the two-cell stage in WT), and 54 h.p.e.a. (the four-cell stage in WT), and found that the increased production of PIWIL1 29-nt piRNAs lasted in maternal *Piwil3*^*−/−*^ embryos until 34 h.p.e.a. (Fig. 4a). Aligned well with this, some essential piRNA processing genes, including *Gtsf1*, *Ddx4*, *Tdrd1*, *Henmt1*, *Pld6*, *MaeI*, were moderately expressed in maternal *Piwil3*^*−/−*^ but not in WT embryos at 34 h.p.e.a., whereas their expression was similar at earlier stages (Supplementary Fig. 5e, Supplementary Data 7). These results suggested that 29-nt piRNAs can partially complement the role of 19-nt piRNAs, at least silencing a subset of active ERVs, to try to ensure the proper development of *Piwil3*^*−/−*^ oocytes or maternal *Piwil3*^*−/−*^ embryos.

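The transcripts of 4 of the 6 named piRNA processing genes were higher in maternal *Piwil3*-/- embryos than in WT embryos at 34 h.p.e.a. Ddx4 (NCBI gene 101842477), the RNA helicase of germ granules, was at 16.1 ± 8.52 (SD, n = 3) in maternal *Piwil3*-/- embryos and at 0.430 ± 0.410 (SD, n = 4) in WT, a log2 difference of 3.51 (standard error 0.32, adjusted p = 4.3e-10). Gtsf1 (NCBI gene 101842491), a zinc-finger cofactor of PIWI proteins, was at 10.8 ± 6.51 (SD, n = 3) against 0.0179 ± 0.0267 (SD, n = 4) (log2 difference 3.35, adjusted p = 7.0e-07). Tdrd1, a Tudor-domain scaffold of the piRNA amplification loop, was at 3.88 ± 2.70 (SD, n = 3) against 0.396 ± 0.453 (SD, n = 4) (log2 difference 1.73, adjusted p = 7.0e-04). Henmt1, the methyltransferase of piRNA ends, was at 1.54 ± 1.77 (SD, n = 3) against 0.0150 ± 0.0162 (SD, n = 4) (log2 difference 1.08, adjusted p = 0.0175). For each of these 4 genes every maternal *Piwil3*-/- library lay above every WT library (two-sided exact permutation p = 0.0286, the smallest that 3 libraries against 4 allow). Mael, a protein of the nuage, did not pass (adjusted p = 0.186), with 2.09 ± 2.96 (SD, n = 3) against 0.101 ± 0.178 (SD, n = 4). Pld6, a nuclease of the mitochondrial surface, was too low to enter the test, with 0.953 ± 1.65 (SD, n = 3) against 0.00222 ± 0.00445 (SD, n = 4) (unadjusted p = 0.177 from limma). Adjusted over the list alone the count was again 4 higher, and camera placed the list above other genes (adjusted p = 0.00175; adjusted p = 0.0635 with an estimated correlation). The study chose these 6 genes on these samples, so their direction is not independent evidence. Of 15 genes of the wider piRNA pathway list, 5 were higher and 2 lower, also when adjusted over the list alone. Among them Piwil1 was higher, at 1.46 ± 0.245 (SD, n = 3) against 0.00184 ± 0.00225 (SD, n = 4) (adjusted p = 2.7e-05), while Piwil2 was lower, at 0.00382 ± 0.00661 (SD, n = 3) against 6.66 ± 2.91 (SD, n = 4) (adjusted p = 2.5e-06). None of the 6 genes passed an adjusted p of 0.05 in GV oocytes, MII oocytes or embryos at 11 h.p.e.a., where Ddx4 in WT was at 1174 ± 93.8 (SD, n = 3), 381 ± 23.8 (SD, n = 4) and 215 ± 72.3 (SD, n = 5) and in mutants at 1038 ± 117 (SD, n = 3), 328 ± 133 (SD, n = 4) and 329.5 ± 86.5 (SD, n = 5). The log2 differences at these stages ran from -1.07 (Mael at 11 h.p.e.a.) to 0.79 (Pld6 in GV oocytes). The difference between genotypes in the change from 11 to 34 h.p.e.a. passed for 5 of the 6 genes: Gtsf1 (3.39, adjusted p = 4.9e-05), Ddx4 (2.87, adjusted p = 4.5e-06), Mael (2.13, adjusted p = 0.0436), Tdrd1 (1.77, adjusted p = 0.0109) and Henmt1 (1.45, adjusted p = 0.0242), but not Pld6 (adjusted p = 0.351). With only the groups compared in the fit Henmt1 no longer passed, and 3 of the 6 genes were higher at 34 h.p.e.a. and 3 differed in that change. Without WT replicate 1 at 11 h.p.e.a. or without maternal *Piwil3*-/- replicate 1 at 34 h.p.e.a. 3 of the 6 passed for that change, without the latter 3 were higher at 34 h.p.e.a., and with total rescaling Mael passed at 34 h.p.e.a. (log2 difference 3.16).

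**Figure D2:**
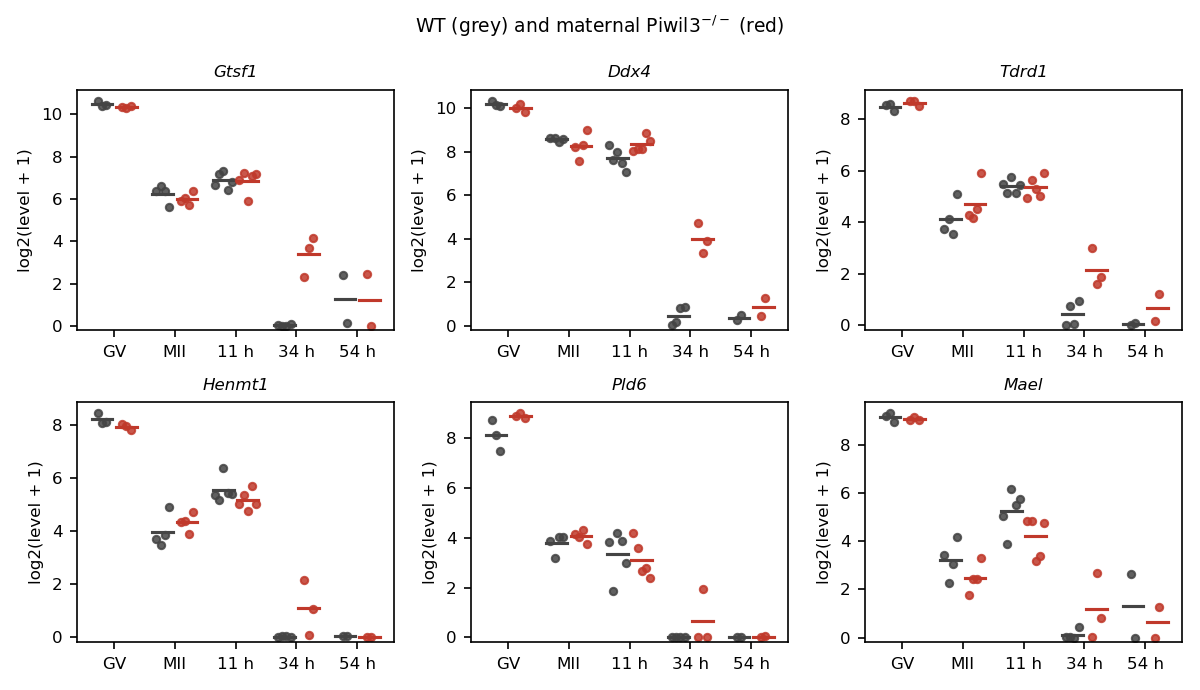
Expression of the 6 piRNA processing genes in each WT and maternal *Piwil3*-/- library by stage, as log2 of the value plus 1, relative to 10000 ERCC reads. At 34 h.p.e.a. the maternal *Piwil3*-/- libraries have Ddx4 at 9.11 to 25.6 and the WT libraries at 0.0128 to 0.822.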

**Fig. 4:**
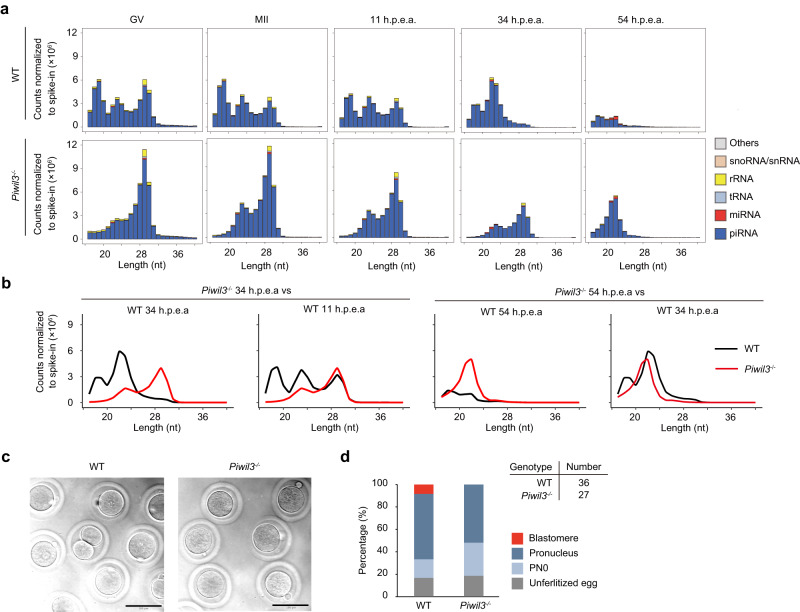
Development of maternal *Piwil3*^*−/−*^ embryos is delayed. **a** The composition of small RNA categories according to their length distribution during oocyte and embryo development in WT or *Piwil3*^−/−^ golden hamsters. Early-stage oocytes were collected from ovaries, and MII oocytes were collected by spontaneous ovulation. The embryos were collected from the oviducts of WT and *Piwil3*^−/−^ female hamsters mated with WT male hamsters. The small RNA counts were normalized to the exogenous spike-in. **b** Line charts showing the expression pattern of piRNAs in *Piwil3*^−/−^ embryos compared to WT. Data in (**a**–**b**) are the average values of the biological replicates at each time point: *n* = 3 (GV), *n* = 4 (MII), *n* = 5 (11 h.p.e.a.), *n* = 4 (34 h.p.e.a.), or *n* = 2 (54 h.p.e.a.) for WT; *n* = 3 (GV), *n* = 4 (MII), *n* = 5 (11 h.p.e.a.), *n* = 3 (34 h.p.e.a.), or *n* = 2 (54 h.p.e.a.) for *Piwil3* mutants. *Piwil3*^−/−^, *Piwil3*^*−/−*^ oocytes or maternal *Piwil3*^*−/−*^ embryos. **c** Representative images showing the delayed development of maternal *Piwil3*^−/−^ embryos at 18 h.p.e.a. Scale bar, 100 µm. **d** Histogram showing embryogenesis ratio of WT and maternal *Piwil3*^−/−^ embryos 18 h.p.e.a. PN0, shortly after the fertilization but before entering the pronuclear stage. Source data are provided as a Source Data file.

### Maternal disruption of *Piwil3* results in delayed development of embryos

Despite the apparent compensatory effects of PIWIL1, the attenuated fertility in *Piwil3*^*−/−*^ females suggested PIWIL1 could not fully complement PIWIL3 function. To explore this, the expression patterns of piRNAs and genes in oocytes at the GV and MII stage and embryos at 11 h.p.e.a., 34 h.p.e.a., and 54 h.p.e.a. were analyzed. In WT embryos, production of 29-nt piRNAs ceases after 34 h.p.e.a., but ends after 54 h.p.e.a. in maternal *Piwil3*^−/−^ embryos (Fig. 4a). Additionally, production of 23-nt piRNAs substantially decreases after 54 h.p.e.a. in WT embryos, but are still expressed at high levels comparable to WT embryos at 34 h.p.e.a. at this stage in maternal *Piwil3*^−/−^ embryos (Fig. 4b). These findings suggest a developmental delay in maternal *Piwil3*^−/−^ embryos compared to WT embryos. This developmental lagging was further confirmed by the hierarchical clustering results of the top 10,000 individual piRNAs that the expression change of most piRNAs was delayed in maternal *Piwil3*^−/−^ embryos (Supplementary Fig. 6a, Supplementary Data 8). The expression of piRNAs in cluster 4 (51.69%) was remarkably decreased from 11 h.p.e.a. in WT embryos, while in maternal *Piwil3*^−/−^ embryos this decrease was observed till 34 h.p.e.a. In addition, the expression of piRNAs in cluster 3 (24.77%) started to increase from 11 h.p.e.a. in WT embryos, again in maternal *Piwil3*^−/−^ embryos this expression change was lagged.

Next, we compared gene and TE expression in *Piwil3*^−/−^ oocytes or maternal *Piwil3*^−/−^ embryos with WT. 

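In GV oocytes no gene group differed between *Piwil3*-/- and WT by camera, and the count of single genes called depended on the scaling and on the fit. Of 13534 genes tested, 116 were called, 59 higher and 57 lower in *Piwil3*-/- oocytes, and 1146 had an unadjusted p under 0.05. Plxnb2 (NCBI gene 101834166), a plexin receptor, was at 118 ± 16.4 (SD, n = 3) in *Piwil3*-/- oocytes and 8.72 ± 1.45 (SD, n = 3) in WT, a log2 difference of 3.62 (standard error 0.44, adjusted p = 1.6e-06). Eno1, a glycolytic enolase, was at 291 ± 16.2 (SD, n = 3) against 28.5 ± 12.3 (SD, n = 3) (log2 difference 3.41), and Bcl3, a regulator of NF-kB, at 57.3 ± 26.1 (SD, n = 3) against 4.13 ± 4.52 (SD, n = 3) (3.80). The phospholipase gene Pla2g10 (3.504), Habp4 (3.32), the plasminogen activator gene Plau (3.16; 18.7 against 1.62), and Tmem125 (16.7 against 1.84), Dnajc4 (3.00), Rita1 (2.86) and Mdfi (2.55) were higher too. S100a1, a calcium-binding protein gene, was listed at 0 in all 3 *Piwil3*-/- libraries and was at 14.3 ± 7.46 (SD, n = 3) in WT (adjusted p = 6.9e-06). Polr3k, a subunit of RNA polymerase III, fell from 206 ± 44.9 (SD, n = 3) in WT to 36.1 ± 15.0 (SD, n = 3) (log2 difference -2.53). Lower as well were the amino acid transaminase gene Bcat2 (-3.05), Tlnrd1 (-2.84), Pomc (-2.65; 1.34 against 13.4), and Rpusd2 (-2.56), Znf354b (-2.28) and Angptl4 (-2.27). Of 24 genes of the piRNA pathway 1 was lower, Piwil3 itself, and none was higher, also when adjusted over the list alone. Of 20 nuclear genes of oxidative phosphorylation 1 was higher (Atp5pb (2.45)), of 6 interferon response genes 1 (Ddx58 (2.02)) and of 22 genes of the sperm flagellum 1 (Rsph1 (1.23)), with the same counts adjusted over each list alone. The lowest camera adjusted p of a list was 0.512. With every library rescaled to the same total 7 genes were called, 4 higher and 3 lower, and with median ratios 5, 3 higher and 2 lower. The count also rests on the modelled spread of all 10 groups: with the GV libraries fitted alone 11 genes were called, and without *Piwil3*-/- replicate 5 it was 180. Of 24 named genes with an adjusted p under 0.05, 3 kept it and their direction in every other fit that tested them.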

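In MII oocytes RNA encoded by the mitochondrial genome had higher values in *Piwil3*-/- than in WT libraries, and few nuclear genes were called. ND4, a subunit of respiratory complex I, was at 1332 ± 158 (SD, n = 4) in *Piwil3*-/- oocytes and 229.6 ± 80.5 (SD, n = 4) in WT, a log2 difference of 2.59 (standard error 0.33, adjusted p = 1.0e-05). ATP6, a subunit of the ATP synthase, was at 2699.7 ± 301 (SD, n = 4) against 463 ± 142 (SD, n = 4) (log2 difference 2.58). Of 11 mitochondrially encoded genes, a group looked at after the values were seen, 10 were higher and none lower, and 8 with total rescaling. The rise was not seen after this stage: none of 11 passed at 11 h.p.e.a. (median log2 difference -0.07), and 10 of 12 were lower at 34 h.p.e.a. (-1.30) and 9 of 12 at 54 h.p.e.a. (-1.71). With total rescaling 7 of 11 were lower at 34 h.p.e.a. and, at 54 h.p.e.a., 1 was lower and 1 higher of 12; with median ratios all 11 were lower at 34 h.p.e.a. and none of 11 passed at 54 h.p.e.a. In the second set of MII oocytes, the *Piwil4*-/- libraries also stood high in this RNA, at 2.19 to 2.54% of all values, and the *Piwil2*-/- libraries at 0.801 to 2.26%, beside 2.18 to 3.17% in *Piwil3*-/-, 0.763 to 1.09% in the WT libraries compared with them and 0.976 to 1.70% in the other WT libraries. Of 7502 genes tested, 47 were called, 28 higher and 19 lower, and 1529 had an unadjusted p under 0.05. The count was smaller with either rescaling, and with these MII libraries fitted alone it was 16. Llph (NCBI gene 101827701), a ribosome biogenesis factor, was at 29.4 ± 11.8 (SD, n = 4) against 0.884 ± 0.648 (SD, n = 4), a log2 difference of 4.00 (standard error 0.42, adjusted p = 4.1e-07). Cstl1 (3.28), the CpG-binding corepressor gene Samd1 (2.95), the planar polarity gene Prickle1 (2.74), and Etfrf1 (2.91), Laptm4b (2.70) and Eef1akmt1 (2.69) were higher. Tes, a focal adhesion gene, fell (-2.66), as did Mesp2 (-2.61; 1.58 against 13.2), the cholesterol transporter gene Star (-2.31), Polr3k (-2.29; 3.89 against 22.6), and Trmt2b (-2.40), Nxn (-2.35), Kyat1 (-2.34), Kdelr3 (-2.26), Nob1 (-2.24) and Cdc37 (-2.18). Of 20 genes of the miRNA pathway and deadenylation 2 were higher, Dicer1 (1.37) and Tob1 (1.84), and 3 when adjusted over the list alone. Of 14 genes of DNA and H3K9 methylation 3 were higher (Cbx3, Trim28 and Dnmt3b) and Dnmt3l was lower (-1.71); adjusted over the list alone, 4 were higher and 1 lower. The meiotic kinase gene Aurkc was lower, at 155 ± 34.0 (SD, n = 4) against 588 ± 341 (SD, n = 4) (-1.80), but higher (1.51) against the WT libraries of the second set, with which 920 genes were called. No list differed from the other genes by camera, the lowest adjusted p being 0.348, and 5 of 36 named genes with an adjusted p under 0.05 kept it and their direction in every other fit that tested them.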

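At 11 h.p.e.a., before the embryonic genome is active, few transcripts of maternal *Piwil3*-/- embryos differed from WT. Of 8747 genes tested, 20 were called, 6 higher and 14 lower, and 1582 had an unadjusted p under 0.05. Either rescaling gave a smaller count, and with median ratios no gene was called higher. Spc25 (NCBI gene 101841937), a subunit of the kinetochore NDC80 complex, was at 12.5 ± 5.64 (SD, n = 5) in maternal *Piwil3*-/- embryos and 98.3 ± 26.8 (SD, n = 5) in WT, a log2 difference of -2.92 (standard error 0.43, adjusted p = 5.2e-04). Polr3k was at 4.82 ± 2.78 (SD, n = 5) against 40.8 ± 25.5 (SD, n = 5) (-2.83), and so was lower at each of the 3 stages up to 11 h.p.e.a. The spermidine synthase gene Srm (-2.77), and Map7d1 (-2.30), Ovol3 (-2.23), Cpsf4l (-2.10), Ciao2a (-2.07), Cdcp1 (-1.95) and Gng3 (-1.89) were lower, and of the maternal oocyte genes Figla, an oocyte transcription factor, was lower (-2.08). Nr1h2, a nuclear receptor for oxysterols, was at 31.6 ± 18.5 (SD, n = 5) against 3.80 ± 4.35 (SD, n = 5) (3.06, adjusted p = 6.6e-04). The polarity gene Crb3 (2.87), Rxylt1 (2.57), Llph (2.05; 8.73 against 1.57), and Snapin (2.42), Pfdn4 (1.75), Sptlc1 (1.75) and Rheb (1.50) were higher, and Eras, a Ras gene of embryonic stem cells, was at 5.11 ± 3.57 (SD, n = 5) where it was listed at 0 in all 5 WT libraries. Of 32 cytosolic ribosomal protein genes 1 was higher and 2 lower, also adjusted over the list alone, and camera placed the list slightly below other genes (median log2 difference -0.34, adjusted p = 0.0334; adjusted p = 0.896 with an estimated correlation). The count was 67 without the 2 WT libraries titled 8 h.p.e.a., 33 without the first of these alone, 10 without WT replicate 1 and 11 without WT replicate 3, and with these 10 libraries fitted alone it was 2; of 26 named genes with an adjusted p under 0.05, 2 kept it in every other fit that tested them.

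**Figure D3:**
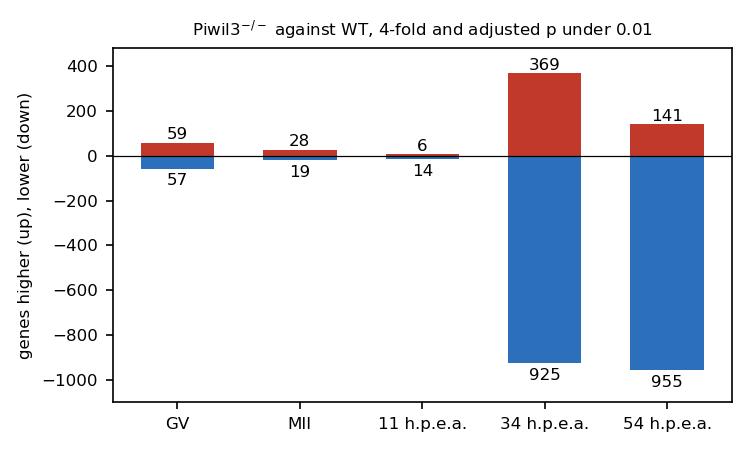
Genes called higher (up) and lower (down) in *Piwil3*-/- oocytes and maternal *Piwil3*-/- embryos than in WT at each stage, at 4-fold or more and an adjusted p under 0.01. The bars hold 116 genes in GV oocytes, 47 in MII oocytes, 20 at 11 h.p.e.a., 1294 at 34 h.p.e.a. and 1096 at 54 h.p.e.a.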

In oocytes at GV and MII stages and embryos at 11 h.p.e.a., no significant difference in gene expression was observed (Supplementary Fig. 6b), consistent with a previous study^23^. 

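At 34 h.p.e.a., when WT embryos have passed embryonic genome activation, maternal *Piwil3*-/- embryos had fewer transcripts of ribosomal proteins and more of some maternal oocyte genes. All 39 cytosolic ribosomal protein genes were lower, with a median log2 difference of -4.53 (camera adjusted p = 2.1e-30; adjusted p = 0.00101 with an estimated correlation). Rps3a (NCBI gene 101839674) was at 0.581 ± 0.474 (SD, n = 3) in maternal *Piwil3*-/- embryos and 189 ± 27.4 (SD, n = 4) in WT, a log2 difference of -6.95 (standard error 0.50, adjusted p = 2.5e-12). Rps27a was at 0.506 ± 0.802 (SD, n = 3) against 161 ± 50.4 (SD, n = 4) (-6.80), Rpl9 (-6.39) and Rps4x (-5.81) were close to it, and Rpl23 was listed at 0 in all 3 maternal *Piwil3*-/- libraries against 62.7 ± 19.6 (SD, n = 4) in WT. Of 30 genes of ribosome biogenesis and RNA polymerase I 25 were lower and 1 higher, also adjusted over the list alone, among them Polr1c (-5.84), Nop58 (-5.33), Nip7 (-4.75) and Gar1 (-4.44); the camera adjusted p was 1.4e-09, and 0.0688 with an estimated correlation. Of 26 splicing genes 15 were lower and none higher (16 lower adjusted over the list alone), led by Snrpd3 (-5.81), Snrpc (-5.19), Snrpd1 (-4.22) and U2af1 (-5.03), with adjusted p = 7.1e-07 and 0.0688 in the same order. Of 25 proteasome genes 15 were lower and 2 higher in both counts, with Psmc5 (-4.90), Psmc6 (-4.20) and Psmc4 (-5.13) lowest (adjusted p = 5.9e-04; 0.160 with an estimated correlation). Of 13 genes of embryonic genome activation 6 were lower and 1 higher in both counts: Dppa4 was at 2.53 ± 2.19 (SD, n = 3) against 51.3 ± 27.6 (SD, n = 4) (-4.02), Klf17 was lower (-3.55) and Arg2 higher (2.799); the camera adjusted p was 0.0332 (0.359 with an estimated correlation). The mitoribosomal gene Mrpl43 (-5.71) was also among the genes with the largest decrease. Of 19 maternal oocyte genes 9 were higher and none lower (11 adjusted over the list alone; adjusted p = 1.0e-05, and 0.116 with an estimated correlation). The oocyte growth factor gene Gdf9 was at 80.3 ± 26.0 (SD, n = 3) against 6.17 ± 5.40 (SD, n = 4) (3.77), and Bmp15 (3.20), Padi6 (3.18) and Nobox (2.47) moved with it. The apoptosis inhibitor gene Bcl2l10 was at 489.8 ± 66.04 (SD, n = 3) against 17.8 ± 11.8 (SD, n = 4) (4.89), the oocyte translation factor gene Eif4e1b at 276 ± 82.8 (SD, n = 3) against 14.8 ± 7.88 (SD, n = 4) (4.21), and Smco4 (5.31), Chac1 (4.62), the Polycomb gene Rnf2 (4.44), and Tagln3 (4.51), Rdx (4.44), Vbp1 (4.37), Kctd13 (4.17) and Wbp2 (4.13) were higher. Of 8032 genes tested, 1294 were called, 369 higher and 925 lower. With every library rescaled to its own total, the median of all genes moved from -0.0169 to -0.31 and 1567 genes were higher and 2003 lower, and the ribosomal protein genes were still lower, at a median of -5.53; of 92 named genes with an adjusted p under 0.05, 52 kept it in every other fit that tested them.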

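At 54 h.p.e.a. genes of oxidative phosphorylation were lower in maternal *Piwil3*-/- embryos, in calls that rest on the spread of all groups. Of 20 nuclear genes of oxidative phosphorylation 17 were lower and none higher (20 lower adjusted over the list alone), with a median log2 difference of -2.88 (camera adjusted p = 1.0e-06; adjusted p = 0.0200 with an estimated correlation). Sdhd (NCBI gene 101825913), an anchor subunit of respiratory complex II, was at 1.58 ± 2.12 (SD, n = 2) against 117 ± 6.31 (SD, n = 2), a log2 difference of -5.82 (standard error 0.47, adjusted p = 9.1e-11). Of 25 proteasome genes 18 were lower in both counts (median -2.60, adjusted p = 6.3e-05; 0.254 with an estimated correlation), and Psma6 was at 1.08 ± 0.409 (SD, n = 2) against 135 ± 34.5 (SD, n = 2) (-6.03). Of 39 cytosolic ribosomal protein genes 13 were lower and none higher (15 adjusted over the list alone; median -1.47, adjusted p = 0.0162; 0.693 with an estimated correlation). With total rescaling the camera adjusted p was 0.0192 for oxidative phosphorylation, 0.309 for the proteasome and 0.859 for the ribosomal proteins. Thioredoxin (Txn) was at 1.99 ± 1.33 (SD, n = 2) against 154 ± 10.2 (SD, n = 2) (-5.77), and the proton pump gene Atp6v0e1 (-6.15), the tight junction gene Cldn4 (-5.77), the p24 cargo receptor gene Tmed10 (-5.89), and Prr13 (-6.04), Rec114 (-5.73) and Csrp2 (-5.68) were lower, while the mitoribosomal gene Mrps34 was listed at 0 in both maternal *Piwil3*-/- libraries against 81.6 ± 34.7 (SD, n = 2). The lineage transcription factor genes Klf5 (-4.27) and Gata6 (-2.61) were lower. Myc was at 49.0 ± 26.2 (SD, n = 2) against 0.639 ± 0.903 (SD, n = 2) (4.94), Ciart, a repressor of the circadian clock, at 44.0 ± 12.4 (SD, n = 2) against 1.596 ± 0.941 (SD, n = 2) (4.14), and Atp6ap1 (4.04), Dnase1l1 (3.90), Aamdc (3.75), Cdc42ep2 (3.59), Snai1 (3.49), Vkorc1 (3.31) and Meaf6 (3.29) were higher. Of 9407 genes tested, 1096 were called, 141 higher and 955 lower, while the median of all genes was -0.46, and with total rescaling it was -0.32, with 485 higher and 866 lower. With the 4 libraries of this stage fitted alone no gene was called by limma, and none of 87 named genes with an adjusted p under 0.05 kept it in every other fit that tested them, while the count was 700 without WT replicate 1, 676 without WT replicate 5 and 680 without maternal *Piwil3*-/- replicate 2.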

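Within each genotype and relative to spike-in RNA, ribosomal protein transcripts rose from 11 to 34 and again to 54 h.p.e.a. in WT embryos, and from 34 to 54 h.p.e.a. in maternal *Piwil3*-/- embryos. From 11 to 34 h.p.e.a. 33 of 39 of these genes rose and 1 fell in WT (camera adjusted p = 2.8e-46; 5.3e-05 with an estimated correlation), with Rps26 (5.62), Rpl9 (5.55) and Rps3a (5.42) among the largest increases of all genes, while none of 29 rose and 25 fell in maternal *Piwil3*-/- embryos. Fewer of these genes entered the test there because the filter needs 4 libraries, which the WT libraries of 34 h.p.e.a. can supply alone and the 3 maternal *Piwil3*-/- ones cannot. With the same genes tested in both genotypes, an alternative chosen after seeing the data, 33 of 39 rose in WT, and none of 39 rose and 27 fell in maternal *Piwil3*-/- embryos, or 12 rose and 3 fell with total rescaling, where all 39 rose in WT. From 34 to 54 h.p.e.a. all 39 rose in both genotypes, with a median log2 difference of 2.76 in WT and 5.96 in maternal *Piwil3*-/- embryos, where Rps3a rose by 8.25 and Rpl9 by 7.86, and the counts adjusted over the list alone were 33 and 0 rising in WT and maternal *Piwil3*-/- embryos in the first interval and 39 and 39 in the second. With total rescaling and the same genes tested in both, the medians were 6.07 in WT and 1.09 in maternal *Piwil3*-/- embryos from 11 to 34 h.p.e.a. From 34 to 54 h.p.e.a. they were 0.73 and 5.73, when 2 and 39 of the 39 genes passed upward. The difference between genotypes in the first of these changes passed for 35 of 35 genes of the list, downward, with Rps3a at -7.51, Rpl11 at -7.11 and Rps27a at -6.43 (camera with an estimated correlation, adjusted p = 4.8e-04). The pluripotency gene Dppa4 (5.44) also rose in WT from 11 to 34 h.p.e.a. Over the same 11 to 34 h.p.e.a. maternal transcripts fell in both genotypes: the Polycomb inhibitor gene Ezhip by -9.53 in WT and -9.74 in maternal *Piwil3*-/- embryos, and Btg4, an adaptor of deadenylation, by -8.63 and -9.07. The fall was smaller in maternal *Piwil3*-/- embryos for Smco4 (difference 5.21), Chac1 (4.87) and Gdf9 (4.26), and from 34 to 54 h.p.e.a. the transcripts of Bcl2l10 (-5.05), Eif4e1b (-4.96) and the oocyte kinase gene Wee2 (-5.33) fell there. Over all genes, 333 rose and 5610 fell in WT between 11 and 34 h.p.e.a. (median -2.96), and 10 rose and 5972 fell in maternal *Piwil3*-/- embryos (median -3.10), in values relative to spike-in RNA; with the same genes tested in both, 390 rose in WT and 57 in maternal *Piwil3*-/- embryos. With total rescaling 1356 rose and 4637 fell in WT (median -2.17), and 118 rose and 2476 fell in maternal *Piwil3*-/- embryos (median -1.35). From 34 to 54 h.p.e.a. 1746 rose and 113 fell in WT, among them Jpt1 (8.32), Crb3 (7.28), Txn (6.94) and Epcam (6.40) upward and Rfpl4b (-4.87), Ciart (-4.49) and Lin28a (-3.09) downward, and 1630 rose and 422 fell in maternal *Piwil3*-/- embryos. With total rescaling 693 rose and 677 fell in WT over this time, and 2280 rose and 2037 fell in maternal *Piwil3*-/- embryos. The change differed between the genotypes for 910 genes from 11 to 34 h.p.e.a. and for 1672 genes from 34 to 54 h.p.e.a. Both counts were larger with total rescaling, and the second was smaller with only the compared groups in the fit.

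**Figure D4:**
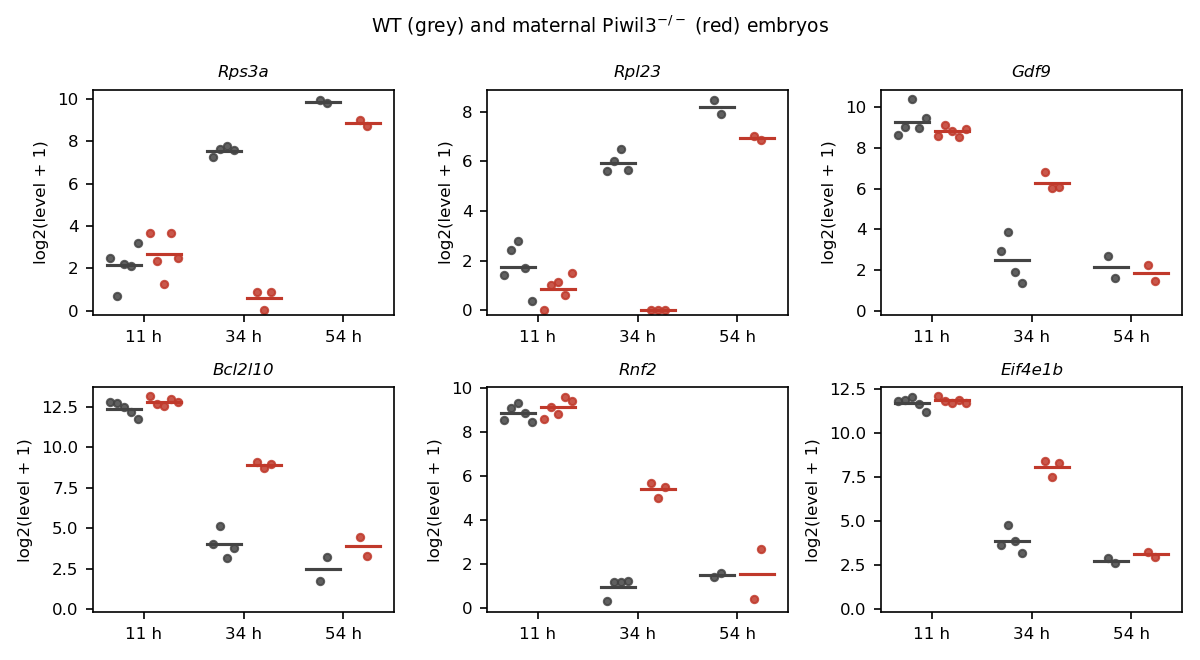
Expression of single genes in each WT and maternal *Piwil3*-/- library by stage, as log2 of the value plus 1, relative to 10000 ERCC reads. Rps3a is at 0.581 in maternal *Piwil3*-/- embryos and 189 in WT at 34 h.p.e.a., and Gdf9 at 80.3 and 6.17.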

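The genes that the paper lists as delayed are 369 genes of Supplementary Data 9, chosen by the study on these samples, so their direction is not independent evidence. Their median value was 0.778 in WT and 0.663 in maternal *Piwil3*-/- embryos at 11 h.p.e.a., 21.6 and 0.432 at 34 h.p.e.a., and 30.8 and 39.3 at 54 h.p.e.a. Many had been present in the oocyte, with medians of 15.7 in WT and 15.5 in *Piwil3*-/- GV oocytes and of 0.748 and 0.554 in MII oocytes. From 11 to 34 h.p.e.a. all 322 that entered the test rose in WT (322 when adjusted over the list alone), while 5 of 97 rose and 70 fell in maternal *Piwil3*-/- embryos, where the filter keeps out genes present only at 34 h.p.e.a. With the same genes tested in both genotypes, chosen after seeing the data, all 365 rose in WT, and 46 rose and 94 fell in maternal *Piwil3*-/- embryos; with total rescaling all 369 rose in WT, and 124 rose and 16 fell in maternal *Piwil3*-/- embryos. From 34 to 54 h.p.e.a. 341 of 364 rose and 3 fell in maternal *Piwil3*-/- embryos, against 158 that rose and 77 that fell of 369 in WT; with total rescaling and the same genes tested in both, 332 rose and 6 fell in maternal *Piwil3*-/- embryos, and 10 rose and 130 fell in WT. At 34 h.p.e.a. 359 of 369 were lower in maternal *Piwil3*-/- embryos and none was higher (362 lower and 2 higher adjusted over the list alone), with a median log2 difference of -3.61 (camera adjusted p = 5.8e-74; adjusted p = 8.6e-06 with an estimated correlation). With total rescaling that median was -5.96, with 361 lower and 2 higher. At 54 h.p.e.a. 73 were higher and 48 lower of 361, and in GV oocytes, in MII oocytes and at 11 h.p.e.a. 1, 3 and 3 were higher and 5, 0 and 2 lower. The difference between genotypes in the change from 11 to 34 h.p.e.a. passed for 154 of 166 genes, all downward (333 of 365 with the same genes tested throughout), and from 34 to 54 h.p.e.a. for 304 of 368, all upward. The count that rose in WT from 11 to 34 h.p.e.a. was 194, 192, 193 or 192 without WT replicate 1, 3, 4 or 5 at 34 h.p.e.a., as fewer genes then enter the test. In maternal *Piwil3*-/- embryos the 5 that rose became more when any of their libraries at 11 h.p.e.a. was left out. The paper builds on the earlier rise in WT, the later rise in maternal *Piwil3*-/- embryos and the transposable elements staying silenced. It concludes that PIWIL1 can compensate well enough for PIWIL3 in repressing transposable elements, but not in regulating gene expression. Its Discussion proposes that PIWIL1 can, to some extent, complement PIWIL3 for both.

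**Figure D5:**
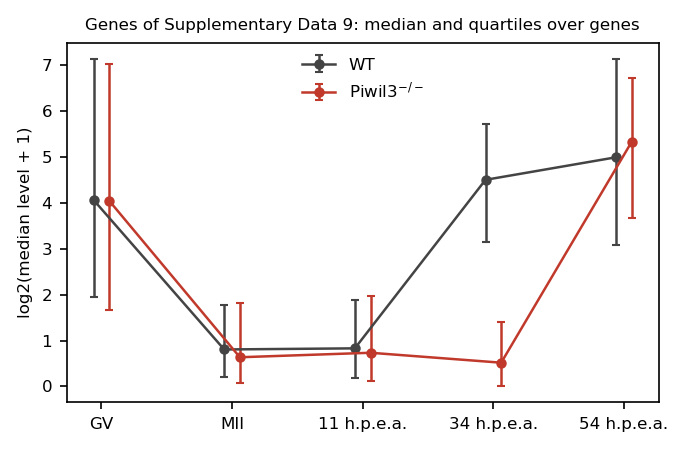
Expression of the 369 genes of Supplementary Data 9 by stage in WT and maternal *Piwil3*-/- oocytes and embryos, as the median and the quartiles over genes of the group means, as log2 of the value plus 1, relative to 10000 ERCC reads. At 34 h.p.e.a. the median is 21.6 in WT and 0.432 in maternal *Piwil3*-/- embryos.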

In WT embryos, the expression of most genes increased from 11 h.p.e.a., whereas this increase was observed from 34 h.p.e.a. in maternal *Piwil3*^−/−^ embryos (Supplementary Data 9). In contrast, TEs were silenced to a level in *Piwil3*^−/−^ oocytes or maternal *Piwil3*^−/−^ embryos comparable to WT at a time consistent with expression of most TEs (Supplementary Fig. 6c, Supplementary Data 10), further confirming PIWIL1 can sufficiently compensate PIWIL3 in repressing TEs but not in regulating gene expression. Collectively, the development of maternal *Piwil3*^*−/−*^ embryos appeared to begin lagging at 11 h.p.e.a., which was further verified by the delayed in vivo development of maternal *Piwil3*^−/−^ embryos at 18 h.p.e.a. (Fig. 4c, d). These cumulative findings suggested that aside from silencing TEs, PIWIL3 has non-redundant functions in female golden hamsters required for proper embryonic development.

### Defects in spermatogenesis in *Piwi*-deficient golden hamsters

In light of our above findings of the effects of *Piwi* knockout in oocytes and embryos, we next examined the effects of each *Piwi* in germline cells of adult and neonatal testes. In males, *Piwil3*^*−/−*^ golden hamsters displayed normal morphology of the testis and cauda epididymis, whereas the testes and cauda were obviously smaller than WT in *Piwil1*^*−/−*^, *Piwil2*^*−/−*^ and *Piwil4*^*−/−*^ males (Supplementary Fig. 7a and 7b). Moreover, *Piwil2*^−/−^ and *Piwil4*^−/−^ testes were much smaller than those of *Piwil1*^*−/−*^ animals, indicating that deficiency of *Piwil2* and *Piwil4* resulted in markedly more severe developmental impairment. In agreement with its proposed female-specific role, periodic acid–Schiff (PAS) staining of testicular and epididymal sections from *Piwil3*^−/−^ adult male hamsters showed that sperms and spermatocytes in the cauda epididymis or seminiferous tubules also appeared normal (Fig. 5a). By contrast, in *Piwil1*^*−/−*^ males, no mature sperms were observed in the cauda epididymis, and few, if any, round spermatids were found in the seminiferous tubules. In addition to the dysregulated production and subcellular distribution of glycoproteins in pachytene-like spermatocytes, we also found that DDX4 and PIWIL2 exhibit abnormal nuclear localization and form aberrant condensed foci in the absence of PIWIL1, and in late meiotic spermatocytes, CB-like germinal granules and PIWIL2 show abnormal colocalization (Supplementary Fig. 7c–e). Those findings suggested *Piwil1*^−/−^ resulted in severe developmental disorders in spermatogenesis.

**Fig. 5:**
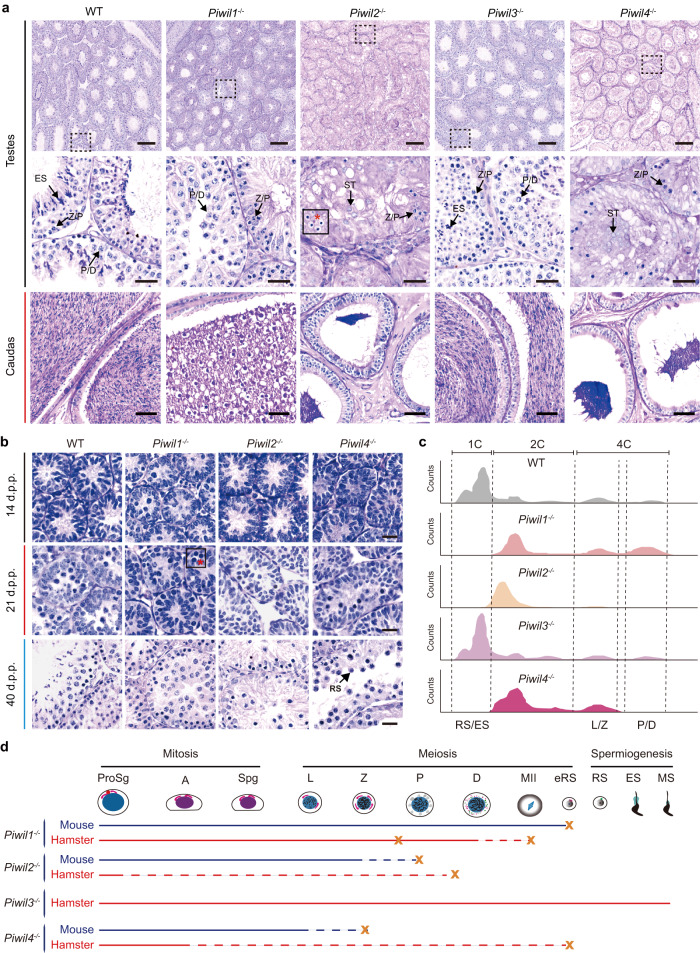
Spermatogenesis defects in *Piwil1*^−/−^*Piwil2*^−/−^, and *Piwil4*^−/−^ golden hamsters. **a** Periodic acid–Schiff (PAS) staining of adult testes. Spermatocytes with condensed nuclei observed in *Piwil2*^*−/−*^ testes are indicated by the red asterisk. Z/P, zygotene or pachytene; P/D, pachytene or diplotene; ES, elongating sperm; ST, Sertoli cell. Scale bar, 200 µm (top), 25 µm (middle and bottom). **b** PAS staining of postnatal testes at 14 d.p.p., 21 d.p.p., and 40 d.p.p. Spermatocytes with abnormal nuclei observed in *Piwil1*^*−/−*^ testes are indicated by the red asterisk. RS, round sperm. Scale bar, 20 µm. **c** Flow cytometric analysis of adult testicular cells. DNA was stained with Hoechst33342. Based on the Hoechst Blue fluorescence (i.e., DNA contents), the testicular cells can be classified as haploid cells (Round sperms and elongating sperms, RS/ES), diploid cells, and tetraploid cells (Leptotene or zygotene spermatocytes, L/Z; pachytene or diplotene spermatocytes, P/D). **d** A schematic diagram showing the effect of disruption of *Piwi1*, *Piwil2*, *Piwil3*, and *Piwil4* on male germ cell development in golden hamsters and mice.

In addition, sperm production was also abolished in the cauda epididymis of males deficient for *Piwil2* or *Piwil4*, while the seminiferous tubules were smaller with clearly altered architecture, and had notably fewer germ cells, which was further verified by immunostaining for germ cell marker DDX4 in testes (Fig. 5a and Supplementary Fig. 7c). *Piwil2*^*−/−*^ seminiferous tubules contained only sertoli cells and a small number of pre-meiotic spermatocytes could be found in less than 4% of the tubules, a phenotype similar to that of *Mov10l1*^−/−^ golden hamster, but different from *Piwil2*^−/−^ mice. Immunostaining of testes with LIN28A-specific antibody revealed that undifferentiated spermatogonia were largely absent in *Piwil2*^−/−^ testes, supporting a role of PIWIL2 in the self-renewal of those stem cells (Supplementary Fig. 7c). By contrast, although *Piwil4*^−/−^ also resulted in a substantial loss of germ cells, these hamsters had more germ cells than *Piwil2*^−/−^ and a similar number of undifferentiated spermatogonia in testes to that of WT (Fig. 5a and Supplementary Fig. 7c).

To better understand the loss of germ cells in *Piwi* mutant testes, we examined the testicular cell phenotypes at 14, 21, and 40 d.p.p. in neonatal males, corresponding to the first wave of spermatogenesis. Differentiated spermatogonia appear in newborn testes by 14 d.p.p. and spermatocytes can reach the pachytene stage of spermatogenesis by 21 d.p.p. At 40 d.p.p., mature sperms are produced in the testes^36^. No apparent abnormalities in spermatogenic cell development were observed at 14 d.p.p. in any of the *Piwi* deficiency hamsters (Fig. 5b), suggesting that the impairment of spermatogenesis begins after meiosis. At 21 d.p.p., gametes had abnormally concentrated nuclei in *Piwil1*^−/−^ seminiferous tubules, a phenotype indicating germ cell death before the pachytene stage, consistent with findings in adult testes. In *Piwil2*^−/−^ and *Piwil4*^−/−^ hamsters, spermatocyte counts were strikingly decreased in seminiferous tubules compared to WT, and to a greater extent in *Piwil2*^*−/−*^ hamsters. At 40 d.p.p., when the first round of meiosis is completed, no mature sperms could be found in either *Piwil1*^−/−^, *Piwil2*^−/−^, or *Piwil4*^−/−^ testes, a phenotype identical to that of adult mutant testes. Altogether, those findings suggest that *Piwil1*^−/−^, *Piwil2*^−/−^, or *Piwil4*^−/−^ all resulted in severe spermatogenesis defects, whereas it was distinguishable.

### *Piwil1*^−/−^, *Piwil2*^−/−^, or *Piwil4*^−/−^ results in the development arrest or cell death of spermatogenic cells

To determine the composition of spermatogenic cells in *Piwi*-deficient testes, FACS was used to isolate germ cells from adult testes of the WT and deficiency lines (Supplementary Fig. 8a–d)^37^. *Piwil1*^*−/−*^ testes were enriched for spermatocytes arrested at the pachytene or diplotene stages, as reported previously (Fig. 5c)^24^. In *Piwil2*^−/−^ and *Piwil4*^−/−^ testes, most survived spermatocytes were arrested at the zygotene stage, although approximately 2–5% could still develop to the pachytene and diplotene stages (Fig. 5c, Supplementary Fig. 8c, and Supplementary Fig. 8d). These results were further confirmed by immunostaining for the prophase meiotic spermatocyte marker proteins SCP3 and rH2AX in testes tissue (Supplementary Fig. 8e). Unexpectedly, a small population of round sperms was observed in the seminiferous tubules of *Piwil4*^−/−^ males.

A previous study showed that *Piwil1*^−/−^ resulted in cell death of spermatocytes^24^. To determine the cell viability of these spermatocytes in each *Piwi* mutant testes, Hoechst33342 and propidium iodide (PI) staining of cells in seminiferous tubules of *Piwi*-deficient hamsters in conjunction with FACS-based quantification were performed (Supplementary Fig. 9a–e). In *Piwil1*^−/−^ testes, as many as 26% of the total spermatocytes were PI-positive, most of which were in the zygotene or pachytene stages (Supplementary Fig. 9b). Thus, under *Piwil1* deficiency, a substantial proportion of spermatocytes die before reaching the pachytene stage, which was further verified by TUNEL assays (Supplementary Fig. 9f). Although a significant proportion can survive to reach the pachytene or diplotene stage, these spermatocytes were abnormal and few progressed to the next stage; instead, they eventually detached from the tubules, flowed into the caput epididymis, and underwent cell death (Supplementary Fig. 9g). In *Piwil2*^−/−^ and *Piwil4*^−/−^ testes, the death of spermatocytes was also observed, although with a much lower proportion since most germ cells had died in postnatal testes (Supplementary Fig. 9c, 9e, and 9f). These cumulative findings suggested the development of spermatogenic cells in *Piwi*-deficient golden hamsters was severely impaired, even greater than in mice (Fig. 5d).

### PIWIs play interconnected and non-redundant roles during spermatogenesis

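RNA-seq of whole testes covered 3 d.p.p., when the germ cells are gonocytes, and adults, when the tubules hold all stages of spermatogenesis. At 3 d.p.p. there were 2 WT, 2 *Piwil2*-/- and 2 *Piwil4*-/- libraries, and in adults 2 WT libraries and 2 of each of the 4 mutants. ERCC spike-in RNA was added and the reads were processed as for the oocytes, with values given for each 1000 ERCC reads in place of 10000. The 16 libraries held 2945010 to 5849561 raw reads and 7976 to 33650 ERCC reads, so that 1 read in a gene of 1 kb gives a value of 0.0297 to 0.125. The groups of each age were fitted together with limma, with the filter and thresholds used for the oocytes. With 2 libraries in each group an exact permutation test cannot give a p under 0.333, and the calls rest on the spread that limma pools over all genes. For genes planted at 8-fold in simulated data of this size, 65.7 and 68.7% were called in the comparisons at 3 d.p.p. and 89.6 to 97% in adults, and for 2-fold no more than 1.49% were. Only genes with a mean value over 5 were planted, so these shares do not cover the many genes below it. In whole testes a change in the share of a cell type moves all of its transcripts together, so the lists set before the data were examined held markers of germ cell stages and of Sertoli, Leydig, stromal, endothelial, blood and immune cells.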

To gain insight into the molecular defects leading to the observed abnormalities, we conducted smRNA-seq and RNA-seq in the testes of WT and *Piwi*-deficient golden hamsters (Supplementary Data 2). Firstly, in order to understand the detailed information of PIWI bound piRNA in male germline cells, we performed immunoprecipitation with anti-PIWIL1/2/4 antibodies using WT testes. The result indicated that in 3 d.p.p. testes, PIWIL2 and PIWIL4 were predominantly associated with 27-nt and 28-nt piRNAs, respectively (Supplementary Fig. 10a). However, in adult testes, PIWIL1 and PIWIL2 were most frequently bound to 29-nt and 27-nt piRNAs, respectively (Supplementary Fig. 10b) (hereafter referred to as PIWIL1 29-nt piRNAs; PIWIL2 27-nt piRNAs, postnatal or adult; and PIWIL4 28-nt piRNAs). Among them, PIWIL1 29-nt and PIWIL2 27-nt piRNAs preferentially carried a 5′ terminal uridine (1U), which was less common in PIWIL4 28-nt piRNAs were instead enriched with adenine at nucleotide 10 (10 A) (Supplementary Fig. 10c). Notably, in hamster postnatal testes, piRNAs originated from diverse genomic loci and were mainly derived from TEs, especially for the PIWIL4 28-nt piRNAs, with the top 100 most highly expressed piRNA clusters notably generating only 11–14% of all piRNAs (Supplementary Fig. 10d and 10e). However, in adult testes, piRNAs were derived from a relatively select group of extended genomic regions, with the top 100 most highly expressed piRNA clusters producing >94% piRNAs, with sequences primarily derived from intergenic regions. Even though the length of PIWIL2-bound piRNAs was identical between postnatal and adult testes, the two piRNA species were produced from different piRNA clusters and their sequences showed almost no overlap.

Next, we comprehensively analyzed the sequencing data generated by using *Piwi*-deficient testes. In *Piwil2*^−/−^ 3 d.p.p. testes, all piRNA populations were absent, as were PIWIL4 28-nt piRNAs (Fig. 6a and Supplementary Fig. 11a). Immunostaining showed that PIWIL4 was restricted to the cytoplasm and apparently unable to enter the nucleus in *Piwil2*^−/−^ postnatal testes, possibly attributable to the loss of bound piRNAs (Supplementary Fig. 11b). This observation, combined with the preferential 10 A site in PIWIL4 28-nt piRNAs found in WT testes, together supported the likelihood that PIWIL4 28-nt piRNA production was dependent on PIWIL2 and probably through heterotypic Ping-Pong between PIWIL2 and PIWIL4 proteins.

**Fig. 6:**
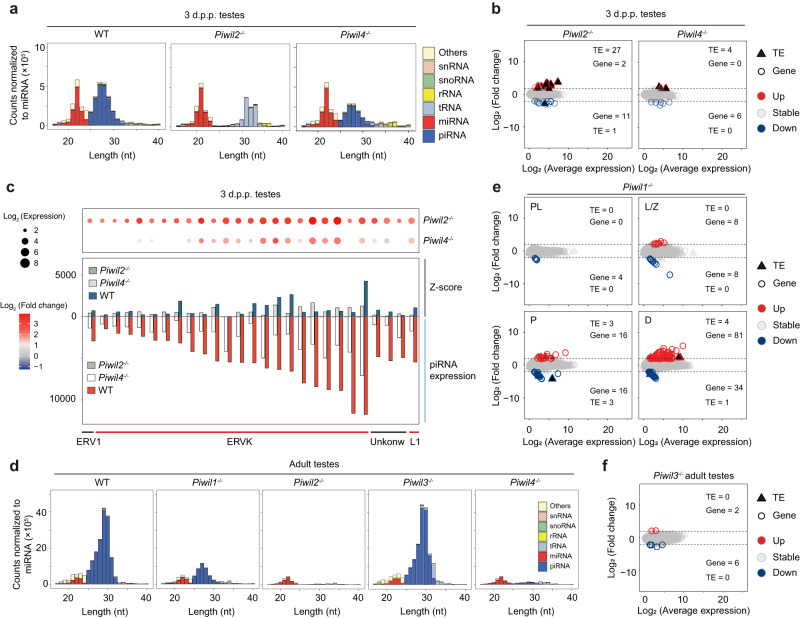
Impaired TE silencing or gene expression in *Piwi*-deficient spermatogenic cells. **a** The composition of WT or *Piwi*-deficient small RNA categories according to their length distribution in postnatal testes. Data are the average values of two biological replicates. **b** Analysis of differentially expressed consensus TEs and genes in WT versus *Piwi*-deficient testes. The expression levels of TEs or genes were normalized to exogenous ERCC RNA spike-in. The significantly up-regulated or down-regulated TEs and genes (≥four-fold; FDR < 0.01, permutation test) are indicated in red or blue, respectively. TE or gene are indicated by different shapes, and the TE or gene number is shown at the top. Data are the average values of three or four biological replicates. **c** Upper: Expression level changes of up-regulated TEs in different mutant testes, where circle size represents log_2_-transformed expression, and circle color represents log_2_-transformed fold-change compared to WT. Lower: The piRNA expression and Z-score statistics of up-regulated TEs in WT, *Piwil2*^*−/−*^, or *Piwil4*^*−/−*^ postnatal testes. The upper panel exhibits Z-score, and the lower panel exhibits piRNA expression. The different genotypes are represented by different colors. Data are the average values of two biological replicates. **d** The composition of WT or *Piwi*-deficient small RNA categories according to their length distribution in adult testes. Data are the average values of two biological replicates. **e**, **f** Analysis of differentially expressed consensus TEs and genes in purified pre-leptotene (PL), leptotene/zygotene (L/Z), pachytene (P), and diplotene (D) spermatocytes of WT and *Piwil1*^−/−^ testes (**e**) or in *Piwil3*^−/−^ adult testes (**f**). TE/gene transcription levels were normalized to exogenous ERCC RNA spike-in. Significantly up- or downregulated TEs/genes (≥four-fold; FDR < 0.01, permutation test) are indicated in red or blue, respectively. TEs and genes are indicated by different shapes with TE or gene number shown at the top. Data are means of three or four biological replicates.

In contrast, in *Piwil4*^−/−^ 3 d.p.p. testes, PIWIL2-bound piRNAs were still present (Fig. 6a and Supplementary Fig. 11a) and PIWIL2 localization remained undisturbed (Supplementary Fig. 11c). However, the ratio of antisense piRNAs to total piRNAs and Ping-Pong signal was generally reduced in *Piwil4*^−/−^ gametes (Fig. 6c and Supplementary Fig. 11d). In addition, TEs were significantly upregulated in both *Piwil2*^−/−^ or *Piwil4*^−/−^ testes, but transcriptomic profiles did not significantly differ from WT (Fig. 6b, Supplementary Data 4 and 11). 

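At 3 d.p.p. no gene was called in *Piwil2*-/- or *Piwil4*-/- testes by limma, and no list of germ cell or somatic markers held when the correlation between genes was estimated. With an estimated correlation no list passed in any comparison of testes or sorted cells. Not passing it is therefore weak evidence against a change of a list. In *Piwil2*-/- testes 1145 of 21353 genes had an unadjusted p under 0.05 and 15 an adjusted p under 0.05, and in *Piwil4*-/- testes 924 of 21463 and none. The targeted genes had the largest decrease among the genes named, Piwil2 with a log2 difference of -2.55 (standard error 0.28) and Piwil4 with -2.36 (standard error 0.30), and beside Piwil2 only the tRNA gene Trnak-cuu among named genes passed 0.05 in *Piwil2*-/- testes (-0.80). The transcripts of the gonocyte piRNA pathway did not pass in either mutant: Ddx4 was at 11.9 ± 6.93 in *Piwil2*-/-, 7.50 ± 1.57 in *Piwil4*-/- and 7.71 ± 0.386 (SD, n = 2) in WT testes, and Mov10l1, the helicase that feeds piRNA precursors, at 4.18 ± 3.12, 2.12 ± 0.529 and 1.97 ± 0.221. Gtsf1 was at 5.70 ± 3.15, 3.23 ± 0.319 and 4.05 ± 0.741, Tdrd1 at 3.504 ± 1.51, 2.96 ± 0.134 and 2.78 ± 0.218, and Mael at 9.03 ± 5.47, 5.03 ± 0.744 and 7.22 ± 1.98, in the same order. Of 27 genes of the piRNA pathway 1 was lower in *Piwil2*-/- testes, Piwil2, and none over all genes in *Piwil4*-/- testes; adjusted over the list alone, 1 was lower in each. In *Piwil2*-/- testes camera placed the 39 cytosolic ribosomal protein genes above other genes (median 0.28, adjusted p = 8.9e-04) and below them the 18 genes of the unfolded protein response (median -0.34, adjusted p = 0.0110) and the 18 Sertoli cell genes (median -0.28, adjusted p = 0.0407), but none passed with an estimated correlation (adjusted p = 0.969 for each), and no gene of these lists passed over all genes. Adjusted over the list alone, 1 Sertoli cell gene was lower in each mutant. In *Piwil4*-/- testes no list passed by camera. The comparisons depend on the WT libraries: without WT replicate 1 at 3 d.p.p. 24 genes were called in *Piwil2*-/- and 16 in *Piwil4*-/- testes.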

Interestingly, the vast majority of the un-silenced TEs were identical between the two mutants, mostly belonging to the ERVK subfamily (Fig. 6c). In addition, greater up-regulation of TEs in *Piwil2*^−/−^ testes compared to *Piwil4*^−/−^ could potentially explain greater spermatogenic impairment in *Piwil2*^−/−^ gametes. We also detected an increasing Ping-Pong signal of some ERVK-derived piRNAs in *Piwil4*^−/−^ gametes (Fig. 6c), suggesting that PIWIL2 can perform homotypic Ping-Pong to partially compensate for the loss of heterotypic Ping-Pong between PIWIL2 and PIWIL4 in silencing some specific TEs. Taken together, these results highlighted the interconnected, but non-redundant roles of PIWIL2 and PIWIL4 in mutual regulation of piRNA production and subcellular PIWI localization during the first wave of spermatogenesis.

In adult testes, the disruption of *Piwil1* leads to a significant reduction in piRNA production, with only PIWIL2 27-nt piRNA retained in these mutants (Fig. 6d and Supplementary Fig. 11e). Pre-leptotene, leptotene/zygotene, pachytene, and diplotene spermatocytes from WT and *Piwil1* mutant testes were purified and RNA-seq were conducted to compare transcriptomes at the same stage. 

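The sorted cells were WT and *Piwil1*-/- spermatocytes of 4 stages, with 4 WT libraries for each stage and 3 *Piwil1*-/- libraries at the pre-leptotene and leptotene/zygotene stages and 4 at the pachytene and diplotene stages. The pre-leptotene libraries carry both spermatogonia and pre-leptotene in their name and are called pre-leptotene here as in the paper. Library names have a number, 1 or 2, and a letter, A or B, whose meaning the labels do not give, and each library was treated as a replicate; of 105 columns of the expression tables, 2 columns of *Piwil1*-/- cells matched no listed sample and were not used. Values are mapped fragments per kilobase of gene for each 10000 ERCC reads, as for the oocytes. The 30 libraries held 3348424 to 5564899 raw reads, and 1 read in a gene of 1 kb gives a value of 0.0525 to 0.333. The 8 groups were fitted together, and the change between neighbouring stages was compared between the genotypes by an interaction contrast. Of genes planted at 8-fold in simulated data of these sizes, 100.0% were called in the comparisons within a stage and 97 to 98.5% in the interaction contrasts. Again only genes with a mean value over 5 were planted.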

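In *Piwil1*-/- cells no gene was called by limma before the pachytene stage, and from then on the called genes were mostly higher. Smaller changes before that stage are not excluded. At the pre-leptotene and leptotene/zygotene stages 0 of 67 genes planted at 2-fold in simulated data were called. Piwil1 itself was not called in leptotene/zygotene cells (adjusted p = 0.362 from limma). In diplotene cells Ptchd3 (NCBI gene 101829786), a patched-domain protein gene of the testis, was at 2011 ± 179 (SD, n = 4) in *Piwil1*-/- cells and 31.5 ± 1.49 (SD, n = 4) in WT, a log2 difference of 5.95 (standard error 0.57, adjusted p = 2.8e-09). In pachytene cells it was already at 1154 ± 226 (SD, n = 4) against 72.0 ± 33.9 (SD, n = 4) (4.11). The kinetochore gene Ska1 was at 206 ± 21.6 (SD, n = 4) against 17.0 ± 1.98 (SD, n = 4) in diplotene cells (3.52) and rose by 2.05 in pachytene cells, and the tubulin gene Tubb was at 39.2 ± 12.1 (SD, n = 4) against 1.05 ± 0.486 (SD, n = 4) (4.27), after 3.06 in pachytene cells. The DNA damage mediator gene Mdc1 was at 174 ± 18.7 (SD, n = 4) against 18.4 ± 1.08 (SD, n = 4) (3.17). Other genes higher at both stages, given as pachytene and diplotene log2 differences, were the arginine methyltransferase gene Prmt2 (2.60 and 3.41), the cortisol dehydrogenase gene Hsd11b2 (2.20 and 3.48), the recombination gene Xrcc3 (2.02 and 3.41) and the mitochondrial lipid carrier gene Prelid1 (1.85 and 3.39). Higher in pachytene cells were also Ddx10 (2.21), Tbl2 (2.17), Rad51c (0.71), Clu (1.90) and Inha (1.28), and in diplotene cells Fam187a (3.74), Tctn2 (3.68), Rtn4ip1 (3.24), Tdrd12 (1.93), Fbl (1.76), Cbx3 (1.68), Prmt5 (1.52), Hspa5 (1.20) and Atp5f1c (1.36) and the piRNA methyltransferase gene Henmt1, at 26.7 ± 2.82 (SD, n = 4) against 11.0 ± 1.26 (SD, n = 4) (1.21). The chromatin protein gene Hmgb4 was listed at 0 in all 4 *Piwil1*-/- diplotene libraries and at 10.9 ± 8.50 (SD, n = 4) in WT (adjusted p = 0.00626), where the WT libraries numbered 1 had 21.0 and 14.9 and those numbered 2 had 3.26 and 4.54, and it was not called with the A and B libraries merged. Those WT libraries numbered 1 also held Hmgb4, a transcript of late germ cells, at 5.00 and 11.0 in pre-leptotene cells, where those numbered 2 had 0.103 and 0. Lower in diplotene cells were the ubiquitin ligase adaptor gene Zer1 (-1.51; 16.2 against 47.5), Emilin3 (-2.002), Six2 (-1.81), Sapcd2 (-1.602), Tulp2 (-1.598), Tsga13 (-1.45) and Plekhh3 (-1.39) and Pfn3, which was listed at 0 in *Piwil1*-/- cells against 3.78 ± 1.09 (SD, n = 4); in pachytene cells Zer1 (-1.50), Fam174b (-0.68), Skiv2l (-0.67) and Gak (-0.56) were lower beside Piwil1. In all, no gene was called by limma in pre-leptotene cells (308 of 6032 at an unadjusted p under 0.05; Fabp9 passed an adjusted p of 0.05 at 0.75) and in leptotene/zygotene cells (687 of 5820), 19 were called in pachytene cells (17 higher, 2 lower; of 7902) and 85 in diplotene cells (81 higher, 4 lower; of 8554). The change from one stage to the next differed between the genotypes for no gene from pre-leptotene to leptotene/zygotene (521 at an unadjusted p under 0.05), for 17 from there to pachytene and for 6 from pachytene to diplotene. The 17 were 9 to 30 with single libraries left out, 4 without the WT libraries numbered 1 and 9 without those of leptotene/zygotene cells alone, the last 2 chosen after seeing the data. Without the WT libraries numbered 1, a choice made after seeing the data, 15 genes were called in pachytene cells, all among the 19, and 94 in diplotene cells, with 74 shared; of the named genes with an adjusted p under 0.05, 12 of 23 in pachytene cells and 26 of 38 in diplotene cells kept it in every other fit that tested them. From its own calls and the near absence of dysregulated transposable elements, the paper proposes that PIWIL1 acts mainly in gene regulation rather than in silencing transposable elements. It sets this beside the intergenic origin of the piRNAs that PIWIL1 binds.

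**Figure D6:**
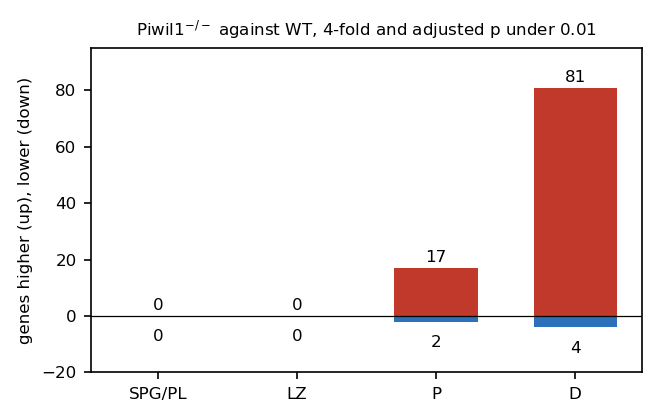
Genes called higher (up) and lower (down) in *Piwil1*-/- than in WT spermatocytes of each sorted stage, at 4-fold or more and an adjusted p under 0.01. The bars hold no gene in pre-leptotene and leptotene/zygotene cells, 19 in pachytene cells and 85 in diplotene cells.

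**Figure D7:**
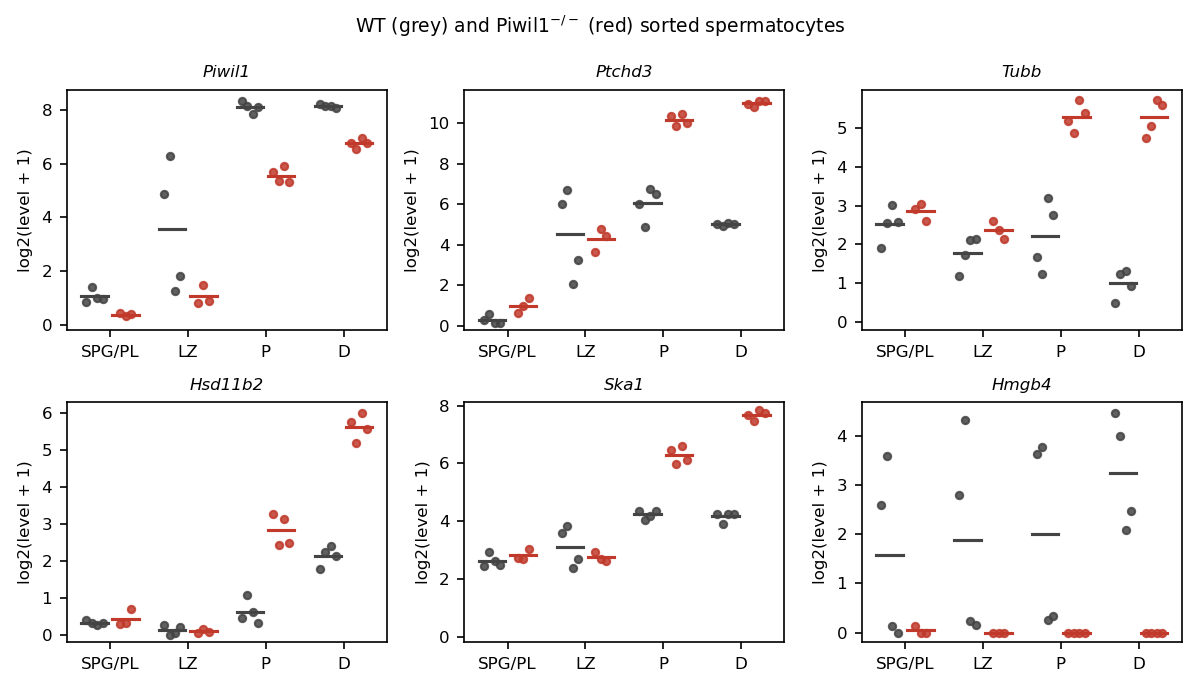
Expression of single genes in each WT and *Piwil1*-/- library of the sorted stages, as log2 of the value plus 1, relative to 10000 ERCC reads. Ptchd3 in diplotene cells is at 2011 in *Piwil1*-/- and 31.5 in WT, and Ska1 at 206 and 17.0.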

The results indicate that 4, 16, 32, and 115 genes are dysregulated in the pre-leptotene, leptotene/zygotene, pachytene, and diplotene *Piwil1* mutant spermatocytes, respectively (Fig. 6e, Supplementary Data 12). However, the number of dysregulated TEs was negligible (Supplementary Data 13), suggesting that PIWIL1 primarily participates in gene regulation rather than TE silencing. These findings align well with PIWIL1 bound piRNAs originating in intergenic regions (Supplementary Fig. 10e). Gene ontology (GO) analysis revealed that these differentially expressed genes (DEGs) were enriched in functions related to “sperm motility” and “spermatid development” (Supplementary Fig. 12), suggesting important roles in spermatocyte development and maturation. These findings highlight the crucial transcriptional regulatory role of PIWIL1 in spermatogenesis, even in leptotene and zygotene spermatocytes. 

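Genes of the sperm flagellum and of spermatid development, which spermatocytes begin to transcribe before meiosis ends, mostly did not pass in *Piwil1*-/- pachytene and diplotene cells. Of 37 genes of sperm motility and the flagellum tested in diplotene cells, 1 was higher (Cfap44 (0.95)) and none lower, also adjusted over the list alone, with a median log2 difference of -0.01 and a mean of 0.04. In pachytene cells 1 of 34 was higher and none lower (1 higher and 3 lower adjusted over the list alone), and camera placed the list below other genes (median -0.09, adjusted p = 0.0379; adjusted p = 0.954 with an estimated correlation). These genes made up 7.20 and 8.49 of every 1000 of all values in the WT pachytene libraries numbered 1, 6.39 and 6.98 in those numbered 2 and 6.06 to 6.77 in *Piwil1*-/-, so the WT libraries numbered 1, which also hold the late germ cell transcript Hmgb4, stand furthest from *Piwil1*-/-. Of 15 genes of spermatid development, acrosome and chromatin condensation tested in pachytene cells 1 was lower in both counts, the sperm membrane gene Spaca6 (-0.75), with a camera adjusted p of 0.113 for the list, and no gene of this list passed in diplotene cells. Of 17 genes of DNA damage and recombination repair 3 were higher in pachytene cells in both counts, Mdc1 (1.67), Xrcc3 and Rad51c (camera adjusted p = 0.0156; adjusted p = 0.954 with an estimated correlation), and 3 of 15 in diplotene cells in both counts (camera adjusted p = 0.205). Of the 27 genes of the piRNA pathway 24 were tested in diplotene cells, and 2 were higher and none lower in both counts, Henmt1 and Tdrd12. Of 5 Leydig cell genes tested in pachytene cells 1 was higher in *Piwil1*-/- (3 adjusted over the list alone; camera adjusted p = 0.0105, and 0.563 with an estimated correlation). In a separate series of WT sorted cells of each stage, in FPKM, 29 of 39 flagellum genes rose from spermatogonia to pachytene cells and 1 fell, and 38 of 45 rose from there to round spermatids and none fell. The lists were set before the data were examined and are not the ontology terms of the paper.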

In both *Piwil2*^−/−^ or *Piwil4*^−/−^ testes, almost all piRNA populations were lost, potentially due to the depletion of gametes in adult males. As a result, the detailed impacts of *Piwil2* and *Piwil4* deficiency on piRNA biogenesis in adult testes could not be reliably determined through sequence analysis. *Piwil3* deficiency had no discernible effect on smRNA, mRNA, or TE profiles in testes (Fig. 6d, f), in agreement with its normal spermatogenic phenotype.

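In adult *Piwil3*-/- testes no gene of the germ cell lists passed over all genes, and 2 genes of Leydig cells were lower. These changes are weak: none of the 20 named genes with an adjusted p under 0.05 kept it under every alternative that tested it. Cyp17a1 (NCBI gene 101831170), the steroid hydroxylase of androgen synthesis, was at 1.43 ± 0.436 (SD, n = 2) in *Piwil3*-/- testes and 13.8 ± 3.30 (SD, n = 2) in WT, a log2 difference of -2.61 (standard error 0.38, adjusted p = 0.0155). Insl3, a peptide hormone of Leydig cells, was at 7.80 ± 0.838 (SD, n = 2) against 35.6 ± 1.80 (SD, n = 2) (-2.06, adjusted p = 0.0446). Of 8 Leydig cell genes these 2 were lower and none higher (5 lower adjusted over the list alone; camera adjusted p = 2.3e-04, and 0.257 with an estimated correlation), and of 5 genes of myoid and stromal cells 1 was lower, Myl9 (-1.05), or 2 adjusted over the list alone. Of 8131 genes tested, 2 were called, both higher and both without a gene name, LOC121142478 (log2 difference 2.32, adjusted p = 1.2e-04) and LOC121141200 (2.10, adjusted p = 0.00870), named here after their values were seen because no other gene was called; 1358 genes had an unadjusted p under 0.05. At an adjusted p under 0.05 alone, 96 genes were higher and 27 lower, and the named ones with the largest differences were Azin2 (1.68), Ifitm10 (1.43), Peds1 (1.23), Prnd (1.20), Lelp1 (1.20), Slc45a1 (1.12), Morn3 (1.11), Abhd16b (1.10) and Tex44 (0.99) upward and Igfbp2 (-1.24), Cygb (-1.23), Tle5 (-1.19), Rpl22l1 (-1.17), Degs1 (-1.10), Anapc13 (-1.06) and Nme9 (-0.99) downward. Of 40 genes of spermatid development none passed over all genes, 10 were higher adjusted over the list alone (median 0.36, camera adjusted p = 2.8e-07; 0.906 with an estimated correlation), and Prm2 was at 1672 ± 139 (SD, n = 2) against 886 ± 465 (SD, n = 2) (adjusted p = 0.150). Of 39 cytosolic ribosomal protein genes none passed in either count, though camera placed the list below other genes (median -0.43, adjusted p = 1.8e-09; 0.906 with an estimated correlation). Piwil1 (adjusted p = 0.820), Piwil2 (adjusted p = 0.855), Ddx4, Gtsf1, Mael and Tdrd1 did not pass. The count of calls was 1 without WT replicate 1, 9 without WT replicate 2, and 0 without either *Piwil3*-/- replicate. The paper sets the absence of an effect in testes beside the normal spermatogenesis of *Piwil3*-/- males.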

### Pachytene piRNAs are generated before pachytene stage in golden hamsters

To identify pachytene piRNAs in golden hamsters, we compared the abundance of piRNAs originating from the same genomic loci between 3 d.p.p. and adult testes. This analysis identified 97 loci responsible for producing piRNAs with ≥4-fold higher abundance in adult testes compared to 3 d.p.p. testes, which were thus designated as pachytene piRNA loci (Fig. 7a and Supplementary Data 14)^38^. Analysis of genomic synteny at these loci indicated that ~58.8% (57/97) of pachytene piRNA-producing genes in the golden hamster genome were found at locations syntenic with the mouse genome, and ~24.7% (24/97) were syntenic with the corresponding piRNA loci in the human genome (Fig. 7a and Supplementary Data 15). By contrast, ~38.1% (37/97) of the piRNA loci were rodent-specific, while another ~33.0% (32/97) were derived from golden hamster-specific loci. These findings suggested that a substantial proportion of pachytene piRNA genes are syntenically conserved between golden hamsters and other mammals. Intriguingly, we also identified a conserved A-MYB-binding motif in the promoter region of several golden hamster pachytene piRNA genes (Fig. 7b). These findings supported that the production of precursor RNAs for pachytene piRNA is likely controlled by a specific set of transcription factors in golden hamsters, which is consistent with reports in mice, macaques, and humans^39,40^.

**Fig. 7:**
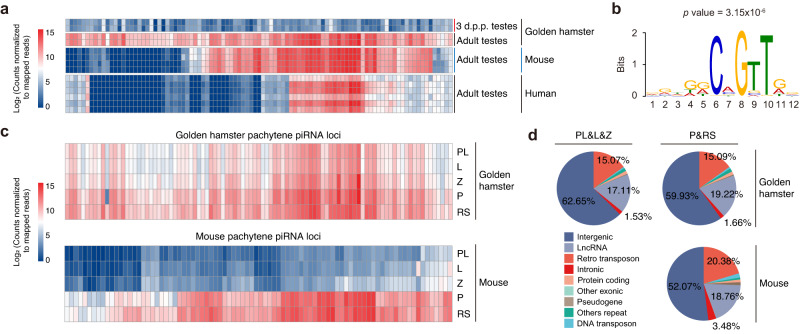
Comparison of testicular pachytene piRNAs between golden hamsters and mice. **a** Heatmap of piRNA abundance for the golden hamster pachytene piRNA loci and the syntenic loci in mouse and human. **b** MEME identification of an A-MYB binding motif in the promoter regions of pachytene piRNA loci of golden hamsters. The optimal enrichment *p* value of the motif is determined according to Fisher’s exact test, adjusted for multiple tests using a Bonferroni correction. **c** Heatmap of piRNA abundance in the testes of golden hamster and mouse testes across developmental stages. In golden hamster, the 97 pachytene piRNA loci identified above are used with a corresponding set of well-defined pachytene piRNA loci from mice^48^. PL pre-leptotene, L leptotene, Z zygotene, P pachytene, RS round sperm. **d** Pie charts illustrating the genomic annotation of loci responsible for pachytene piRNAs in mouse and golden hamster male germ cells, including intergenic, intronic, other exonic, lncRNA, pseudogene, protein-coding, other repeats, DNA transposon, and retro transposon regions.

Next, we analyzed the expression patterns of pachytene piRNAs derived from the loci identified above in smRNA-seq data from several developmental stages, which revealed that pachytene piRNAs were generated throughout the meiotic stage in golden hamsters (Fig. 7c and Supplementary Fig. 13). These findings sharply contrasted with the well-defined set of pachytene piRNAs produced in spermatocytes after entering the pachytene stage of meiosis in mice (Fig. 7c, d)^40^. These observations suggested that the regulatory functions of pachytene piRNAs may initiate earlier in golden hamsters than in mice, which is consistent with the phenotypic differences observed between *Piwil1*-deficient mice and *Piwil1*-deficient golden hamsters.

## Discussion

In this study, using golden hamsters as a model, we profiled the expression and sub-cellular localization of all four PIWI proteins, characterized their bound piRNAs, and investigated the developmental defects induced by their respective knockout in both males and females. This work provides insight into the physiological and pathological functions of PIWIs in mammalian reproduction and fertility.

The expression, localization, and function of PIWI proteins are tightly coordinated in golden hamsters to orchestrate the proper development of gametes and early embryos. In females, PIWIL2 is most likely responsible for maintaining oocyte quiescence, while PIWIL1 and PIWIL3 are involved in ensuring the developmental competence of oocytes. However, PIWIL1 primarily co-localizes with DDX4 in germinal granules or cytoplasmic foci and plays essential roles in silencing TEs and depleting maternal mRNAs, whereas PIWIL3 preferentially co-localizes with TDRKH on the mitochondrial outer membrane. Further, PIWIL3 knockout in oocytes significantly reduces global DNA methylation but has little effect on either TE expression or transcriptomic profile^23,24^. Thus, these PIWIs appear to have distinct localization patterns and functions in oocytes, although PIWIL1 piRNAs can partially compensate for the loss of PIWIL3 piRNAs, suggesting that PIWIL1 can complement PIWIL3 function in regulating TEs and genes to some extent. Interestingly, in two-cell embryos, PIWIL1 enters nuclei, and PIWIL3 forms PIWIL1-like cytoplasmic foci, suggesting that PIWIL1 may alternate between cytoplasmic and nuclear roles while PIWIL3 transiently performs redundant cytoplasmic functions upon PIWIL1 translocation to the nucleus.

By contrast, in male postnatal testes, PIWIL4 piRNA production is dependent on heterotypic Ping-Pong signaling between PIWIL2 and PIWIL4, and thus PIWIL2 disruption not only results in the loss of PIWIL2 piRNAs but also impairs PIWIL4 piRNA generation and consequently, its nuclear localization, an effect also observed in mice^41^. However, PIWIL4 disruption does not negatively affect either PIWIL2 piRNA production or PIWIL2 localization, and numerous piRNAs are produced via increased homotypic Ping-Pong by PIWIL2, partially compensating for the loss of PIWIL4. In adult testes, PIWIL1 and PIWIL2 appear to function independently, and both are required for spermatogenesis. These findings highlight the distinct but tightly interconnected functions of PIWI proteins.

As possibly the most commonly used animal model, mammalian piRNA studies have most extensively studied mice. However, we and others have demonstrated that mice may not be an accurately representative model for piRNA studies in females^9,23–25^. While in males, our results indicate that the composition and function of PIWIs and piRNAs do not differ significantly between mice and golden hamsters. First, the expression profiles and subcellular localization of PIWI proteins in golden hamsters are consistent with those previously reported in mice^14–16,41–43^. Second, disruption of *Piwil1*, *Piwil2*, or *Piwil4* genes all result in complete male sterility and severe spermatogenesis defects in both golden hamsters and mice^14–16^. Third, interconnected roles of PIWIL2 and PIWIL4 have been defined in both mice and golden hamsters^41^. Finally, pachytene piRNA genes are primarily located in syntenically conserved loci and many of which are regulated by a common transcription factor^38–40^.

However, there are also some noteworthy differences in the function of PIWIs between male mice and golden hamsters. In particular, individual knockout of *Piwil1*, *Piwil2*, or *Piwil4* leads to consistently more severe consequences in golden hamsters than those observed in the C57BL/6 mouse model commonly used in piRNA studies. Additionally, we also observed that pachytene piRNA expression begins earlier in golden hamsters than in mice, which may explain the greater severity of defects in spermatogenesis in *Piwil1*^−/−^ golden hamsters. Recently, several studies revealed that mutations in the piRNA pathway are also related to male fertility disorders in humans^44,45^. These similarities and species-specific differences in PIWI functions indicate that although either mice or golden hamsters can be selected as a model for investigating piRNA functions and mechanisms in male mammals, the results should be interpreted with strict caution, particularly regarding their generalizability to human fertility. In addition, the characterization of the relationship between PIWI and piRNA expression patterns in human germ cells in future work will facilitate the selection of appropriate models for the study of human fertility.

These cumulative findings expand the scope of our understanding regarding the biological function of the piRNA pathway in both male and female germ cells and provide in-roads for the development of potential treatments for human infertility.

## Methods

### Animals and sample collection

LVG Golden Syrian hamsters (*Mesocricetus auratus*) were purchased from Beijing Vital River (Charles River) and Liaoning Changshen Biotechnology. Animals were managed in a light cycle of 14L:10D (light:dark) or 12L:12D. All animal experiments were approved by Nanjing Medical University Institutional Animal Care and Research Committee (IACUC code:1709024). Growing, full grown and MII oocytes and early embryos before implantation (9 h.p.e.a., 33 h.p.e.a., 44 h.p.e.a., 52-54 h.p.e.a.) were collected as described previously^24^.

### Generation of polyclonal antibodies for PIWIL3 and PIWIL4

Polyclonal antibodies used for immunoprecipitation were produced in rabbits by GL Biochem (Shanghai, China). A peptide with the sequence C-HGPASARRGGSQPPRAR was used as the antigen to produce the anti-PIWIL3 antibody. A peptide with the sequence C-RSPGDLTATSAT was used as the antigen to produce the anti-PIWIL4 antibody. Cysteine residues were included at the N terminal of the synthetic peptides for later coupling. The rabbits used for antibody production underwent seven rounds of immunization with the appropriate antigen prior to blood collection. Antibodies were then purified with peptide affinity chromatography.

### Immunoprecipitation assay on HEK293T cells

The specificity of anti-PIWI antibodies were tested by immunoprecipitation on HEK293T as described previously^7^. Briefly, HEK293T cells were transiently transfected with plasmids encoding Flag-tagged PIWIL1, PIWIL2, PIWIL3 and PIWIL4, respectively, by Lipofectamine 2000 (Invitrogen, 11668019) according to standard procedures. Cells were harvested 36 h after transfection and homogenized in lysis buffer (50 mM Tris-HCl [pH 7.4], 1% NP-40, 150 mM NaCl, 0.5 mM DTT, and 1× proteinase inhibitor cocktail (Sigma)) for 10 min at 4 °C. Then, the lysates were centrifuged at 12,000 × *g* for 10 min at 4 °C. 400 µl of supernatant (40 µl were kept as input) was mixed with protein G beads specifically conjugated with 5 μg of PIWIL1, PIWIL2, PIWIL3 and PIWIL4 antibodies, respectively, and incubated overnight at 4 °C with gentle rotation. After washing the beads four times with a wash buffer consisting of 50 mM Tris-HCl (pH 7.4), 0.005% NP-40 and 150 mM NaCl, the IP pellets were boiled at 95 °C for 5 min with 1× protein loading buffer. Anti-Flag-HRP (Sigma, A8592, 1:5000) was used to detect the target proteins via western blot. Uncropped immunoblots are provided in the source data file.

### Generation of *Piwi*-deficient animals

sgRNAs were designed using CRISPRdirect (http://crispr.dbcls.jp/) and CRISPOR (http://crispor.tefor.net/). The fragments containing the T7 promoter and sgRNA were PCR-amplified and used as templates to produce and amplify sgRNAs in vitro transcription using the HiScribe T7 High Yield RNA Synthesis Kit (NEB, E2040S). The complementary target oligonucleotides were cloned into the pUC57-T7-sgRNA-trcRNA vector through the BsaI restriction site. *Cas9* gene tagged with a T7 promoter was PCR amplified from a pX330-U6-Chimeric_BB-CBh-hSpCas9 plasmid (Addgene plasmid 42230) and used as a template for in vitro transcription using the mMESSAGE T7 ULTRA Transcription Kit (Invitrogen, AMB1345). All sgRNAs and Cas9 mRNAs were purified by lithium chloride precipitation and stored at −80 °C.

Preparation of donor/recipient hamsters and microinjection were performed as described previously^24^. Briefly, two-cell embryos were obtained from the donor superovulated females mated with males and injected with 50 ng/µl Cas9 mRNA and 20 ng/µl sgRNA each under a microscope with a red filter in a red-light room. The injected two-cell embryos were cultured in mHECM9 + HSA medium under a humidified 10% CO_2_ environment at 37.5 °C for 15–30 min, and transferred to the pregnant albino recipients, with 15–30 embryos for each recipient. Founder pups were mated with WT males and females to produce the F1 generation. Genotyping of F1 pups was performed using a one-step mouse genotyping kit according to the manufacturer’s instructions (Vazyme, PD101–01). A list of the oligo sequences used is provided in Supplementary Data 1. All four Piwi mutant hamsters were backcrossed for a minimum of nine generations before crossing heterozygotes to obtain homozygotes.

### Fertility analysis

WT or mutant female golden hamsters at the pro-estrus stage (2–4 months old) were caged overnight with WT or mutant males at a 1:1 ratio, and vaginal sperm was examined using a microscope the following morning. The pregnancy rate was calculated according to the number of sperm with successful deliveries per observation in the vagina and no sticky vaginal discharge appeared during the next two estrous cycles.

### Flow cytometric analysis and FACS

The testes from 6-week-old or 16-week-old hamsters were dissociated to prepare a single-cell suspension. Spermatocytes were stained with Hoechst 33342 for FACS based on the previously described method^37^ with minor modification. Briefly, after removing tunica albuginea, each testis was digested with 400 U/mL Collagenase IV and 100 µg/mL DNase I for 4 min at 35 °C, then the tubes containing tubules were allowed to stand vertically for 1 min to remove the interstitial testicular cells. The seminiferous tubule was then digested using 0.25% trypsin, 100 U/mL Collagenase IV, and 100 µg/mL DNase I for 8 min at 35 °C. After the digestion, fetal bovine serum (10% final) was added to inactivate the trypsin, and the resulting suspension was passed through a 70 µm cell strainer and stained with Hoechst 33342 (6 µg/million cells) for 30 min. Finally, the suspension was passed through a 40 µm nylon cell strainer. The cell suspension was kept on ice and was stained with 10 µL PI (1 mg/mL) at room temperature prior to sorting.

Data analysis was done using a BD FACSAria and Flowjo 10.4 software. Hoechst was excited using a 355 nm laser, and the wide emission spectrum of the dye was detected in two distinct channels: the “Hoechst Blue” (450/40 nm band-pass filter) and the “Hoechst Red” (670 nm long-pass filter). The latter was also used to detect PI. A dichroic mirror (610 nm long pass filter) was used to split these emission wavelengths. Forward Scatter (FSC-A) and Side Scatter (SSC-A) were detected using a 488 nm laser. Four-way sorting was performed using a 70-micron nozzle size. The sorting flow rate was adjusted to 2000–4000 events per second. A minimum of 100,000 events, were pre-recorded before the setting of gates. 40,000 cells were sorted into 5 mL polypropylene round-bottom tubes containing 1 mL of 10% FBS in DMEM.

### Meiotic spreads and immunostaining

Nuclear spreads were performed as described previously^37^ with minor modifications. Briefly, a 40 µL aliquot of sorted cells was mixed with 80 µL hypotonic buffer (30 mM Tris-Cl, 50 mM sucrose, 17 mM sodium citrate dehydrate, 5 mM EDTA, 0.5 mM DTT, 1 × CK) and incubated at RT for 40 min. Cells were pelleted at 400 × *g* for 4 min, the supernatant was removed, and cells were re-suspended with 80 µL of 0.1 M sucrose (pH, 8.2). Meanwhile, using a hydrophobic barrier PAP pen (VECTOR, H-4000), four 10 × 10 mm^2^ squares were drawn on a clean glass (25 × 75 mm^2^, CITOTEST, China). Each square was dipped in 1% paraformaldehyde (pH, 9.2) supplemented with 0.1% Triton X-100. 40 µL hypotonic cells suspended with 0.1 M sucrose were then pipetted onto the squares and the slides were placed in a slightly opened humid box overnight. Next, the slides were washed once with 0.2% Photoflo (Kodak) for 1 min and followed by serial washes with DPBS containing 0.5% Triton X-100, DPBS containing 0.05 %Triton X-100, and DPBS. Slides were treated with blocking buffer (3% BSA, 5% donkey serum, and 0.05% Triton X-100) for 60 min at room temperature and then incubated overnight at 4 °C with primary antibodies (anti-SCP3, 1:750, Abcam, #ab15093; anti-SCP3, 1:500, SANTA CRUZ, #74569; anti-SCP1, 1:500, Abcam, #ab15090; anti-phospho-Histone cH2A.X, 1:1000, Millipore, #05-636) in blocking buffer. After washes, slides were incubated with secondary antibodies (donkey anti-rabbit cy3, 1:400, Jackson ImmunoResearch, #711-165-152; donkey anti-mouse 488, 1:800, Molecular Probes, #A-21202) in blocking buffer supplemented with 1 µg/mL 4,6-diamidino-2-phenylindole (DAPI) for 60 min. Slides were subsequently washed as described above, mounted in Vectashield (Vector Laboratories), and sealed with clear nail polish. Fluorescence was observed using an Olympus SpinSR spinning disk confocal super-resolution microscope.

### Immunoblot analysis

Testes of 6–8 weeks males and MII oocytes of 8–10 weeks females were lysed in ice-cold RIPA buffer or M-PER reagent (Thermo Scientific, #78503) containing protease inhibitors. A capillary-based immunoassay was performed using the Wes-Simple Western method with the anti-rabbit and anti-mouse detection module (ProteinSimple, #SM-W004, #DM-001, #DM-002). Protein expression was measured by chemiluminescence and quantified as an area under the curve using the Compass for Simple Western program (ProteinSimple). Proteins were detected with the following primary antibodies: PIWIL1 (1:100; GL Biochem, China); PIWIL2 (1:100; Millipore, #MABE363); TUBA (1:200; Proteintech, #66031-1-Ig); PIWIL3 (1:100, lab produced) and PIWIL4 (1:100, lab produced); Beta Actin (1:200, Proteintech, #66009-1-Ig).

### Histological analysis

Testes and ovaries were fixed in Bouin’s fixative (Sigma-Aldrich, MBD1105) overnight at 4 °C, embedded in paraffin, and sectioned at 5μm. For periodic acid–Schiff (PAS, Solarbio, #G1281) staining, sections were deparaffinized and rehydrated and then stained with PAS. Slides were mounted in neutral resins and images were acquired using an Axio Scan.Z1 Digital Slide Scanner (Zeiss).

### Immunofluorescence analysis

Testes and ovaries were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C followed by embedding in paraffin and sectioning at 5 μm. Sections were deparaffinized and rehydrated with citrate buffer (pH, 6.0) for antigen retrieval. After blocking with 2% bovine serum albumin and 4% normal donkey serum in PBS overnight at 4 °C, the sections were treated with primary antibodies for 2 h at 25 °C. The slides were washed twice with PBST and then treated with the secondary antibody or PNA–FITC (Sigma-Aldrich, L7381, 1:1000) for 1 h at 25 °C. For TUNEL staining, 4% PFA fixed testes sections were stained using the In Situ Cell Death Detection Kit (Roche, 12156792910) according to the manufacturer’s instructions. After washing twice with PBST, the sections were stained with 1 μg/mL DAPI (Sigma-Aldrich, HT10132). Fluorescent images were captured using the Olympus SpinSR spinning disk confocal super-resolution microscope.

Oocytes and embryos were collected in vitro or in vivo and fixed with 4% PFA, permeabilized with 0.2% Triton X-100 in PBS, and then blocked with PBS containing 1% bovine serum albumin and 2% normal donkey serum overnight at 4 °C. The oocytes and embryos were incubated with primary antibodies for 2 h at 25 °C. After washing twice with PBST, samples were further incubated with secondary antibodies for 1 h at 25 °C. Nuclei were stained with DAPI. Fluorescent images were captured using the Olympus SpinSR spinning disk confocal super-resolution microscope.

Proteins were detected with the following primary antibodies: anti-PIWIL1 polyclonal antibodies (1:200, lab produced)^7^; anti-PIWIL2 monoclonal antibodies (1:200, Millipore, MABE363); anti-PIWIL3 polyclonal antibodies (1:200, lab produced); anti-PIWIL4 polyclonal antibodies (1:200, lab produced); anti-DDX4 (1:200, Abcam, ab27591); anti-TDRKH (1:80, Thermo Scientific, PA5-48098); anti-DCP1A (1:200, Santa Cruz, sc-100706), anti-DDX6 (1:100, Santa Cruz, sc-376433), anti-ATP5A1 (1:200, Proteintech, 66037-lg), anti-TDRD1 (1:50, R&D, MAB6296), anti-LIN28 (1:200, CST, 8641), anti-SCP3 (1:500, Abcam, ab15093) or anti-γH2AX (1:1000, Millipore, 05-636); anti-tubulin FITC antibodies (1:500, Sigma-Aldrich, F2168). Secondary antibody information is as follows: Alexa488-conjugated donkey anti-mouse IgG (1:800, Molecular Probes, A-21202); Cy3-conjugated donkey anti-rabbit IgG (1:400, Jackson ImmunoResearch, 711-165-152); Cy3-conjugated donkey anti-rabbit IgG (1:400, Jackson ImmunoResearch, 713-165-147); Alexa488-conjugated Goat anti-rabbit IgG (1:500, Thermo Fisher, A-11034); Alexa594-conjugated donkey anti-rabbit IgG (1:200, Thermo Fisher, A21207); CF647-conjugated donkey anti-rabbit IgG (1:1000, Sigma, A37573).

### Confocal microscopy, image acquisition, and image processing

Images were acquired on an Olympus SpinSR spinning disk confocal super-resolution microscope using lens as bellows: 20X (Numerical Aperture = 0.8, air immersion, no correction collar, total system magnification = 20X, sampling rate of signal: XY = 325 nm/pixel); 40X (Numerical Aperture = 0.95, air immersion, correction collar used, total system magnification = 40X, sampling rate of signal: XY = 162.5 nm/pixel); 60X (Numerical Aperture = 1.42, oil immersion, correction collar used, total system magnification = 60X, sampling rate of signal: XY = 108.3 nm/pixel); 100X (Numerical Aperture = 1.5, oil immersion, correction collar used, total system magnification = 100X or 320X, sampling rate of signal: XY = 65 nm/pixel or XY = 20.3 nm/pixel). Four-color laser excitation, including 405 nm ≥ 100 mW; 488 nm ≥ 100 mW; 561 nm ≥ 100 mW; 640 nm ≥ 100 mW, and the corresponding emission band-filter sets are 447/60 (DAPI), 525/50 (GFP), 617/73 (RFP), 685/40 (CY5), respectively. XY resolution of the camera (Hamamatsu, ORCA-Fusion) is 2304 × 2304 pixels. The laser power and exposure time were set in an antibody-dependent manner to 5 to 20% and 100 to 400 ms, respectively, below saturation condition. Acquired images were not manipulated except for linearly adjusting of contrast and brightness. All figures were made using FIJI or Adobe Photoshop CC 2022.

### Transmission electron microscopy analysis

Ovaries were fixed in 2% PFA + 2.5% glutaraldehyde for 40 min at room temperature, washed twice with PBS, then treated with 0.2% tannic acid for 1 min. After fixation, samples were dehydrated in sequential gradients of ethanol (30%–50%–70%–80%–95%–100%). Ethanol was replaced with acetone, followed by resin infiltration, embedding, and polymerization. Ultra-thin sections of 50 nm were performed on the embedded tissue, and suitable sections were selected by pre-staining with toluidine blue. Ultra-thin sections were transferred to copper mesh, stained with uranyl acetate and lead citrate, washed with distilled water, dried, and photographed using a transmission electron microscope (Zeiss).

For detecting PIWIL3 expression, ovaries were fixed at 4 °C overnight in PBS containing 4% paraformaldehyde, 0.2% picric acid, and 2% sucrose, washed three times with PBS, dehydrated with ethanol, embedded into LR Gold, and polymerized with UV at −25 °C for 48 h. Ultra-thin sections (50–70 nm) were cut, collected on parlodion coated grids, blocked with 3% BSA, stained with anti-PIWIL3 (1:200, lab produced) and gold particle-conjugated secondary antibodies (1:50, Aurion), counterstained with uranyl acetate, and visualized with an FEI Tecnai G2 Spirit electron microscope.

### RNA immunoprecipitation

RNA immunoprecipitation of PIWI proteins in oocytes and testes was performed as previously described^24^. Protein A Magnetic Beads (NEB, S1425S) were washed twice with RIP lysis buffer composed of 50 mM Tris-HCl (pH, 7.4), 150 mM NaCl, 1 mM EDTA, 0.5% NP-40, 0.5 mM DTT, 0.1 U/μL RNase Inhibitor (Thermo Scientific, EO0381) and 0.4 U/μL Proteinase inhibitor cocktail (Sigma). Every 1.5 μg of indicated antibody and 2.5 μL original beads slurry were incubated in 10 μL RIP lysis buffer on a rotator at room temperature for 0.5 h. Coupled beads were washed with RIP buffer before use. 10 MII oocytes were pooled and lysed by adding 30 μL cold RIP lysis buffer in a DNA low-bind tube (Eppendorf, Germany) on ice for 10 min, respectively, followed by centrifugation at 12,000 g for 5 min at 4 °C. Each 7.5 μL oocyte lysis was transferred into a tube that contained the antibody-coupled beads for RIP assay. The oocyte lysis left in the tube after distribution for IP reactions was treated with TRIzol to extract RNAs as input. For IP reactions, after rotating for 5 h at 4 °C, the beads were washed with RIP lysis buffer with rotation at room temperature for 5 min, and washing was repeated three times, followed by another wash with PBS. The beads were resuspended by 2 μL water and incubated at 75 °C for 5 min then cooled on ice, the supernatants were recovered on the magnetic holder and prepared for library construction.

### Small-RNA library construction and sequencing

Small RNA libraries were constructed as previously described^24^. Briefly, extracted RNA or cell lysates were incubated at 72 °C for 3 min and subjected to 3′ adapter ligation. Lambda exonuclease and 5′ deadenylase were used in combination to remove the excess 3′ adapter. 5′ adapter ligation and reverse transcription reaction followed. Pre-amplification was performed, and 1 μL of the product was used for final amplification. The amplified libraries were separated on a 6% polyacrylamide gel, and 130–160 bp DNA fragments were selected. All libraries were sent for sequencing on an Illumina HiSeq X Ten platform or NovaSeq 6000.

### mRNA library construction and sequencing

mRNA libraries were constructed based on Smart-seq2 as previously described^24^. Briefly, extracted RNA or cell lysates were incubated at 72 °C for 3 min, followed by reverse transcription using ProtoScript II Reverse Transcriptase (NEB) and pre-amplification. The amplified cDNA was then purified by Agencourt AMPure XP beads (Beckman Coulter) and 2 ng of cDNA was used for the next tagmentation reaction. After final amplification, mRNA libraries were purified by Agencourt AMPure XP beads and analyzed on a 2200 Tapestation System (Aligent Technologies, Santa Clara, CA) for quality control. All libraries were sequenced 2 × 150 bp on an Illumina HiSeq X Ten or a NovaSeq 6000 platform (Illumina, USA).

### Categorization of small RNAs

Raw read1 fastq file was used to identify small RNAs, which were preprocessed using the FASTX Toolkit 0.0.14. The preprocessing steps are as follows: intercept the first 50 bp of reads and filter out low-quality sequences (-q 20, -p 90); After quality-filtering, sequencing reads were clipped from the 3’adapter allowing for a minimum match of 10 nt from the 5′ ends. Reads unable to match the adapter sequence or with lengths shorter than 17 bp were discarded, and the remaining reads were mapped to genome by bowtie ((hamster: BCM_Maur_2.0, mouse: mm10), bowtie version 1.2.1.1, parameters -k = 100 -v = 0). If the reads mapped more than 100 loci to the genome, 100 of all mapped loci are randomly output. The reads were aligned sequentially to known miRNA, tRNA, rRNA, snoRNA, and snRNA sequences by Bowtie without any mismatch allowed (bowtie parameter is -k = 100 -v = 0 -norc) and reads that aligned to pre-miRNA were identified as miRNAs. The remaining reads of the specified length were extracted and used to identify piRNAs according to the previously described method^46^ with slight modifications. The length of candidate piRNAs in male samples is 25~32nt, and the length of candidate piRNAs in female samples is 17~32nt. The clustering parameters were determined as MinReads = 5 and Eps = 2500 bp by running a series of k-dist analyses of our data with different Eps and MinReads. All candidate clusters that satisfied these parameters were considered piRNA clusters, and the remaining sequences located in these clusters were defined as piRNAs without any further filtering. Reads in each library were normalized by sequencing depth or read counts of miRNAs or read counts of exogenous spike-in.

### Small-RNA spike-in information

Three unmethylated and three methylated small-RNA spike-ins were synthesized (Integrated DNA Technologies, IDT) and pooled. Spike-ins of 8.14 × 10^−5^ pmol were added to the reaction for single oocytes or embryos or testes. The sequence of each spike-in can be found in our previous study^7^.

### piRNA genomic annotation

For different subgroups of TEs or genes, piRNA reads in the sense and antisense direction were counted in order as retrotransposon (included ERV, other LTRs, LINE/L1, retrotransposon/L1-dep, LINE/L2, SINE/Alu, SINE/B2, SINE/others), DNA transposon, other repeats, protein-coding exon, pseudogene, lncRNA, other exonic, intron, or intergenic. If the piRNA overlapped with the annotated region at the genome level, it was considered to be derived from this region.

### Expression profiling for consensus TE-derived piRNAs

The piRNA reads were mapped to consensus TEs by bowtie, allowing up to 2-nt mismatches (using parameters: -a -v 2), and the expression levels of each TE-derived piRNA were normalized by exogenous spike-in or sequencing depth. If a piRNA could be mapped to different members of a TE subfamily, this piRNA was counted for each TE member. The same piRNA of each TE member was counted only once.

### Identification of ping-pong signaling

Ping-pong Z-score was calculated as described earlier^47^. Briefly, the Z-score is the difference of the number of piRNAs complementary to each other at a 5′-to-5′ distance of 10nt and the mean number of piRNAs at background 5′-to-5′ distances (defined as distances of 0–9 and 11–20 nt), divided by the standard deviation of the numbers of piRNAs at background distances. Alignments of piRNA to consensus TEs were performed with two mismatches allowed and used to interrogate TE-specific ping-pong Z-scores. If the piRNAs Z-score on TE is ≥1.96 (corresponding to *p* value ≤ 0.05), it was concluded that the TE has a significant ping-pong signal.

### Data analysis of single-cell RNA-sequencing and differential expression analysis

The raw paired-end fastq reads had adapters removed and were quality-filtered by TrimGalore-0.5.0 with the parameters --paired --quality 20 --phred33 --stringency 1 --length 35. The remaining reads were mapped to the genome or identified TE by STAR v2.9. Uniquely mapped reads and multiple mapped reads with fewer than 10,000 genome copies were used for downstream analysis. The specific alignment parameters are as follows: --winAnchorMultimapNmax 10000 --outFilterMultimapNmax 10000 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --twopassMode Basic --outSAMprimaryFlag AllBestScore. Calculation of the read count of known genes or TEs was performed by featureCounts v1.6.4 with the parameters -p -B -C -M -Q 20. The expression of known genes or TEs was normalized to the ERCC or mapped reads. Genes or TEs with normalized count >2 in 40% or more of samples were used for differential analysis. Differentially expressed genes or TEs were identified using the permutation test and the derived *p* values were adjusted for multiple testing using the Benjamini-Hochberg procedure (≥4-fold change and FDR <  0.01).

### De novo identification of TEs in the golden hamster

Prediction and classification of TEs by RepeatModelerV2.0 was performed with the parameters -LTRStruct. Annotations of all predicted representative TEs were established in the golden hamster genome (BCM_Maur_2.0) by RepeatMasker v4.1.1 using the parameters -e crossmatch -s -a and -lib.

### Identification of genomic transposon activity

The nucleotide substitution rates of all consensus TEs in golden hamsters were calculated according to the previously described method^25^(https://github.com/fhorvat/bioinfo_repo/tree/master/papers/piRNA_2021). According to our test, we found that the base substitution rate of most expressed TEs was lower than 0.15, and a threshold criterion was set: if the substitution rate of a TE < 0.15, then this TE was potentially active.

### Gene ontology annotation analysis

Gene ontology annotation analysis by the clusterProfiler package in R. The mouse molecular function (MF) and biological process (BP) gene sets were used for hamsters and the simplifyEnrichment package was used to simplify the analysis results.

### Definition of pachytene piRNA clusters

We defined golden hamster pachytene piRNA clusters as those whose piRNA cluster abundance was ≥4-fold lower in the 3 days post-partum testis tissue of hamster than that of adult golden hamster. Mouse pachytene piRNA gene annotation were downloaded from previously reported^48^.

### Synteny analysis

We conducted an evolutionary conservation analysis of pachytene piRNA clusters in the golden hamster using a similar approach as previously described for human piRNA clusters^48^. We mapped the 97 hamster pachytene piRNA clusters to the human and mouse genomes using UCSC chain files and liftOver, with the parameter -minMatch=0.1, and recorded the syntenic regions of pachytene piRNA clusters that could be lifted over to each of the other species.The coordinates of the syntenic region in the other species which overlapped a hamster pachytene piRNA clusters on the same genomic strand were adjusted to be the piRNA cluster coordinates we annotated in that species. To include piRNAs that mapped to the boundaries of the syntenic regions in the other species but did not overlap with piRNA clusters on the same genomic strand, we extended these syntenic regions by 10 kb on both ends. Finally, we calculated the piRNA abundance in these regions using small RNA-seq data in that other species.

### Motif discovery

We used transcriptome data to identify the transcription start sites (TSS) of pachytene piRNA clusters. The promoter region was defined as the region between −300 and 200 bp surrounding the TSS. Sequence motifs in these putative promoter regions were detected using the MEME-AME tool^49,50^.

### Sources of annotations

Golden hamster genome annotation (BCM_Maur_2.0) was downloaded from NCBI (https://www.ncbi.nlm.nih.gov/assembly/GCF_017639785.1), Gene annotations were also downloaded from NCBI. Mouse genome and Gene annotations were downloaded from UCSC. For golden hamster, functional RNA was retrieved from the following databases: miRNAs, sequences from a previous study^24^; tRNAs, RNACentral v17 (https://rnacentral.org/); 5 S and 5.8 S rRNA, snoRNAs and snRNA from Ensembl (https://asia.ensembl.org/index.html). For mice, miRNAs from miRbase v18; 18S, 28S, and 45S rRNA were downloaded from NCBI (https://www.ncbi.nlm.nih.gov/nucleotide/); tRNA was retrieved from gtRNAdb (http://gtrnadb.ucsc.edu/); Others were retrieved the same way as in golden hamster. Moreover, to fully classify the functional RNA-derived small RNAs, we combined the known functional RNA sequences annotated in mouse and rat genomes with related annotations in the golden hamster.

### Statistics and reproducibility

No statistical method was used to predetermine the sample size. The sample size was chosen on the basis of previous experience and similar studies to reliably measure experimental parameters according to standards in the relevant field. No data were excluded from the analysis. All experiments were performed in at least three biological replicates, unless otherwise specified in the figure legends. The investigators were blinded to group allocation during constructing sequencing libraries. No other blinding was involved, but randomization was used. Otherwise, all data analyses were performed using unbiased software programs (PRISM (v.9, GraphPad)). Data are presented as mean ± s.e.m. The statistical tests and *p* values are indicated in the figures or figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Reporting Summary

### Source data

Source Data

## Data Availability

All deep-sequencing data have been deposited at the National Center for Biotechnology Information NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) database under accession number GSE217621. The following publicly available datasets were used: human adult testis data GSE135791; mouse adult testis data PRJNA421205; mouse spermatogenesis data GSE101933; *Piwil1*^−/−^ related data GSE169528. Source data are provided with this paper.

## Code availability

There was no new code generated in this study. All code or software used is publicly available and have been specified in the “Methods” section.

# Supplementary material for: The non-redundant functions of PIWI family proteins in gametogenesis in golden hamsters
**Source:** Nat Commun. 2023 Aug 29;14:5267. doi: 10.1038/s41467-023-40650-x
**Supplement:** Supplementary file 1 — Supplementary Information

**The non-redundant functions of PIWI family proteins in gametogenesis in golden hamsters**

Xiaolong Lv^1,#^, Wen Xiao^1,#^, Yana Lai^2,#^, Zhaozhen Zhang^2^^,#^, Hongdao Zhang^1,#^, Chen Qiu^2^, Li Hou^1^, Qin Chen^2^, Duanduan Wang^1^, Yun Gao^2^ ,Yuanyuan Song^1^, Xinjia Shui^1^, Qinghua Chen^2^, Ruixin Qin^2^, Shuang Liang^2^, Wentao Zeng^2^, Aimin Shi^2,*^, Jianmin Li^2,*^，Ligang Wu^1,*^

# These authors contributed equally to this work.

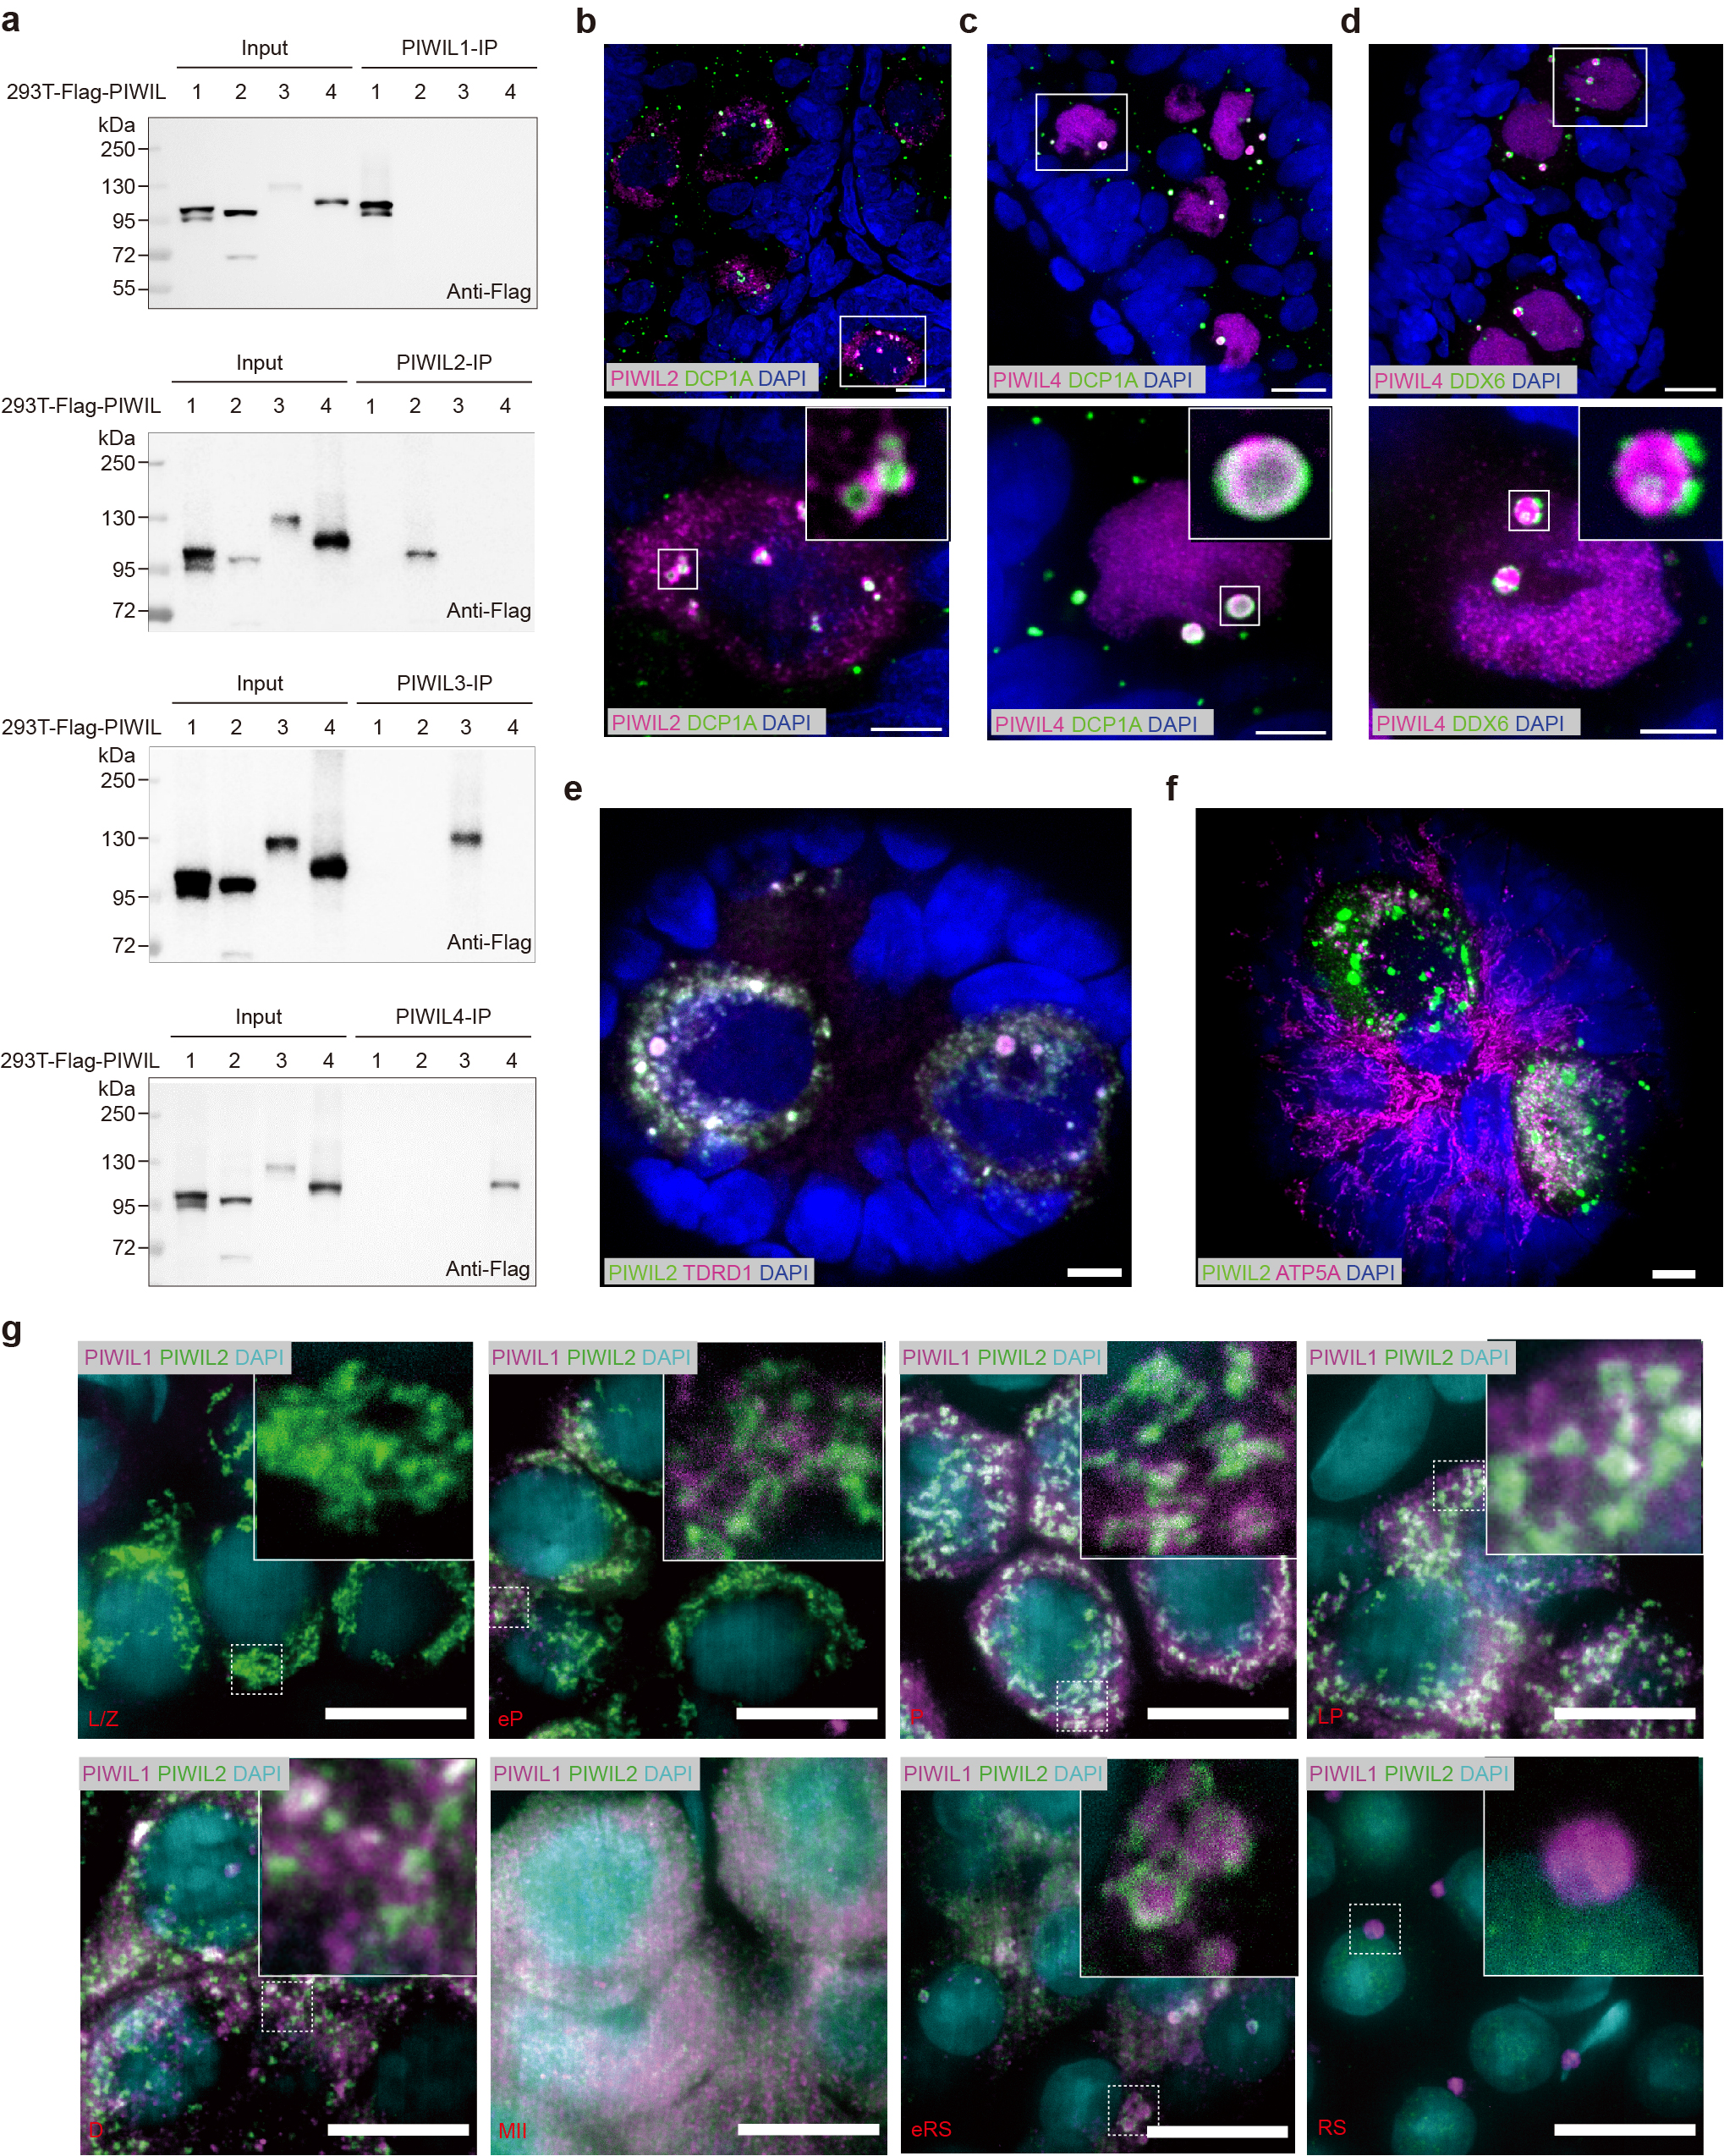

**Supplementary Fig. 1 Expression and location of PIWIs in male germ cells**

**(a)** Verification of antibody specificity for detection of PIWL1, PIWIL2, PIWIL3, and PIWIL4 in golden hamsters. Flag-tagged PIWIL1, PIWIL2, PIWIL3, and PIWIL4 were overexpressed in 293T cells, then immunoprecipitated using anti-PIWIL1, anti-PIWIL2, anti-PIWIL3, or anti-PIWIL4 antibodies, respectively. Detection of the immunoprecipitated products using anti-Flag antibody confirmed the specificity of anti-PIWI antibodies for their respective targets.

**(b-d)** Immunofluorescence staining of postnatal testes with anti-PIWIL2 and anti-DCP1A **(b)**, anti-PIWIL4 and anti-DCP1A **(c)**, or anti-PIWIL4 and anti-DDX6 **(d)** antibodies, respectively. Scale bar = 10 µm (top); Scale bar = 4 µm (bottom).

**(e-f)** Immunofluorescence staining of postnatal testes with anti-PIWIL2 and anti-TDRD1 **(e)** or anti-ATP5A **(f)** antibodies. Scale bar = 4 µm.

**(g)** Immunofluorescence staining of spermatocytes and spermatids with anti-PIWIL1 and anti-PIWIL2 antibodies. L/Z, leptotene/zygotene; eP, early pachytene; P, pachytene; LP, late pachytene; D, diplotene; MI/MII, meiosis I/meiosis II; eRS, early round sperm; RS, round sperm. Scale bar, 8 µm.

Source data are provided as a Source Data file.

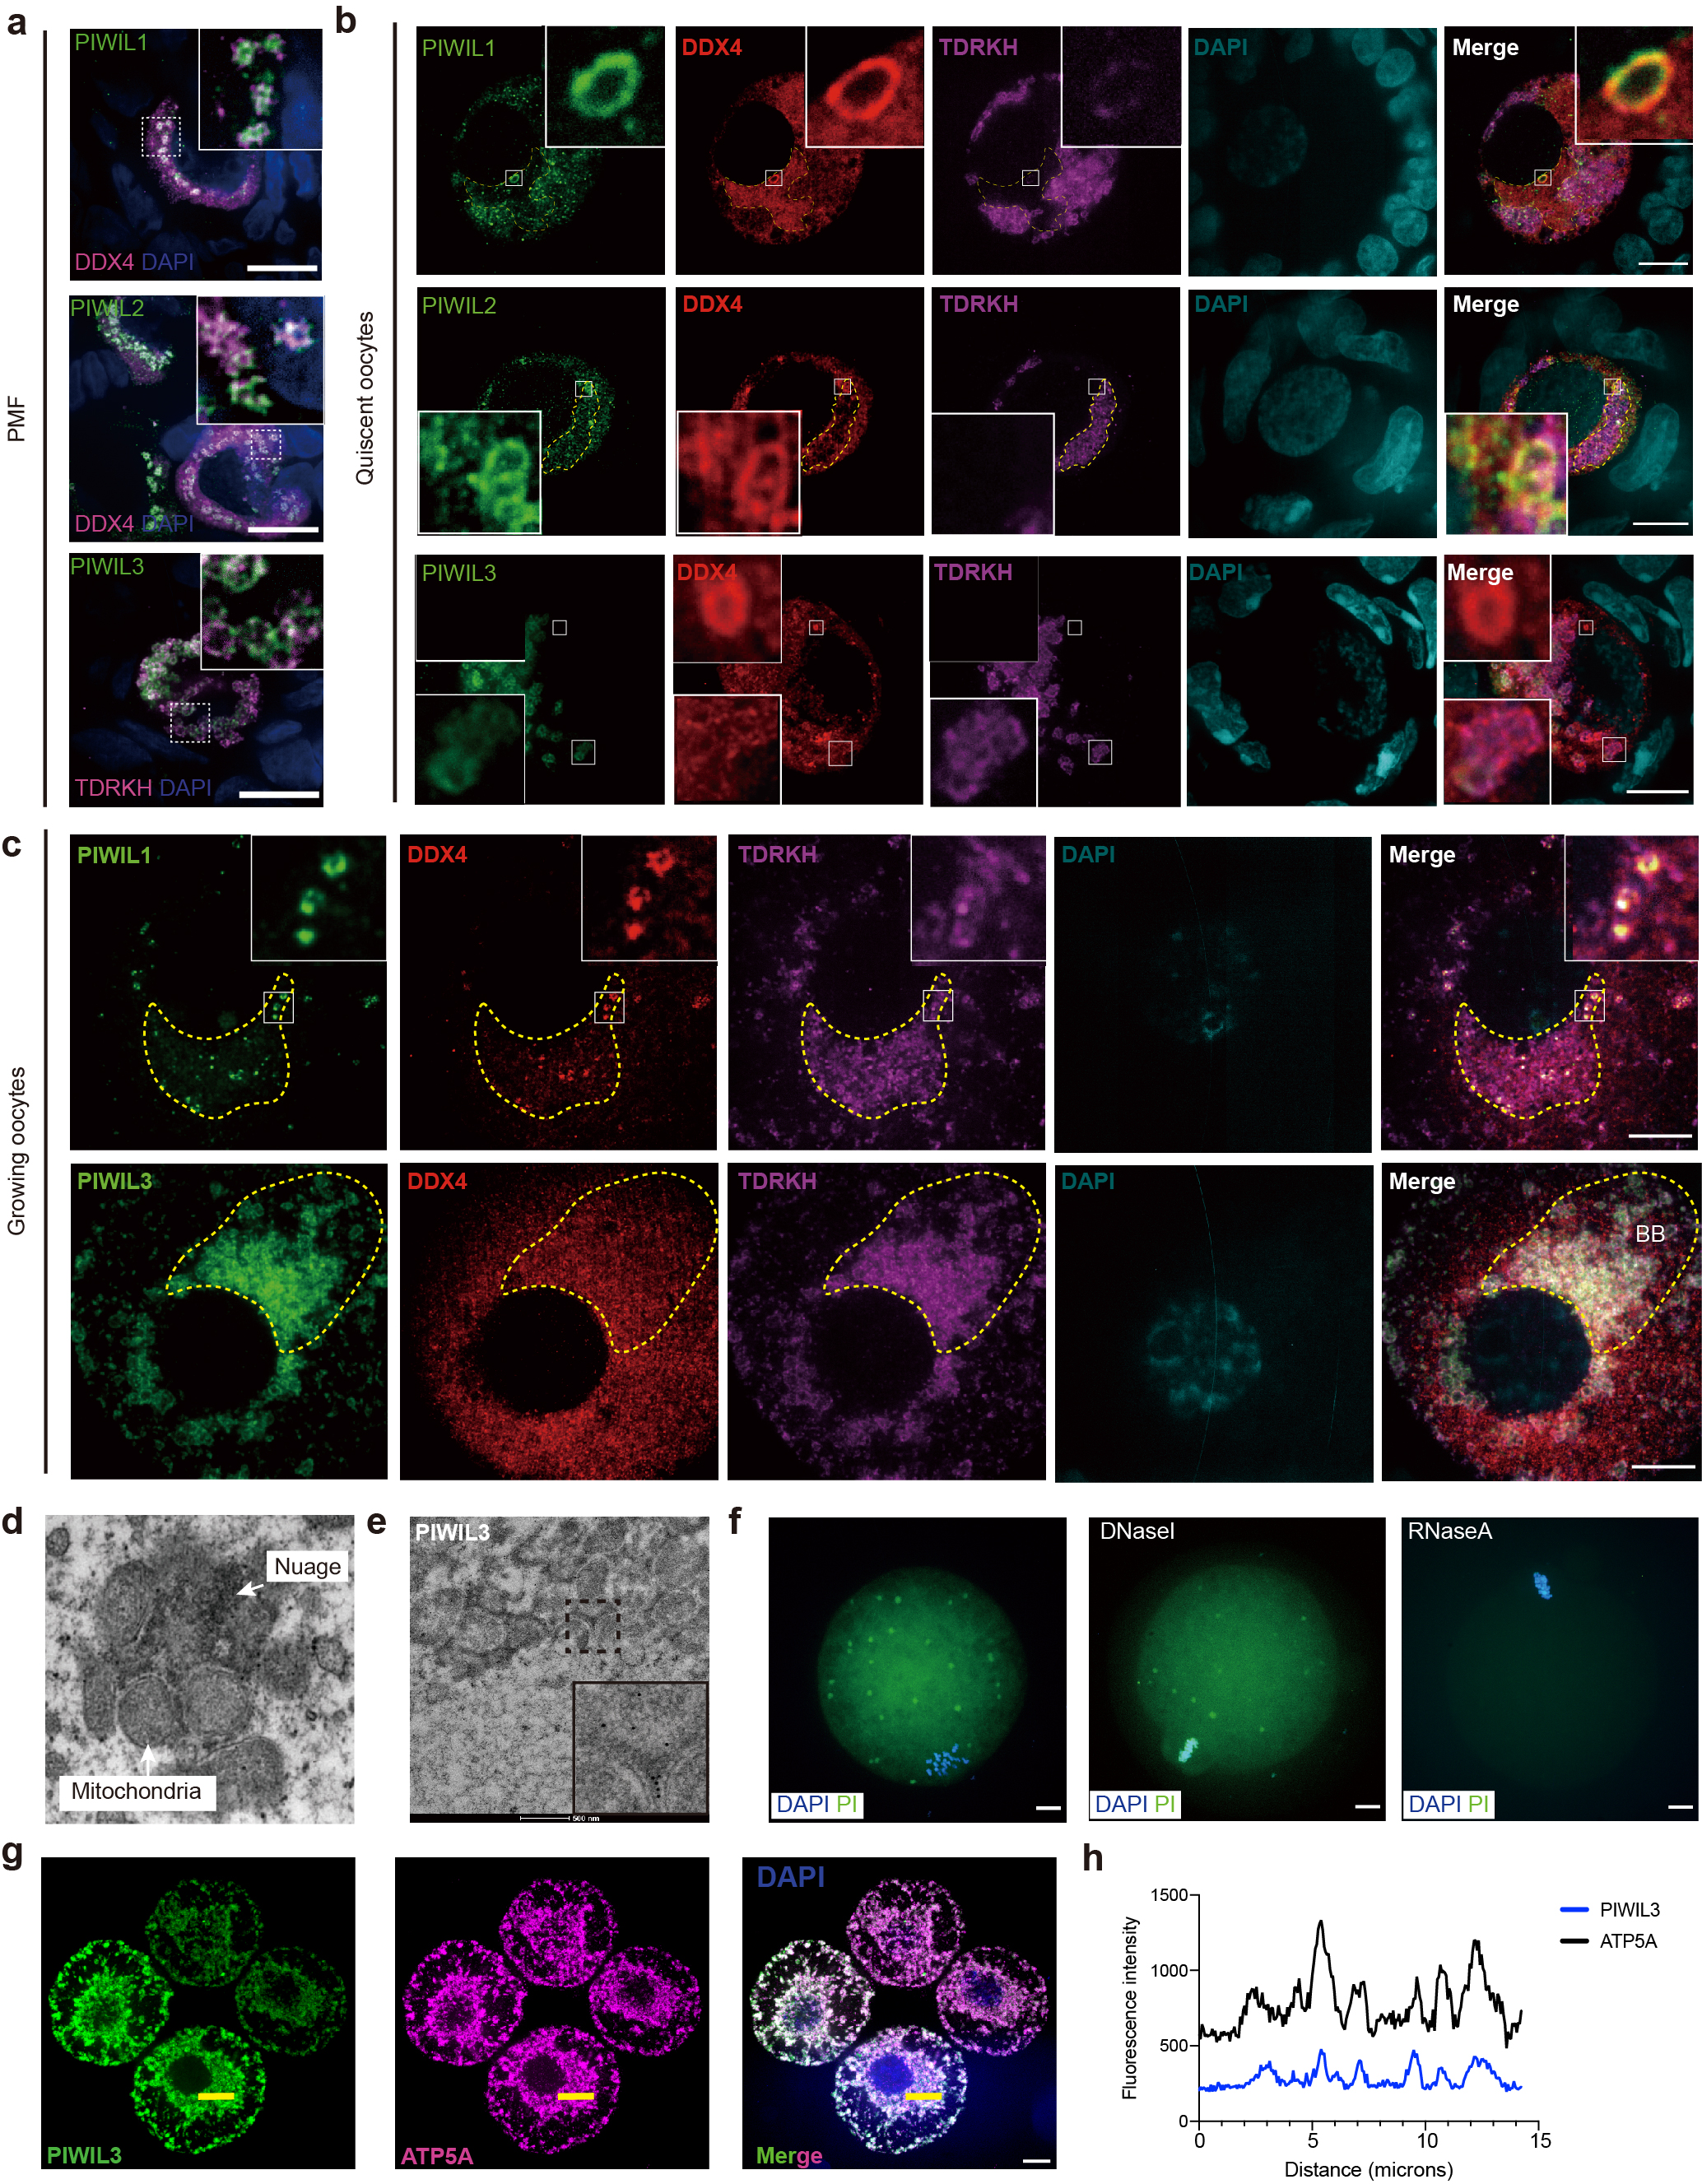

**Supplementary Fig. 2 Expression and location of PIWIs in female germ cells**

**(a)** Immunofluorescence staining showing the expression and location of PIWIL1, PIWIL2, or PIWIL3 in primordial follicles (PMF). PIWIL1 and PIWIL2 localized to inter mitochondrial cement (IMC), while PIWIL3 presents outer of mitochondria (OM) and co-localized with TDRKH. These two localizations are consistent with the contour of mitochondria aggerates. Scale bar, 8 µm.

**(b)** Immunofluorescence staining showing the location of PIWIL1, PIWIL2, and PIWIL3 in quiescent oocytes. Prominent perinuclear circle granules encompassed DDX4, PIWIL1, and PIWIL2, other than PIWIL3 and TDRKH. Scale bar, 4 µm.

**(c)** Immunofluorescence staining showing the location of PIWIL1 and PIWIL3 in growing oocytes. PIWIL1 colocalizes with DDX4 and TDRKH and forms prominent granules, while PIWIL3 colocalizes with TDRKH and presents a structure that resembles the Balbiani body (BB). Scale bar, 8 µm.

**(d)** Transmission electron micrograph showing the mitochondria and nuage. Scale bar, 0.5 µm.

**(e)** Immuno-gold labeling showing PIWIL3 presents in IMC in quiescent oocytes. Scale bar, 0.5 µm.

**(f)** DAPI and Propidium Iodide (PI) staining of MII oocytes treated with or without DNase I or RNase A show that dozens of prominent granules in the cytoplasm of MII oocytes are RNA granules. Scale bar, 10 µm.

**(g)** Immunofluorescence staining of four-cell embryos with anti-PIWIL3 and anti-ATP5A antibodies to determine their colocalization. Scale bar, 4 µm.

**(h)** Fluorescence intensity profiles of PIWIL3 and ATP5A within the yellow region of **(g)**. Overlapping peaks indicate colocalization.

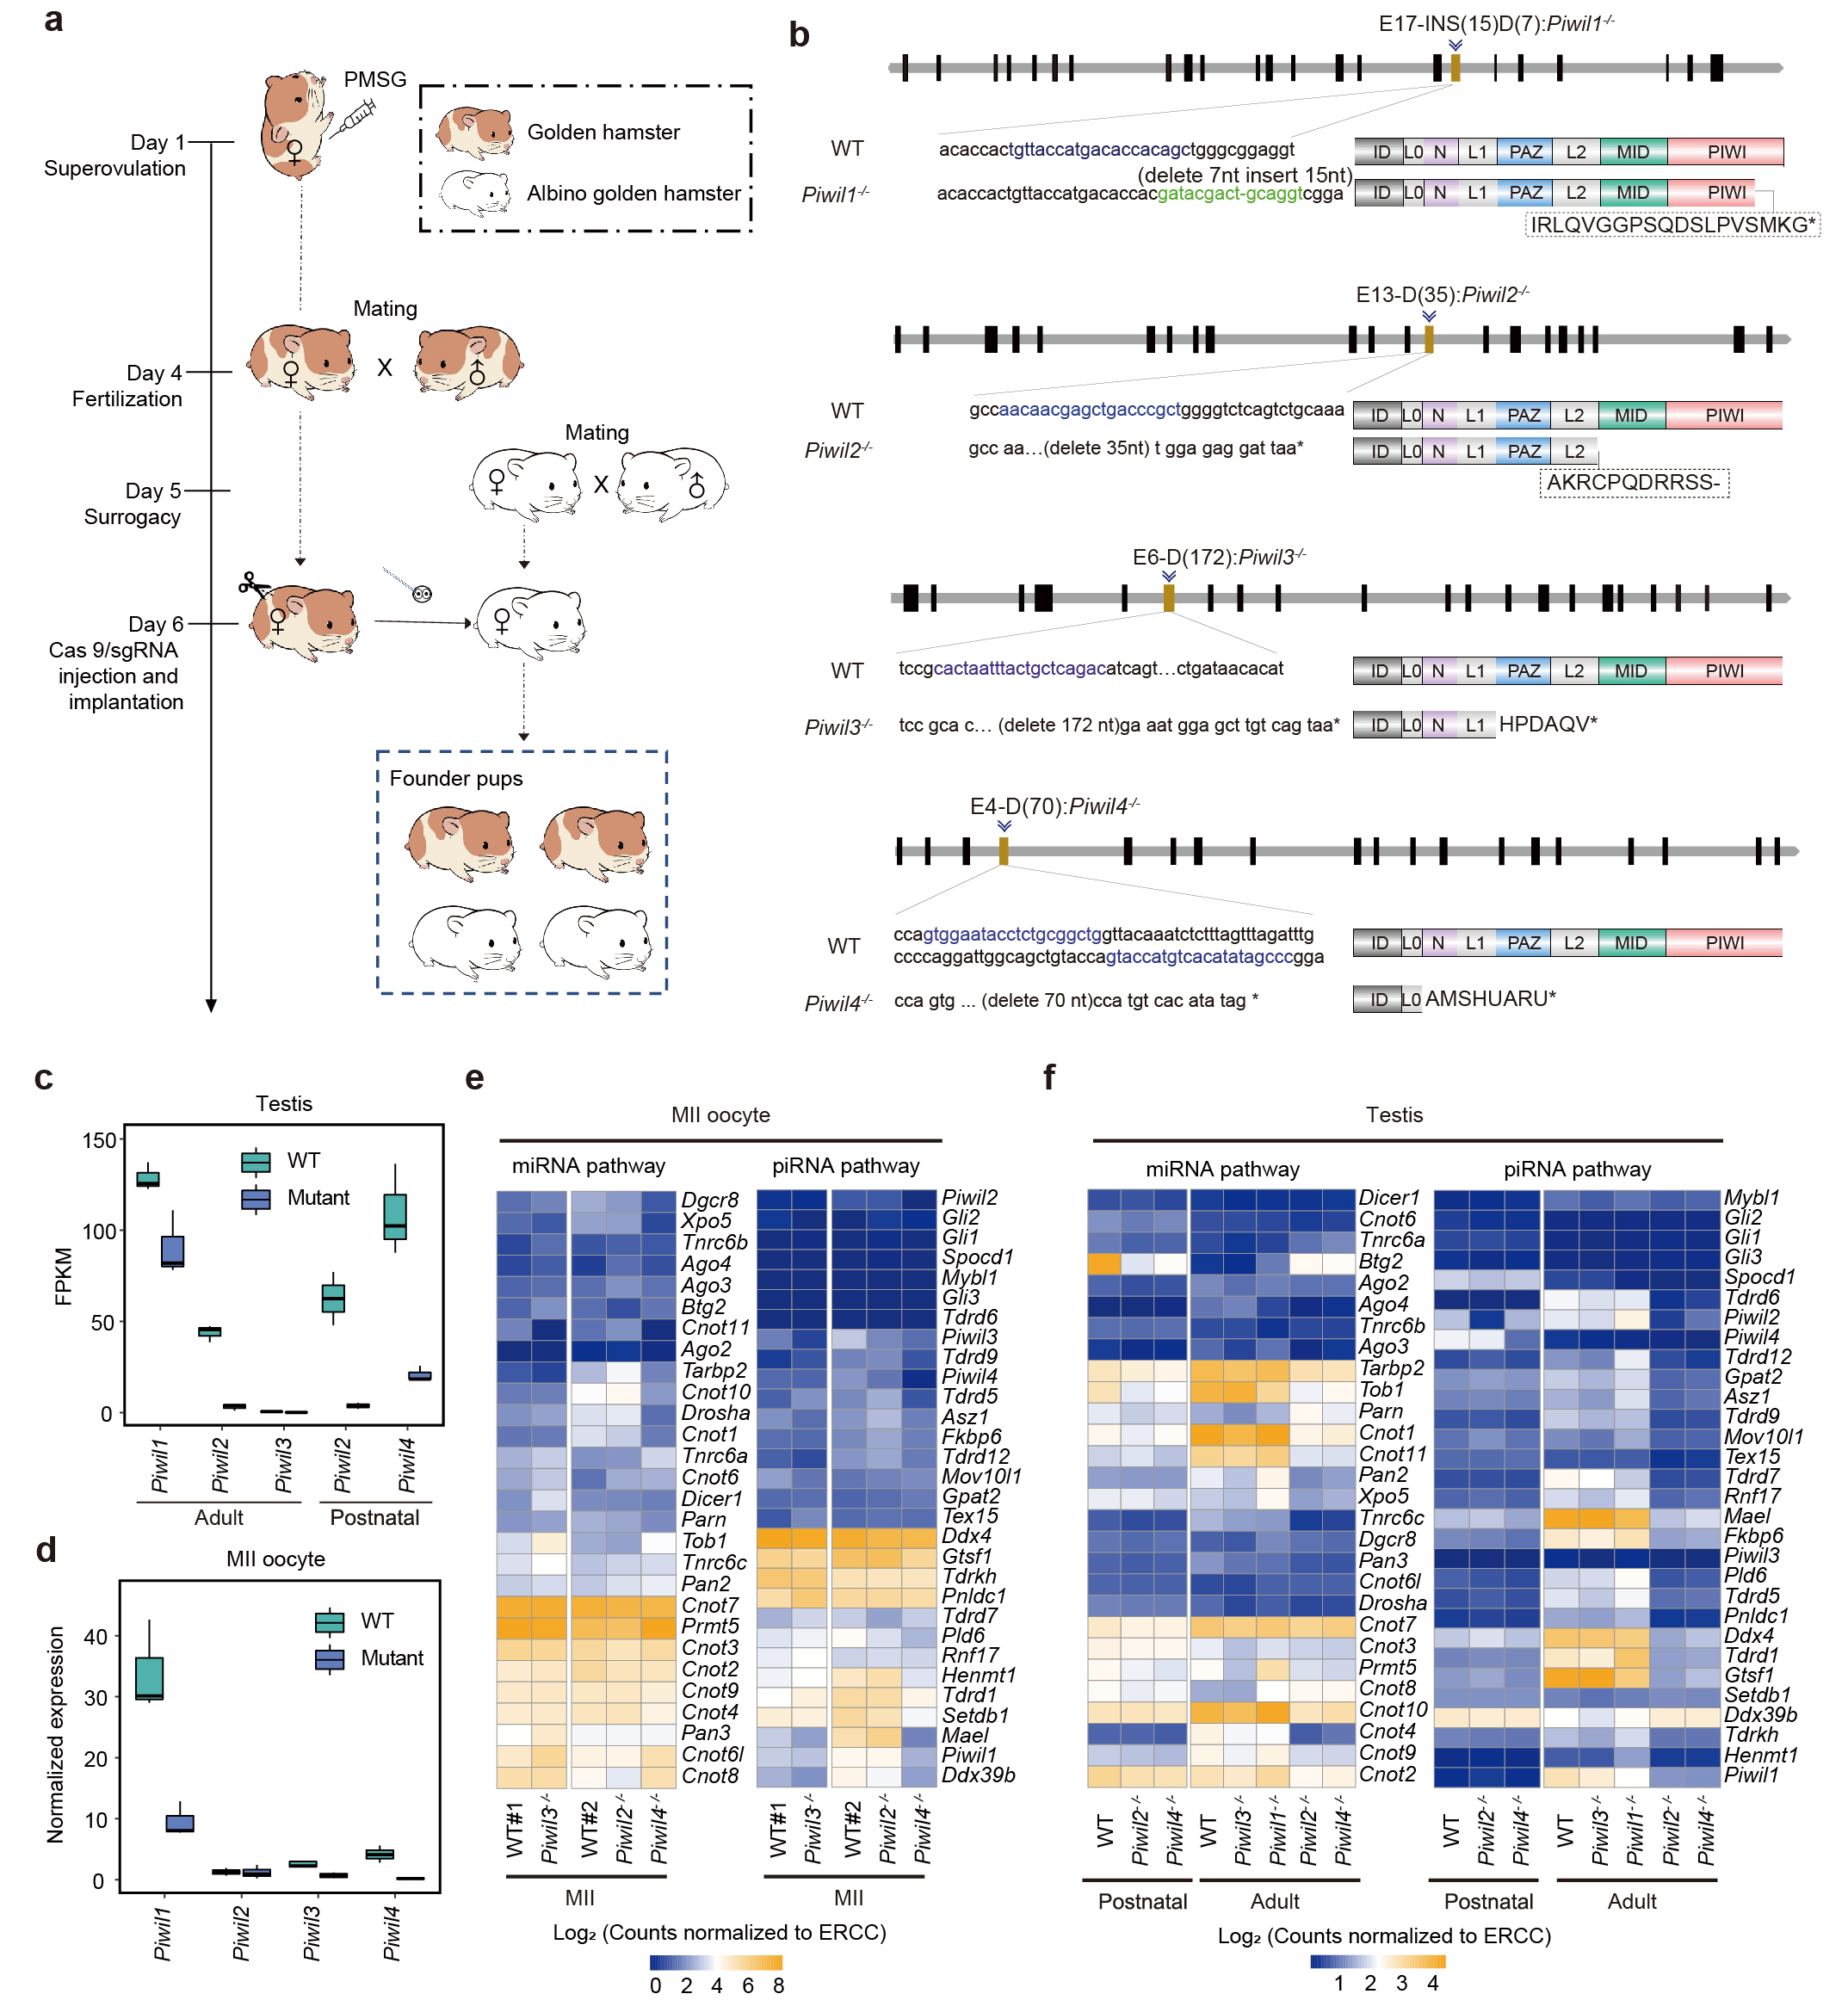

**Supplementary Fig. 3 Generation and validation of *Piwi*-deficient golden hamsters**

**(a)** Strategy to generate four *Piwi* gene mutant golden hamsters by two-cell embryo CRISPR-Cas9 injection. Cas9 mRNAs and sgRNAs were injected into two-cell embryos of WT golden hamsters, which were then transplanted to albino surrogate females mated with albino male hamsters to obtain *Piwi*-deficient founder pups.

**(b)** Structures of the golden hamster *Piwil1*, *Piwil2*, *Piwil3*, and *Piwil4* genes and target locus for sgRNAs. Black boxes denote the exons, and yellow boxes denote the target regions. *Piwil1^-/-^* strains contained a 7-nt deletion and a 15-nt insertion in exon 17 as reported before. *Piwil2^-/-^* strains contained a 35-nt deletion in exon 13. *Piwil3^-/-^* strains contained a 172-nt deletion in exon 6. *Piwil4^-/-^* strains contained a 70-nt deletion in exon 4. All mutations resulted in a frameshift in the relative *Piwi* mRNAs resulting in a premature stop codon.

**(c-d)** Validation of disrupted *Piwi* gene expression in *Piwi*-deficient testes **(c)** and MII oocytes **(d)** using RNA sequencing. Gene expression levels in testes are normalized to total mapped reads; gene expression levels in MII oocytes are normalized by ERCC spike-in. In box plots, the centre line represents the median value, the box borders represent the upper and lower quartiles (25th and 75th percentiles, respectively), and the ends of the top and bottom whiskers represent maximum and minimum scores, respectively. Data are means of the biological replicates for each mutant.

**(e-f)** Heatmaps of miRNA- and piRNA-related gene expression levels in WT and *Piwi*-deficient MII oocytes **(e)** and testes **(f)**. Gene expression levels are normalized by ERCC spike-in.

Data are the average values of the biological replicates for each mutant: n = 4 (WT#1 MII oocyte), n = 3 (WT#2 MII oocyte), n = 3 (*Piwil1*^-/-^ MII oocyte), n = 3 (*Piwil2*^-/-^ MII oocyte), n = 4 (*Piwil3*^-/-^ MII oocyte) or n = 2 (*Piwil4*^-/-^ MII oocyte); n = 2 (WT postnatal testes), n = 2 (*Piwil2*^-/-^ postnatal testes), n = 2 (*Piwil4*^-/-^ postnatal testes); n = 2 (WT adult testes), n = 2 (*Piwil1*^-/-^ adult testes), n = 2 (*Piwil2*^-/-^ adult testes), n = 2 (*Piwil3*^-/-^ adult testes).

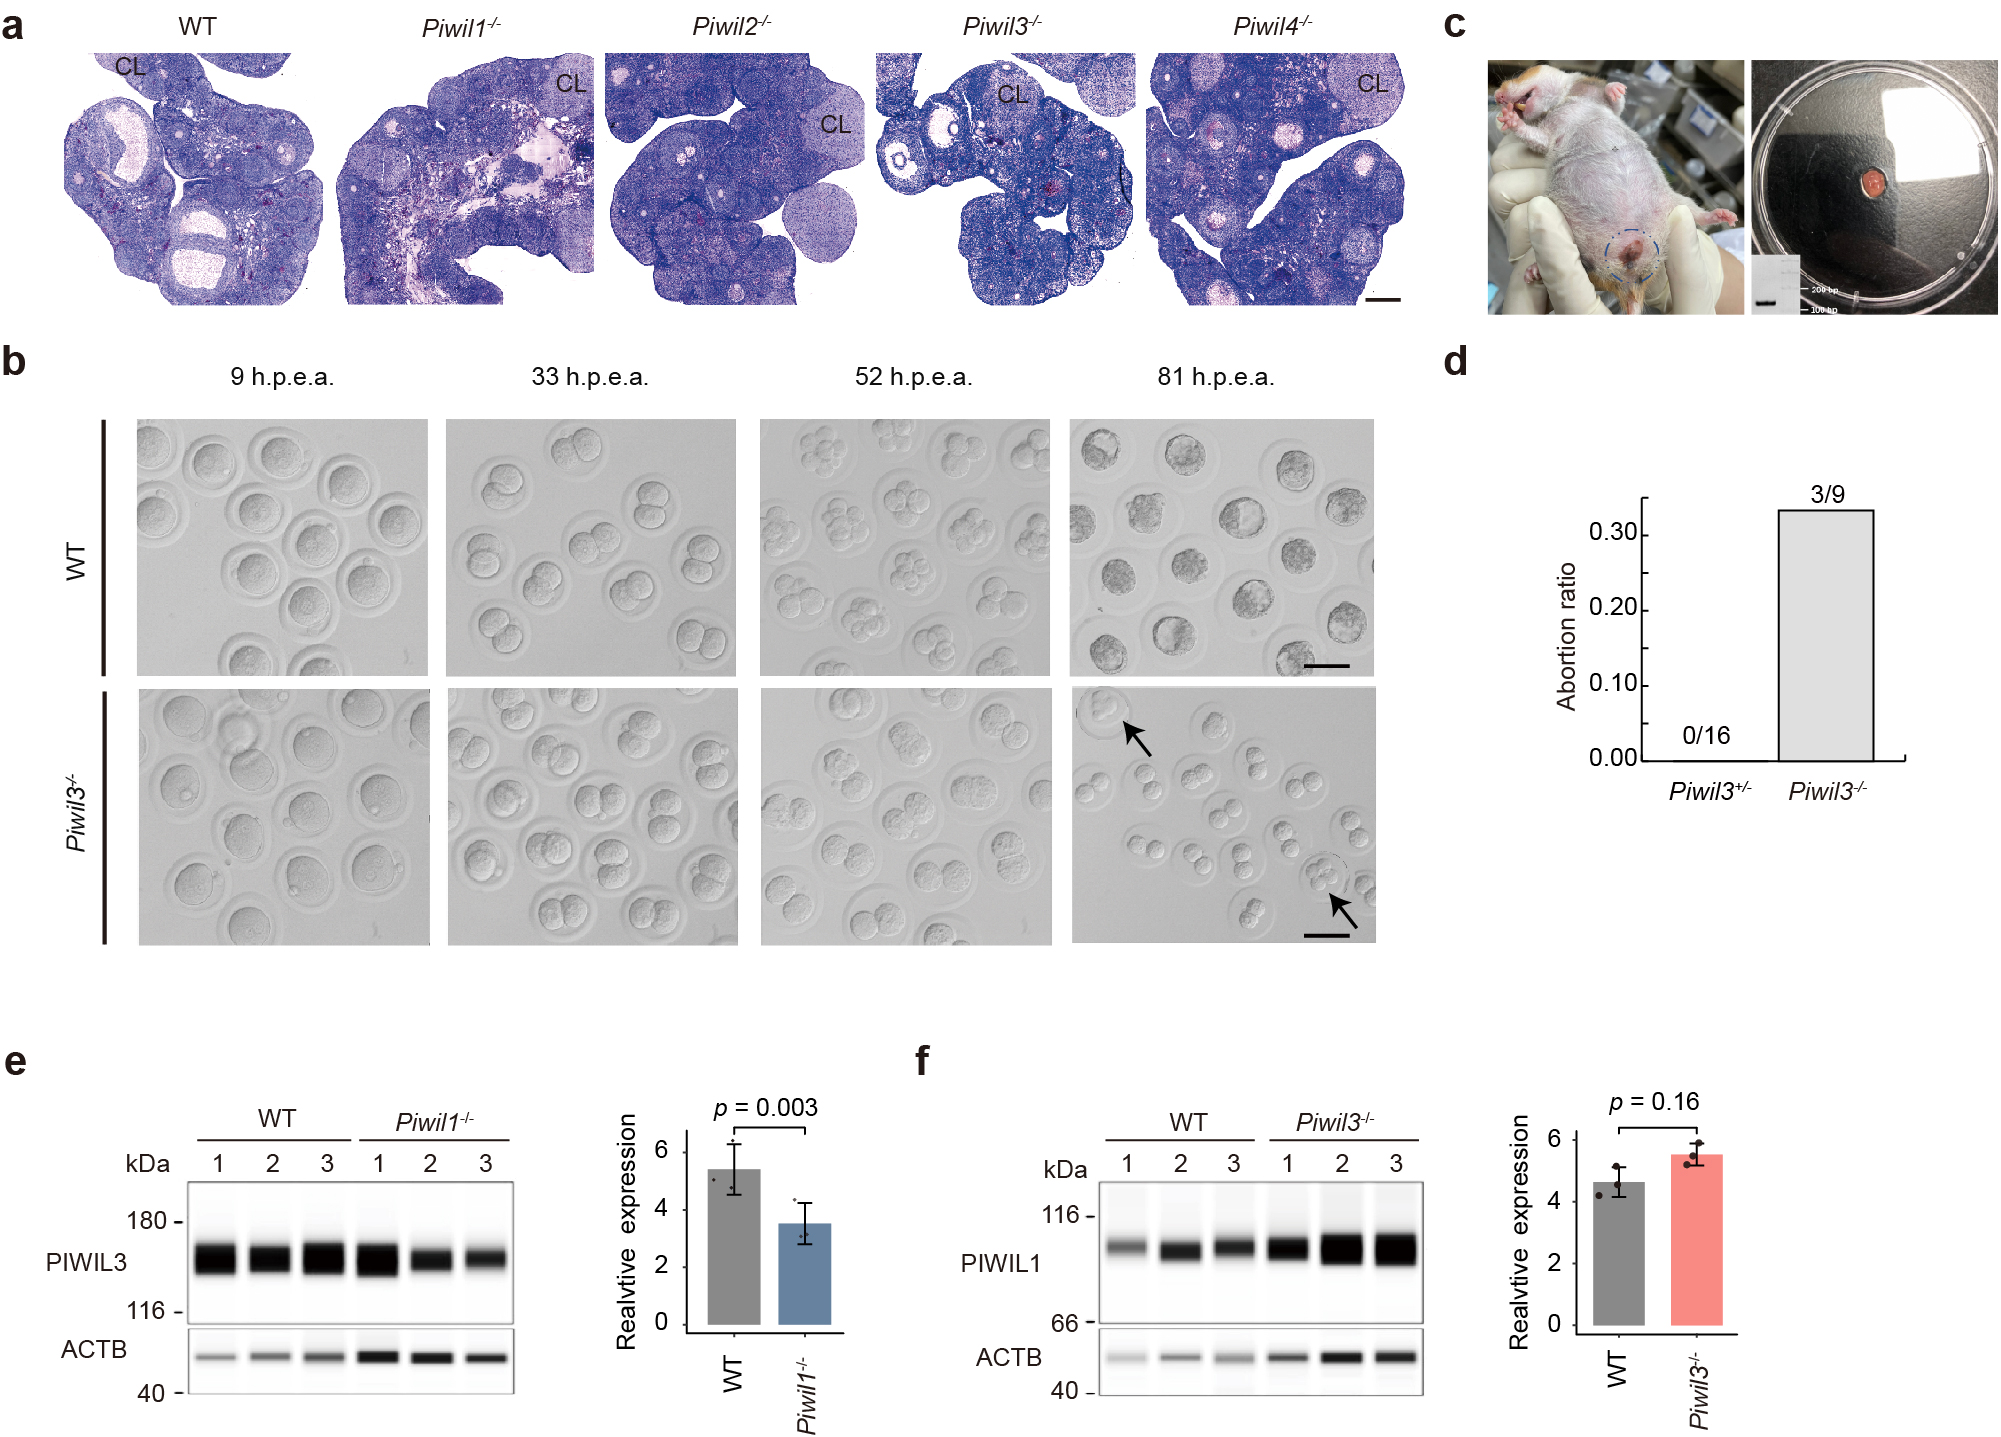

**Supplementary Fig. 4** **Female fertility phenotypes of *Piwi*-deficient golden hamsters**

**(a)** PAS staining of WT and *Piwi*-deficient ovaries. CL, corpus luteum. Scale bar, 100 µm.

**(b)** Representative images of *in vitro* cultured embryos at 9, 33, 52, and 81 h.p.e.a obtained from WT and *Piwil*3*^-/-^* oocytes fertilized *in vivo* with wild-type sperm. Scale bar, 100 µm.

**(c)** Representative images showing the aborted embryos with vaginal bleeding (left) and embryo fragments (right).

**(d)** Histogram showing the ratio of golden hamsters with aborted embryos.

**(e-f)** PIWIL3 protein levels in WT and *Piwil1*^-/-^ MII oocytes **(e)** and PIWIL1 levels in WT and *Piwil3*^-/-^ mutant MII oocytes **(f)**. 17-20 oocytes from 4–6-month-old hamsters were collected and lysed for protein analysis. Three biological replicates of oocytes were collected from each of three WT, *Piwil1*^-/-^, or *Piwil3*^-/-^ hamsters (n=2.7-3.3 oocytes/genotype). Signal intensity (area) shows PIWIL1 or PIWIL3 protein accumulation detected by capillary electrophoresis Western Blot assays. Significance was determined by unpaired two-tailed *t*-test. Data represent mean ± s.e.m (n = 3).

Source data are provided as a Source Data file.

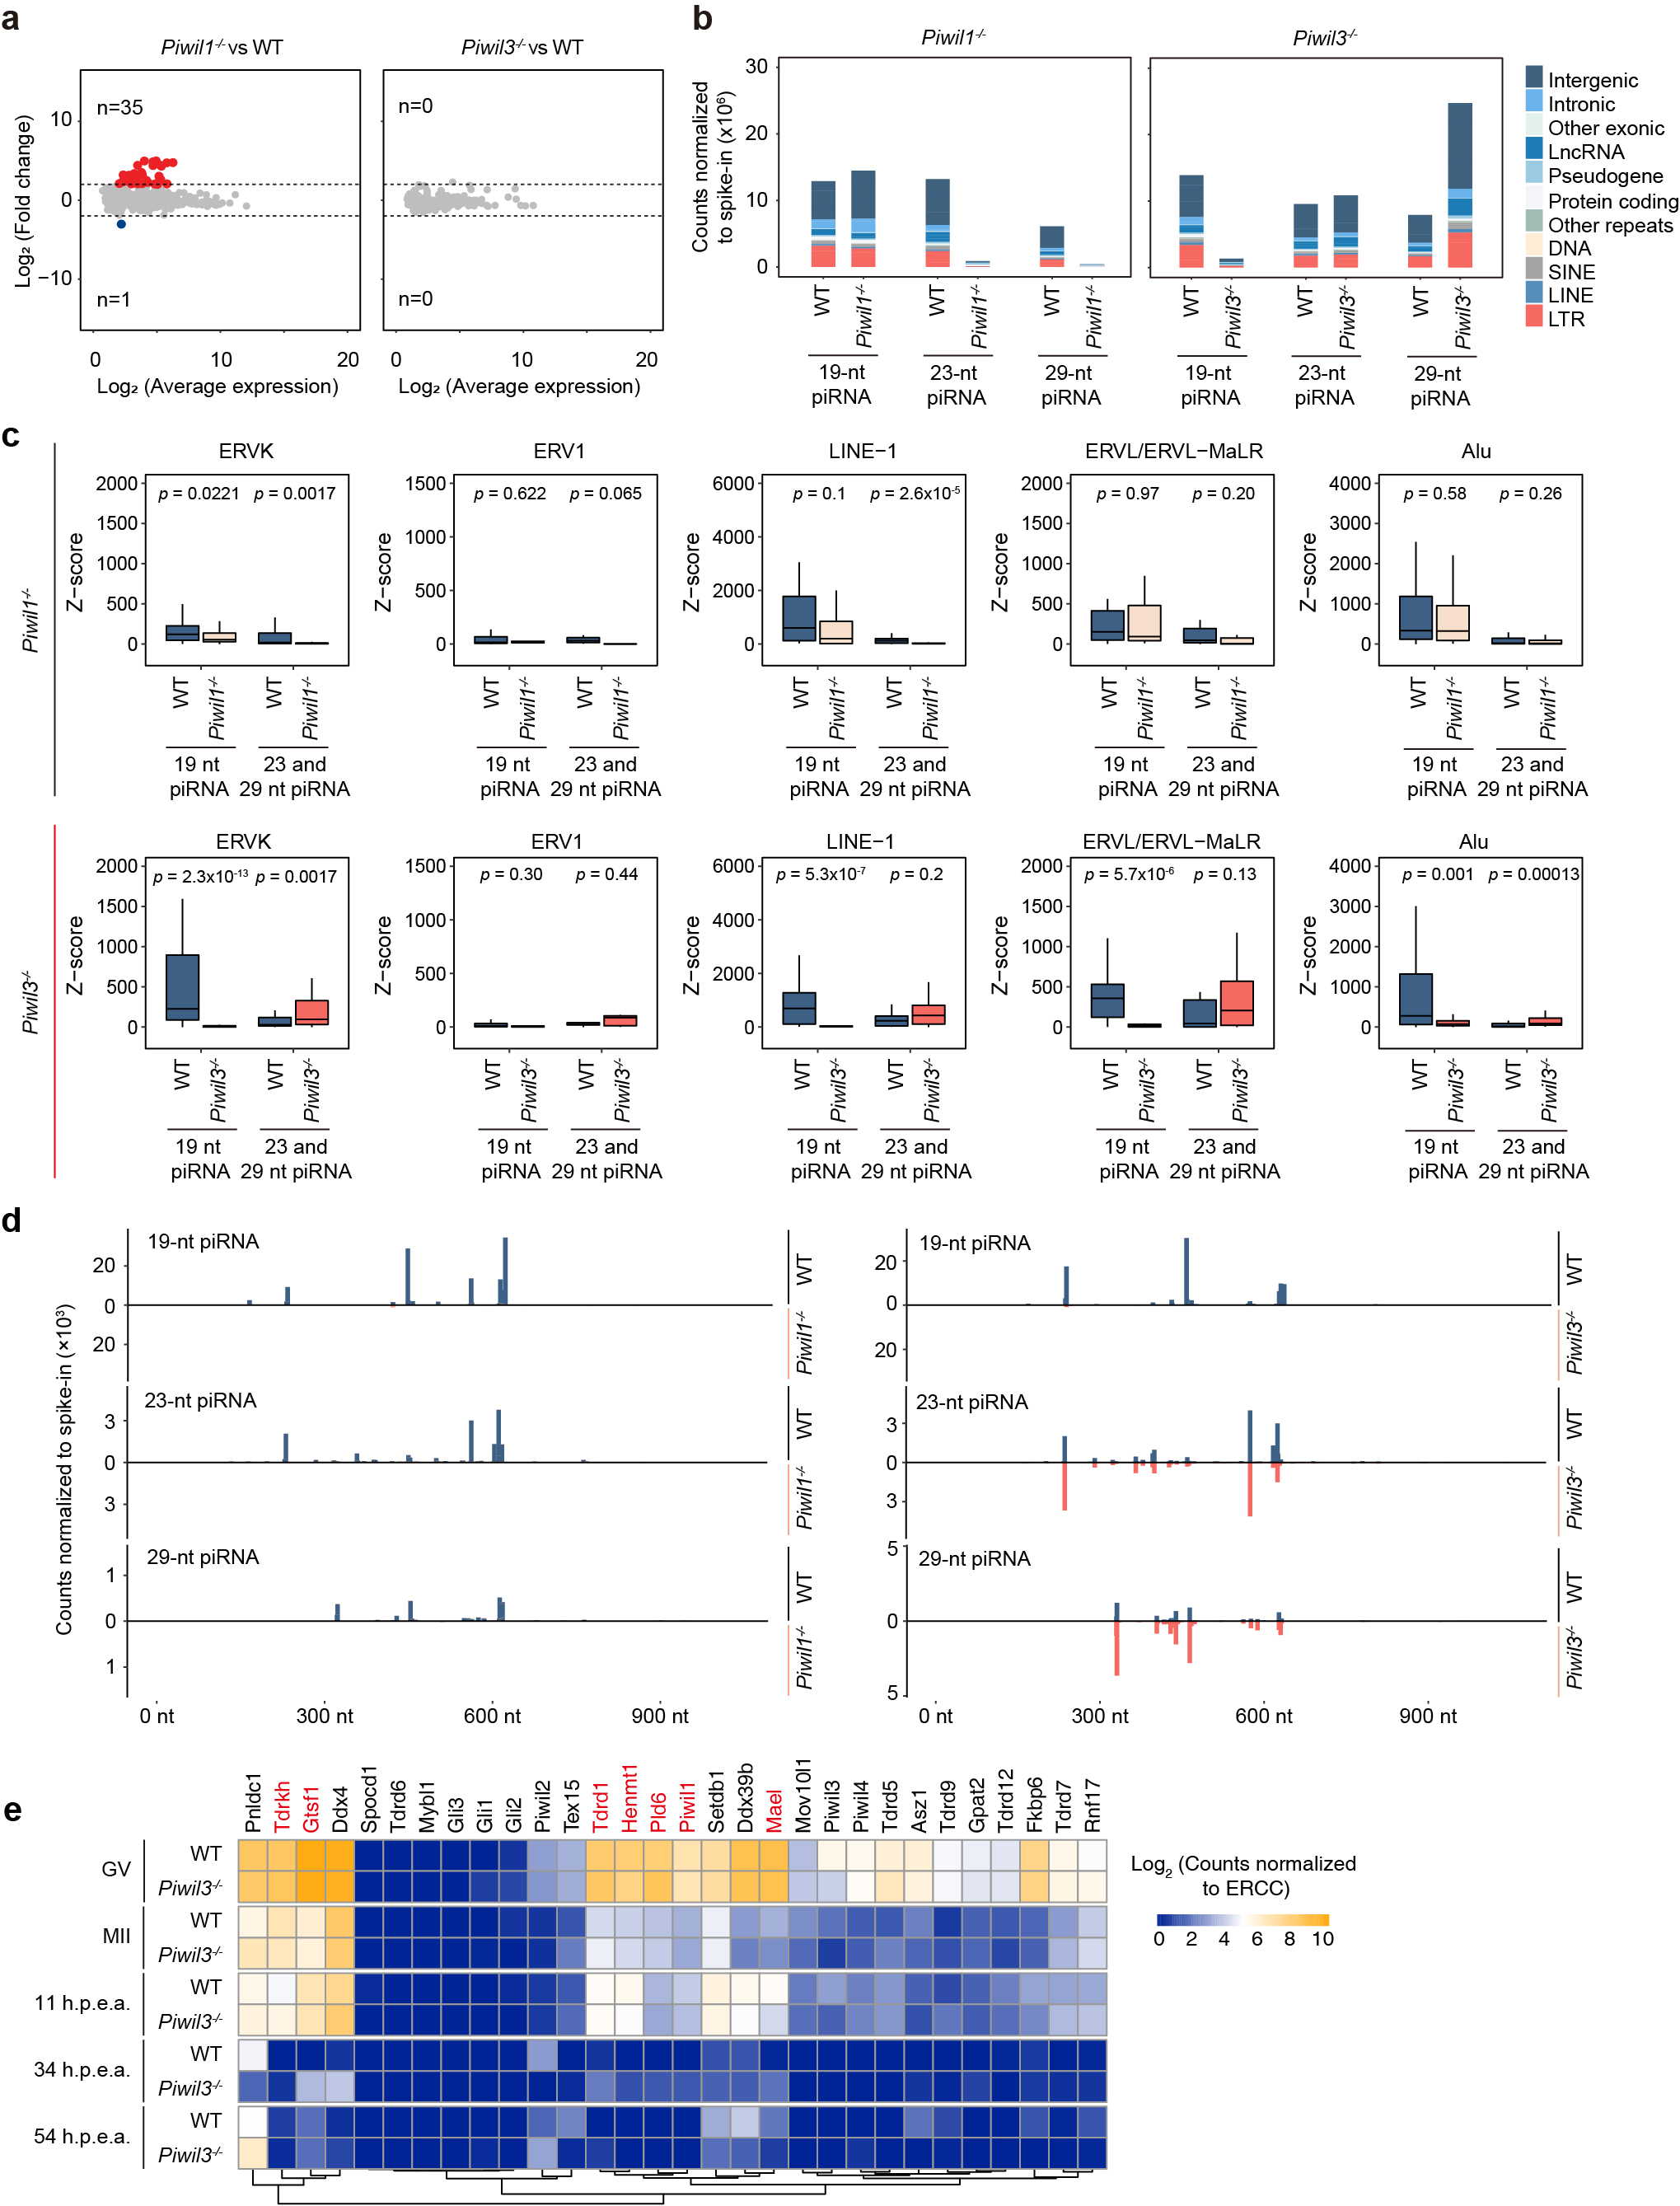

**Supplementary Fig. 5 Interplay between PIWIL1-piRNAs and PIWIL3-piRNAs on silencing TEs**

**(a)** Analysis of differentially expressed TEs in WT versus *Piwil1*^-/-^ or *Piwil3*^-/-^ MII oocytes. The expression levels of TEs were normalized to ERCC. The significantly up-regulated or down-regulated TE (≥ four-fold; FDR < 0.01, permutation test) are indicated in red or blue, respectively, and the TE number is shown. Data are the average values from three WT and *Piwil1*^-/-^ biological replicates or four WT and *Piwil3*^-/-^ biological replicates.

**(b)** Length and genomic annotation of piRNAs in WT versus *Piwil1*^-/-^ or *Piwil3*^-/-^ MII oocytes. piRNA counts were normalized to the exogenous spike-in.

**(c)** Box plots showing the Ping-Pong signature of 18-20-nt and 22-30-nt piRNAs derived from potentially active ERVK, L1, ERV1, Alu, or ERVL in WT or mutant MII oocytes. The level of the ping-pong signature is represented by the Z-score of 10-nt overlapped piRNAs from opposite strands; piRNAs with overlaps of different lengths serve as background. Z > 1.96 corresponds to P < 0.05. For the box plots, the centre line represents the median value, the box borders represent the upper and lower quartiles (25th and 75th percentiles, respectively), and the ends of the top and bottom whiskers represent the maximum and minimum scores, respectively. Two-sided Wilcoxon test was employed to examine the statistical significance, and no adjustments were made for multiple comparisons. Data are the average values of the biological replicates at each time point.

**(d)** Example (ltr-1_family-48|LTR/ERVK) of 19-nt, 23-nt, and 29-nt piRNAs distribution derived from ERVK families in WT, *Piwil1*^-/-^ and *Piwil3*^-/-^ MII oocytes. The horizontal axis represents the position of the consensus TE, and the vertical axis represents the normalized number of all mapped piRNAs with the same 5' end at each position.

**(e)** Heatmaps illustrating the expression of piRNA pathway genes during oogenesis and early embryogenesis in WT or *Piwil3*^-/-^ golden hamsters.

Data in (**b-e**) are the average values from three WT and two *Piwil1*^-/-^ biological replicates or four WT and *Piwil3*^-/-^ biological replicates.

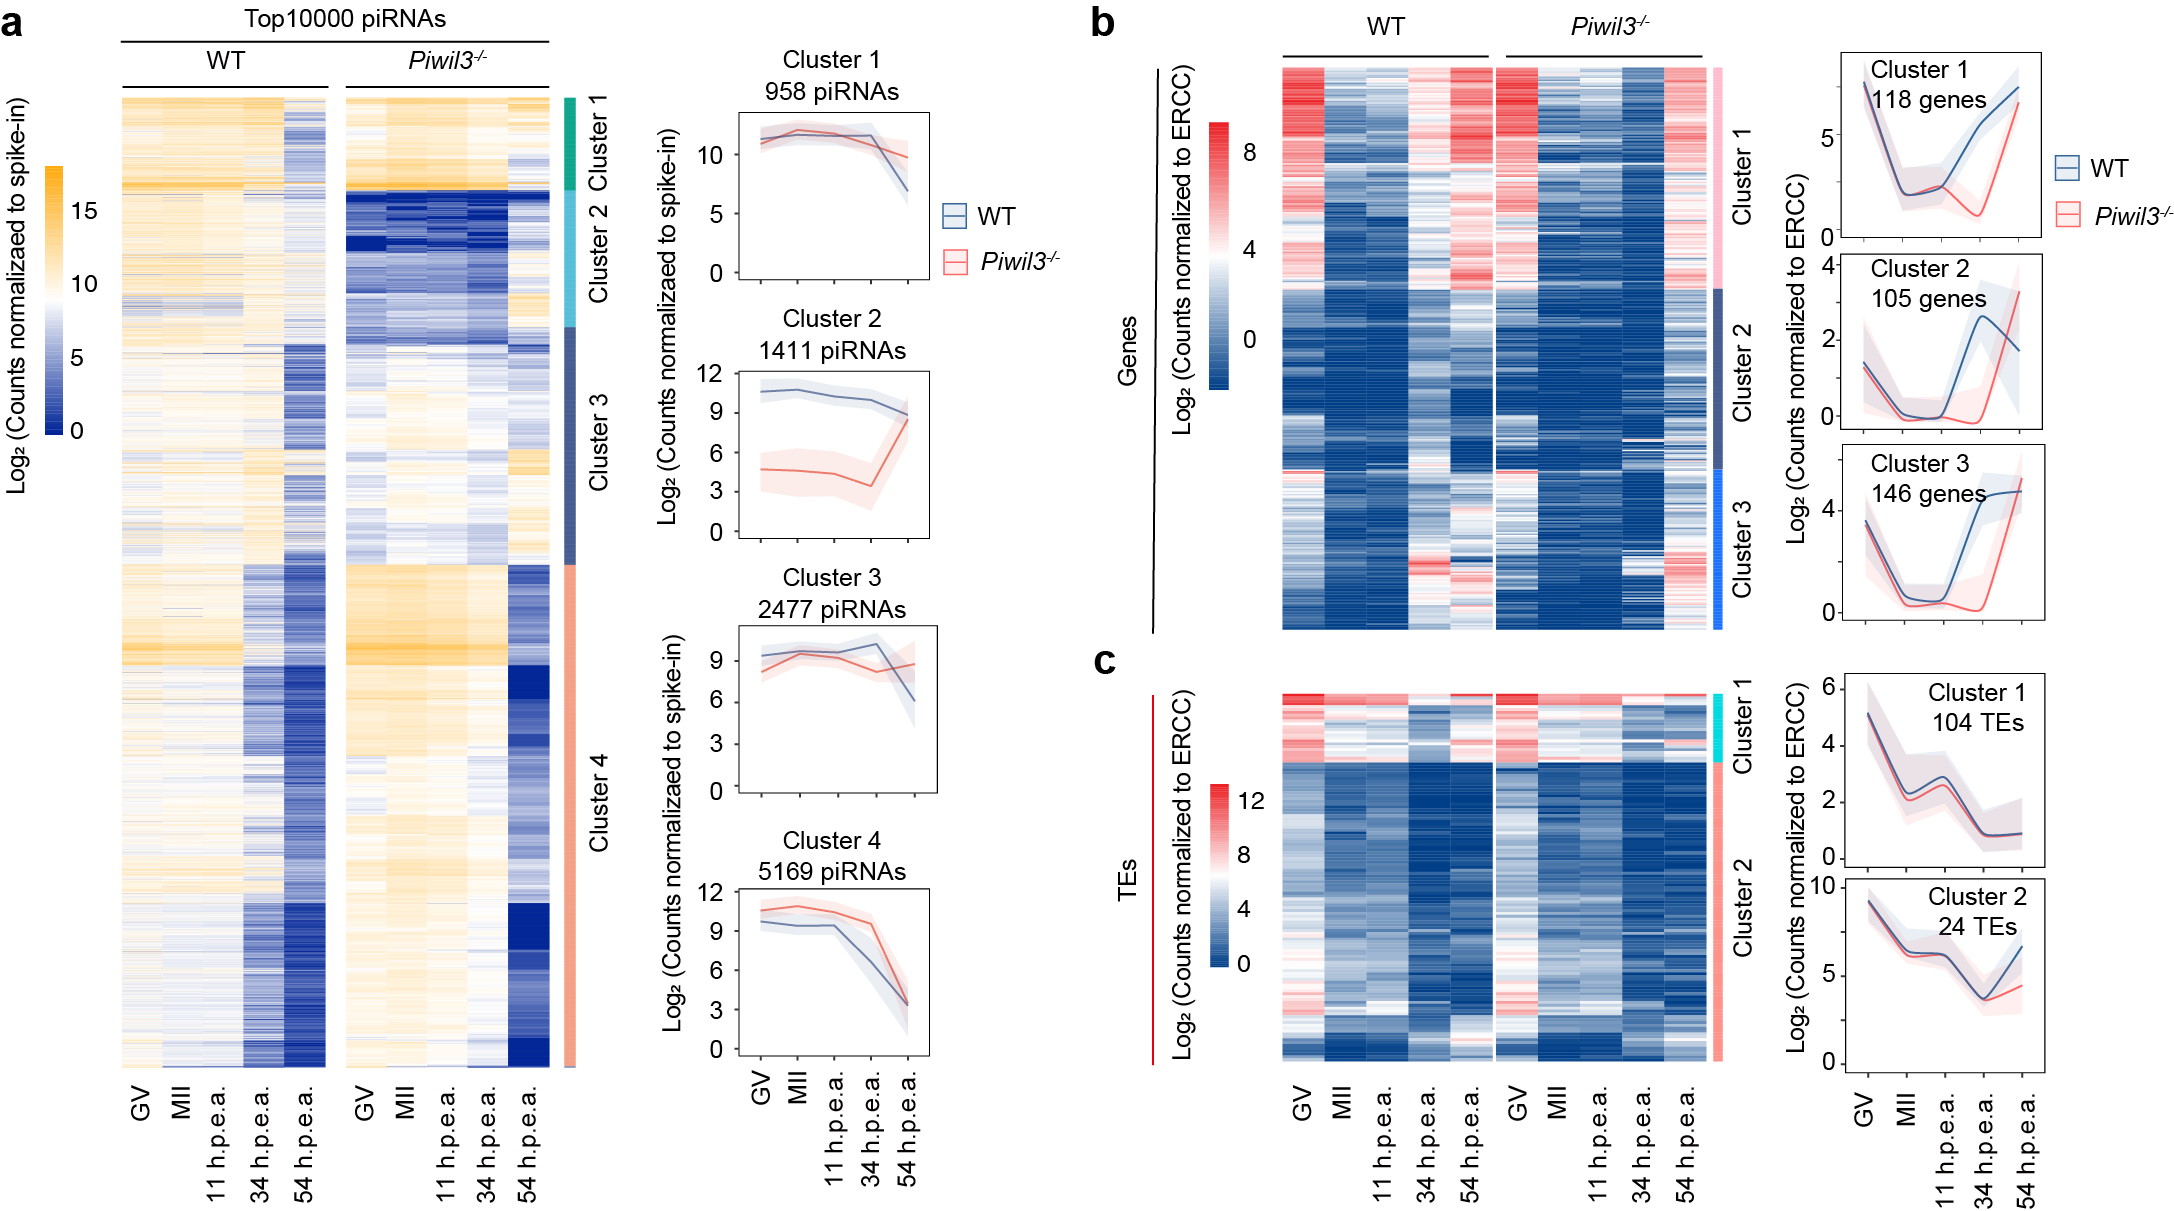

**Supplementary Fig. 6 Gene expression change in maternal *Piwil3****^-/-^* **embryos is delayed**

**(a-c)** Heatmaps showing the expression of the top 10000 piRNAs (**a**) or genes (**b**) or TEs **(c)** during oogenesis and early embryogenesis in WT or *Piwil3*^-/-^ golden hamsters. The displayed genes or TEs are up-regulated in WT 34 h.p.e.a. embryo versus WT 11 h.p.e.a. embryo. The clustering method ward is used. The line chart on the right illustrates the median value of piRNA expression on each selected cluster, the shadow borders represent the upper and lower quartiles (25th and 75th percentiles, respectively). The color of the bar on the right side of the heatmap represents different clusters.

Data in (**a-c**) are the average values of the biological replicates at each time point: n = 3 (GV), n = 4 (MII), n =5 (11 h.p.e.a.), n = 4 (34 h.p.e.a.), or n = 2 (54 h.p.e.a.) for WT; n =3 (GV), n = 4 (MII), n = 5 (11 h.p.e.a.), n = 3 (34 h.p.e.a.), or n = 2 (54 h.p.e.a.) for *Piwil3* mutants. *Piwil3*^-/-^, *Piwil3^-/-^* oocytes or maternal *Piwil3^-/-^* embryos.

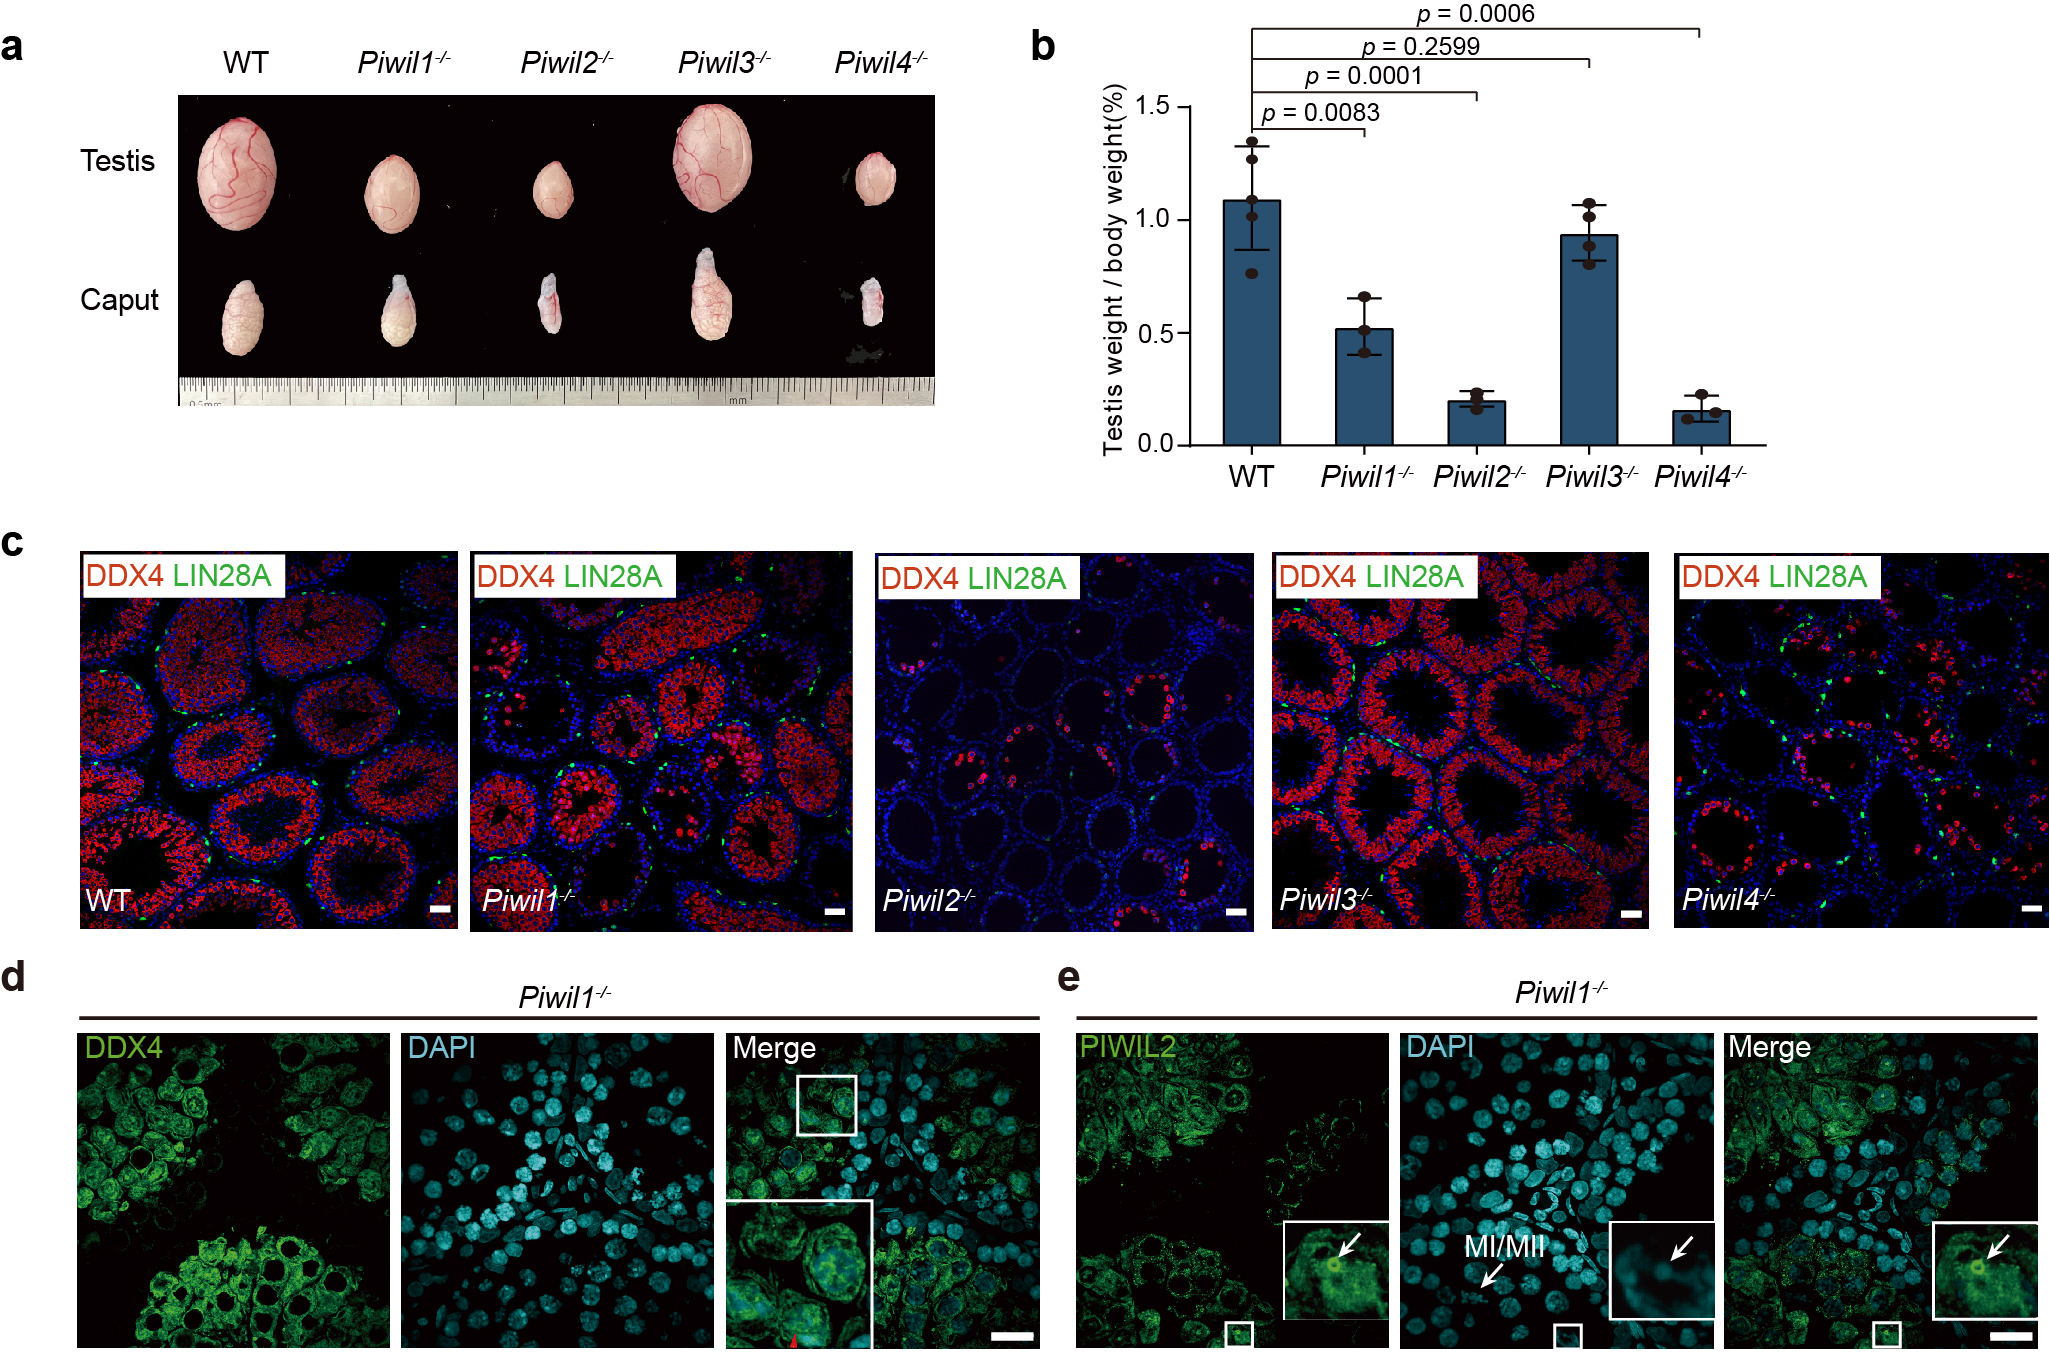

**Supplementary Fig. 7 Spermatogenesis defects in *Piwi*-deficient golden hamsters**

**(a)** Comparison of the testes and caput from adult WT, *Piwil1*^-/-^, *Piwil2*^-/-^, *Piwil3*^-/-^, and *Piwil4*^-/-^ golden hamsters.

**(b)** The weight ratio of the testis to body in WT or *Piwi*-deficient adult testes. Data are mean ± s.e.m. All *p* values are from two-tailed Student’s *t*-tests. n = 5 (WT), 3 (*Piwil1*^-/-^), 4 (*Piwil2*^-/-^), 4 (*Piwil3*^-/-^), or 3 (*Piwil4*^-/-^) biologically independent samples.

**(c)**  Immunofluorescence staining of adult testes to examine the presence of germ cells (marked by DDX4), and undifferentiated spermatogonia (marked by LIN28A). Diminished LIN28A staining was observed in *Piwil2*^-/-^ testes. Scale bars, 25 μm.

**(d-e)** Immunofluorescence staining of adult *Piwil1*^-/-^ testes with anti-DDX4 antibodies (**d**) and anti-PIWIL2 antibodies (**e**) shows the abnormal nuclear localization of DDX4 and PIWIL2. White arrows indicate aberrant perinuclear granules that resemble chromatoid bodies (CB). MI/MII, meiosis I/ meiosis II. Scale bars, 20 μm.

Source data are provided as a Source Data file.

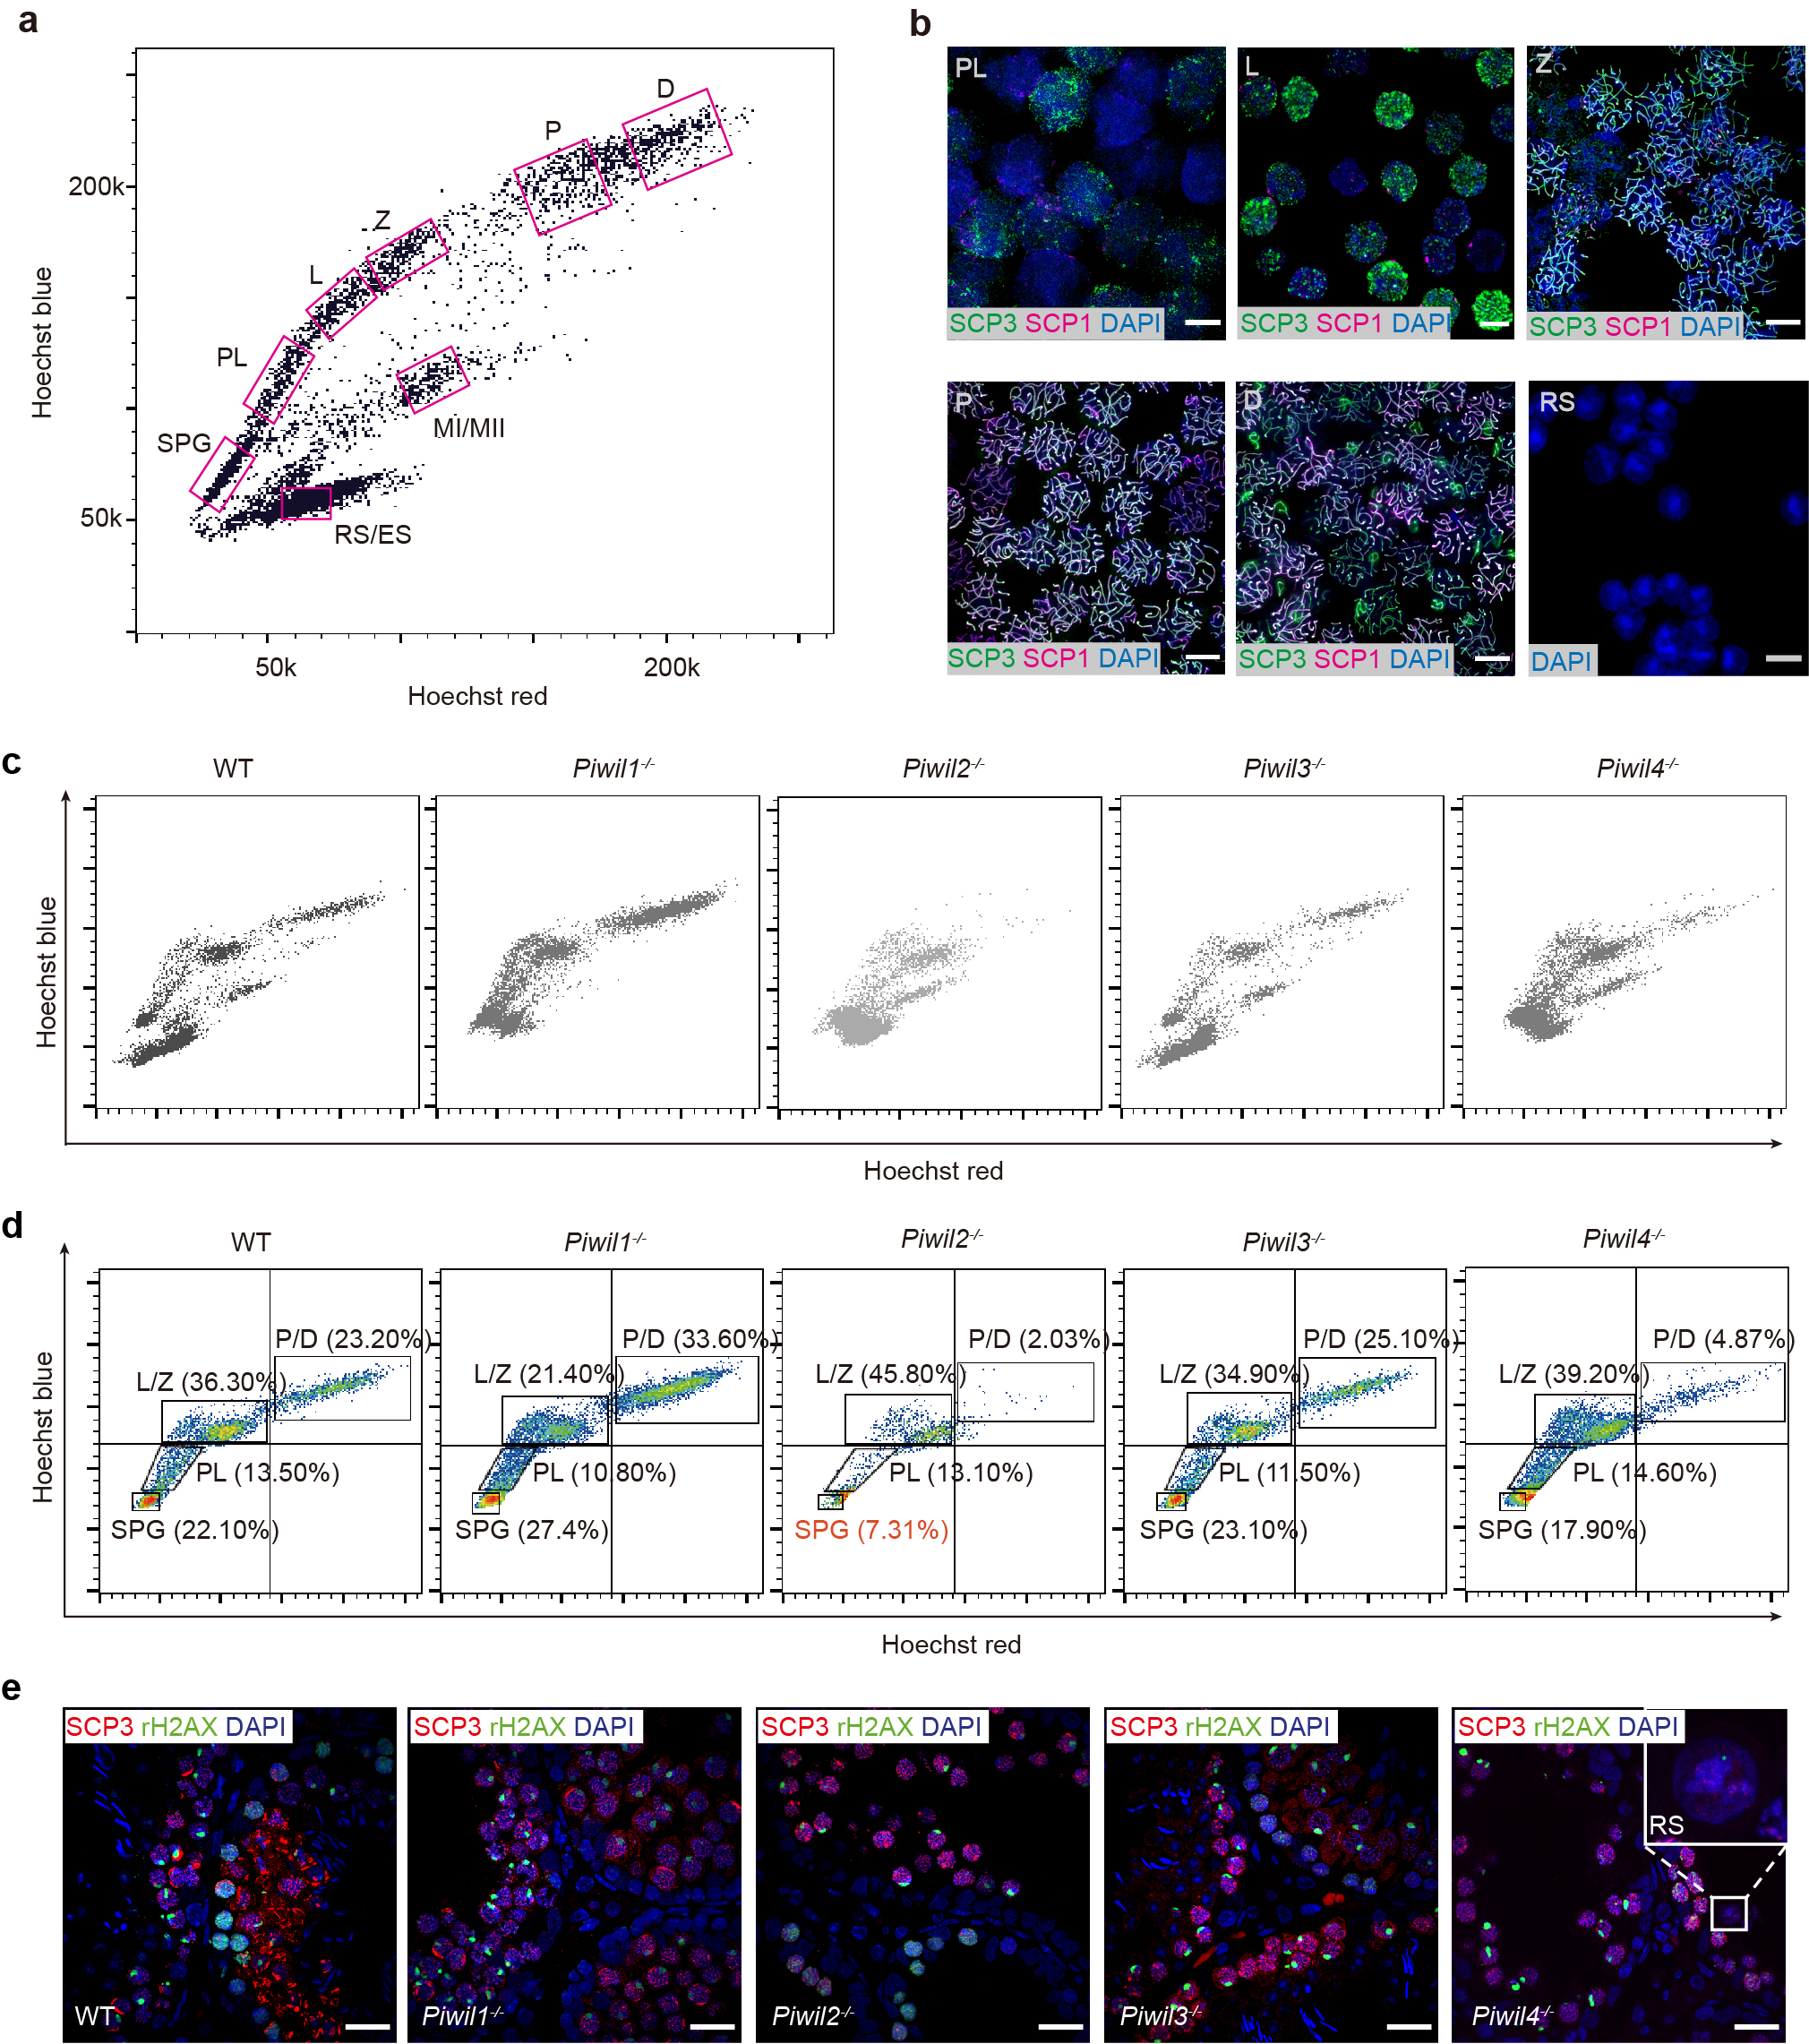

**Supplementary Fig. 8 Composition of spermatogenic cells in *Piwi*-deficient testes**

**(a)** FACS sorting of spermatocytes and round spermatids from the adult testes. Spermatogenic cells are stained with Hoechst33342, and main cell populations are indicated using the red boxes. SPG, spermatogonia; PL, preleptotene spermatocytes; L, leptotene spermatocytes; Z, zygotene spermatocytes; P, pachytene spermatocytes; D, diplotene spermatocytes; MI/MII, meiosis I/ meiosis II spermatocytes; RS/ES, round/elongating spermatids.

**(b)** Chromatin spread and immunofluorescence staining from purified spermatocytes and round spermatids in **(A)** to determine the cell purity. Spread nuclei are double-labeled with SCP1 and SCP3 and counterstained with DAPI. Scale bar, 8 µm.

**(c)** Flow cytometric analysis of adult hamster testicular cells. DNA was stained with Hoechst33342.

**(d)** Spermatocytes purified from the testicular cells in (**C**) and reanalyzed by FACS. The ratio of individual substages is indicated.

**(e)** Immunofluorescence analysis of adult hamster testes with anti-SCP3 and anti-γH2AX antibodies. Nuclei were stained with DAPI. Scale bars, 20 μm.

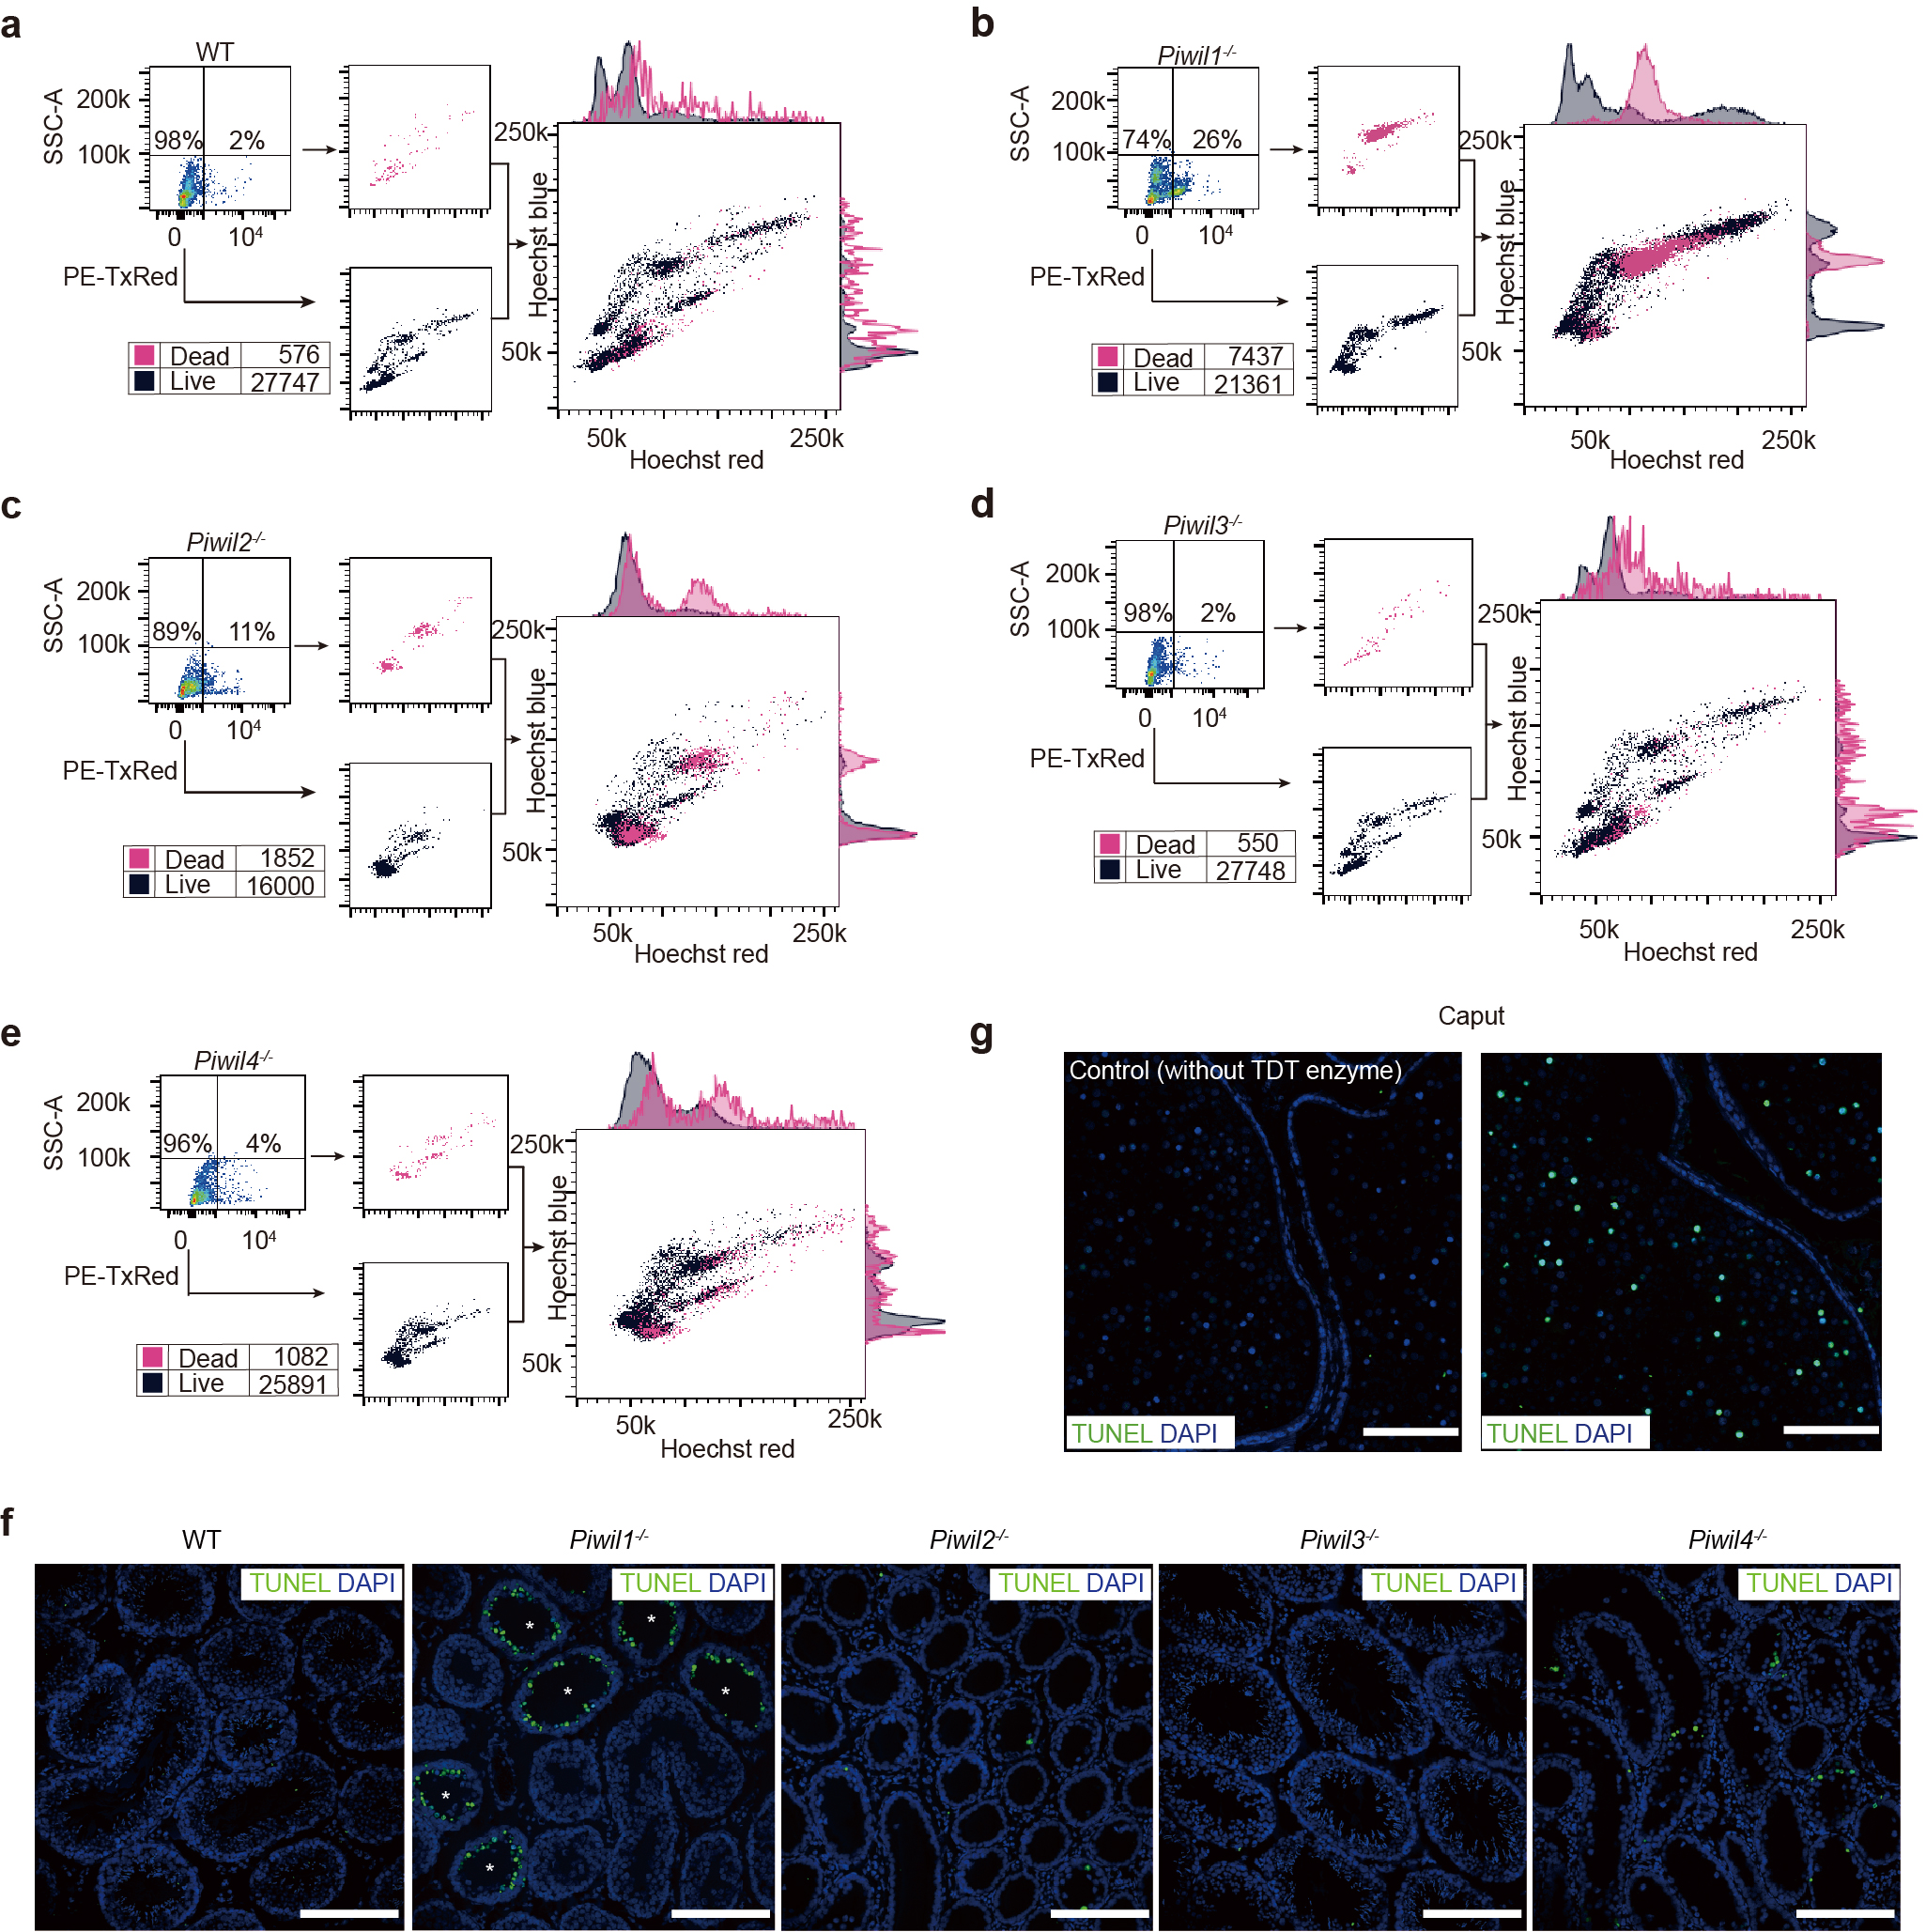

**Supplementary Fig. 9 Spermatocytes undergo mass mortality in *Piwil1****^-/-^* **males**

**(a-e)** Flow cytometric analysis of adult testicular cells from WT (**a**), *Piwil1*^-/-^ (**b**), *Piwil2*^-/-^ (**c**), *Piwil3*^-/-^ (**d**), and *Piwil4*^-/-^ (**e**) golden hamsters using Hoechst33342 and PI. Cell viability was determined by the fluorescence of “PE-TxRed”. Cells that fall within the bottom left gate are living (black), while within the bottom right are dead (magenta). The frequency of each event is present in the table. Those cells were further subdivided into different species based on the fluorescence of Hoechst.

**(f-g)** TUNEL staining analysis of adult testes **(f)** from WT, *Piwil1*^-/-^, *Piwil2*^-/-^, *Piwil3*^-/-,^ and *Piwil4*^-/-^ golden hamsters or caput epididymis **(g)** from *Piwil1*^-/-^ golden hamsters. Elevated levels of apoptosis in *Piwil1*^-/-^, *Piwil2*^-/-^, and *Piwil4*^-/-^ adult testis and *Piwil1*^-/-^ caput epididymis is observed. Scale bars, 200 μm.

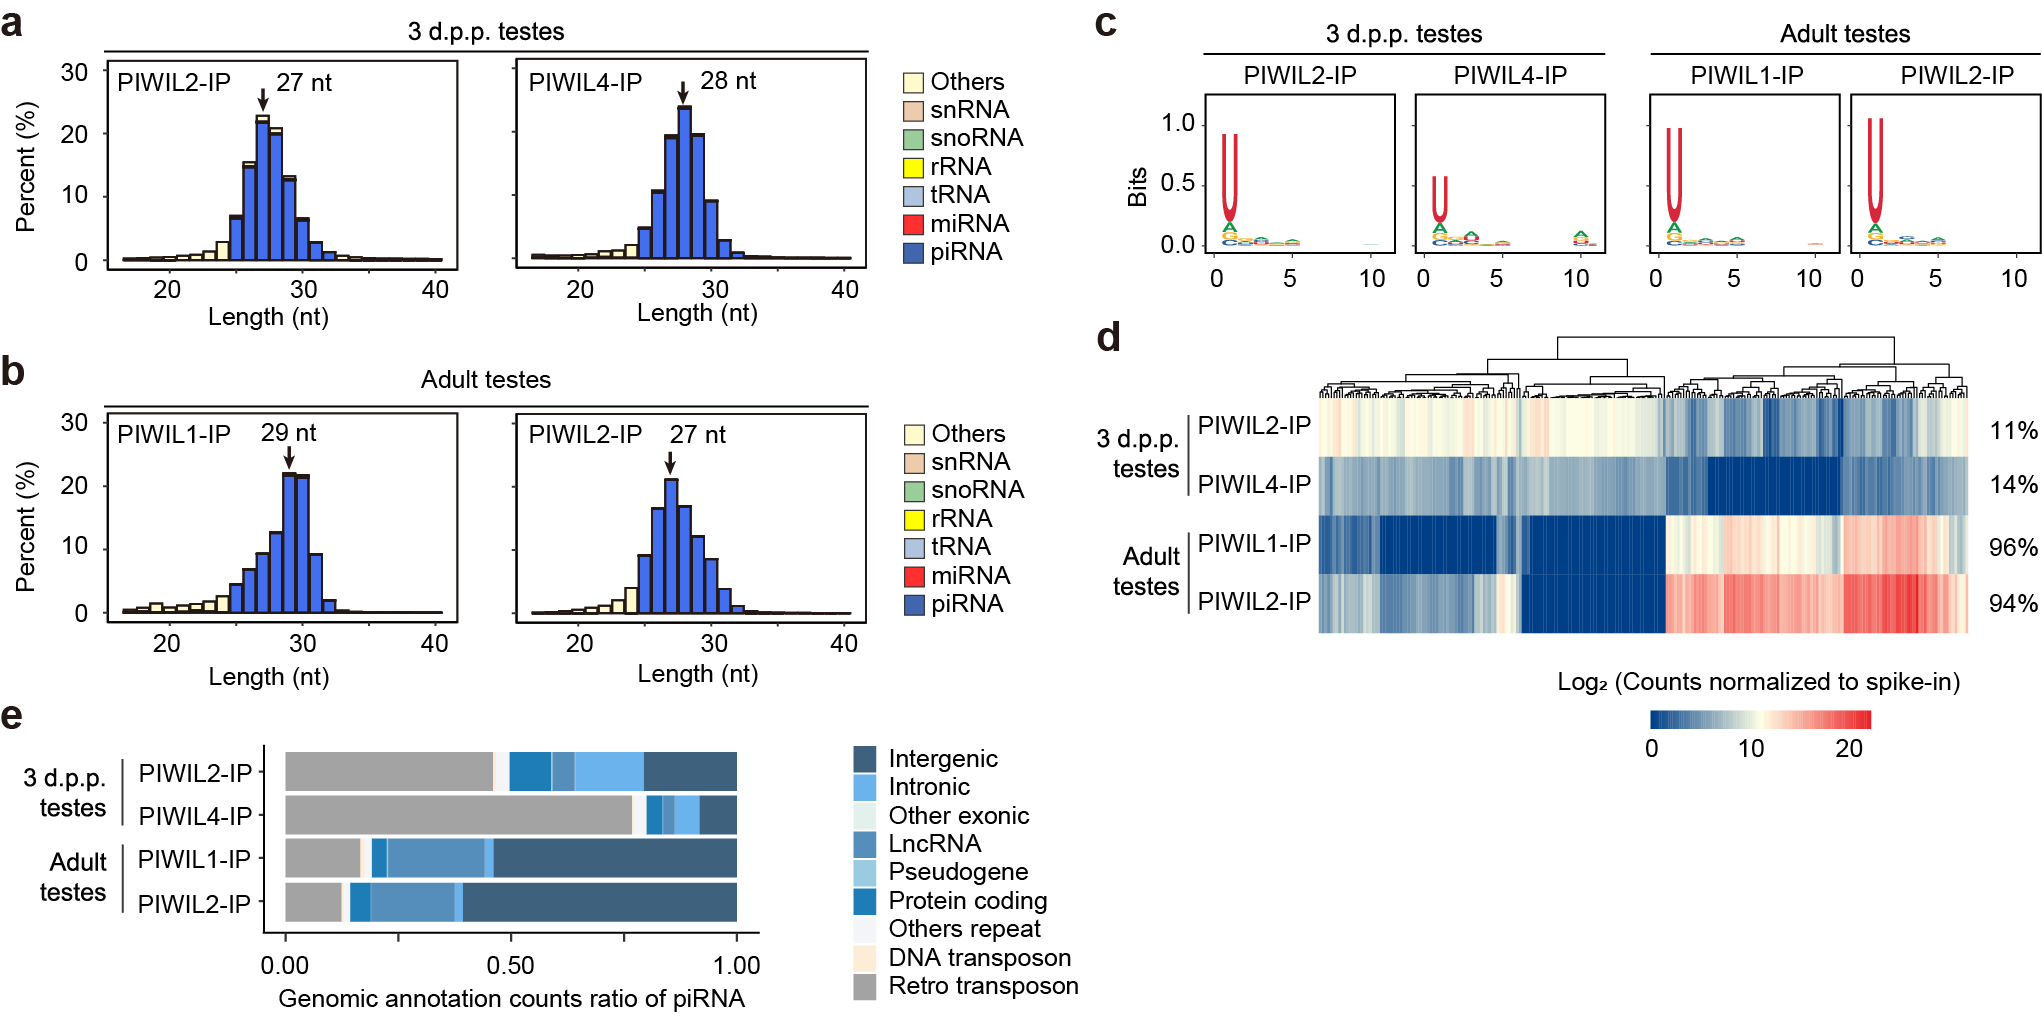

**Supplementary Fig. 10 Characterization of piRNAs in WT postnatal and adult testes**

**(a-b)** The size distribution of PIWI-bound piRNAs identified by immunoprecipitation using anti-PIWIL1, anti-PIWIL2, or anti-PIWIL4 antibodies in postnatal **(a)** or adult testes **(b)**. The small RNA counts were normalized to the exogenous spike-in. Data are the average values of two biological replicates.

**(c)** Base-preference of PIWIL1-, PIWIL2- and PIWIL4-piRNAs in postnatal or adult testes.

**(d)** The expression level of the top 100 piRNA clusters in postnatal or adult testes from immunoprecipitation. The normalization method is the same as **(a)**. The values on the right side of the heatmap indicate the ratio of piRNAs derived from these top 100 clusters to total piRNAs.

**(e)** Genomic annotation of PIWIL2- and PIWIL4-piRNAs in postnatal testes or PIWIL1- and PIWIL2-piRNAs in adult testes. piRNA origins are indicated by different colors.

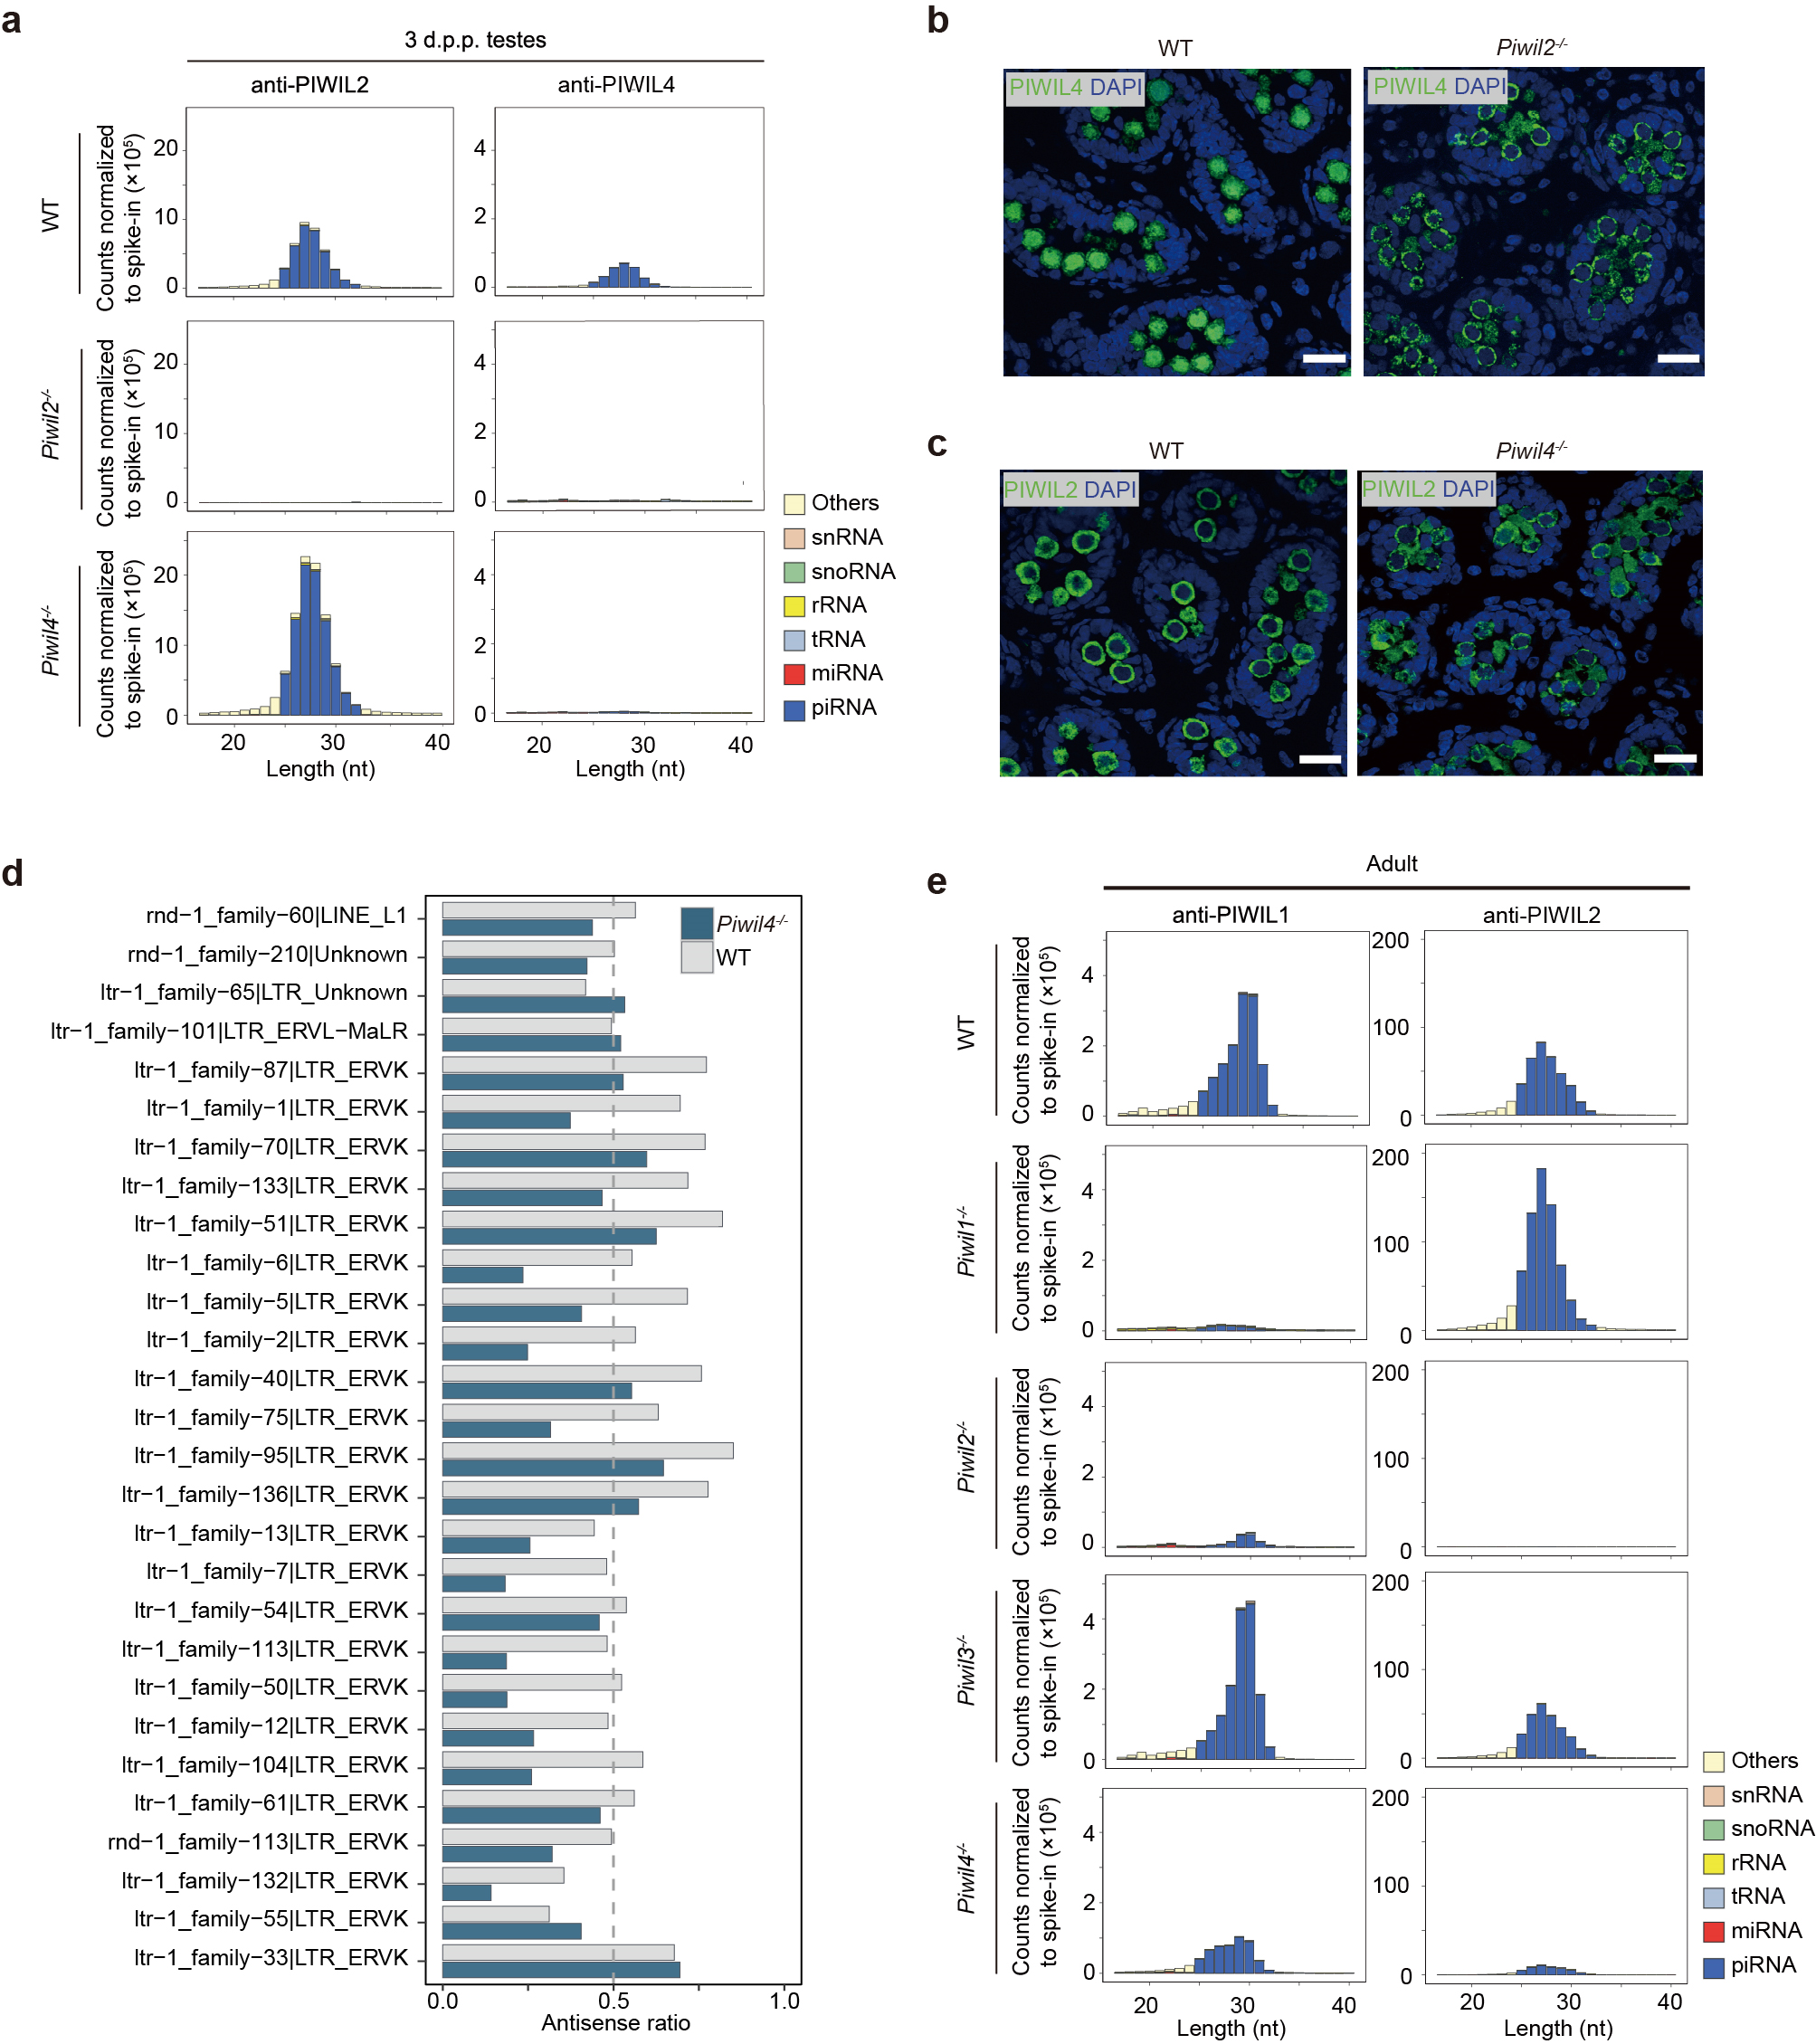

**Supplementary Fig. 11 Characterization of piRNAs in *Piwi*-deficient testes**

**(a)** The size distribution of PIWI-bound piRNAs identified by immunoprecipitation using anti-PIWIL2 or anti-PIWIL4 antibodies in WT or *Piwi*-deficient postnatal testes. Small RNA counts were normalized to the exogenous spike-in. Data are the average values of two biological replicates.

**(b-c)** Immunofluorescence analysis of *Piwi*-deficient postnatal testes with anti-PIWIL4 antibodies (**b**) or anti-PIWIL2 antibodies (**c**). PIWIL2 deficiency disturbs the nuclear localization of PIWIL4, while PIWIL4 deficiency does not change the expression or localization of PIWIL2. Scale bars, 20 μm.

**(d)** Proportion of piRNAs derived from TE antisense strands in WT or *Piwil4*^-/-^ postnatal testes. All up-regulated TEs in *Piwil2^-/-^* or *Piwil4^-/-^* postnatal testes are included. Data are the average values of two biological replicates.

(**e)** The size distribution of PIWI-bound piRNAs identified by immunoprecipitation using anti-PIWIL1 or anti-PIWIL2 antibodies in WT or *Piwi*-deficient adult testes. The normalization method and the number of biological replicates are the same as in **(a)**.

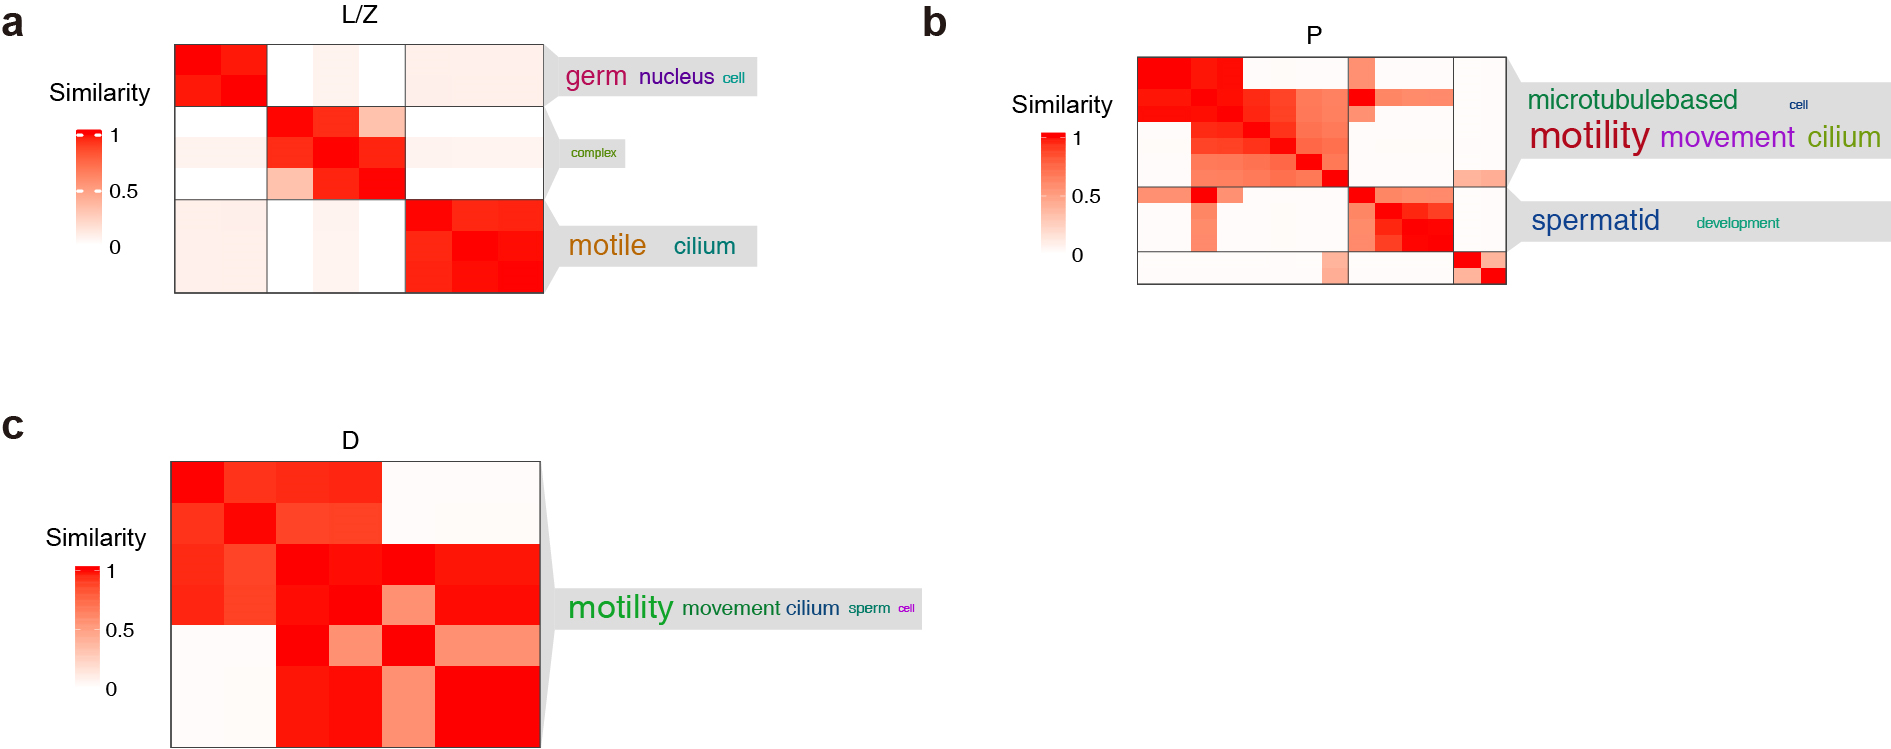

**Supplementary Fig. 12 Gene ontology (GO) analysis of DEGs in *Piwil1*^-/-^ spermatocytes**

**(a-c)** Top-ranking GO terms (biological processes) of differentially expressed genes in *Piwil1*-deficient leptotene/zygotene **(a)**, pachytene **(b)**, or diplotene **(c)** spermatocytes.

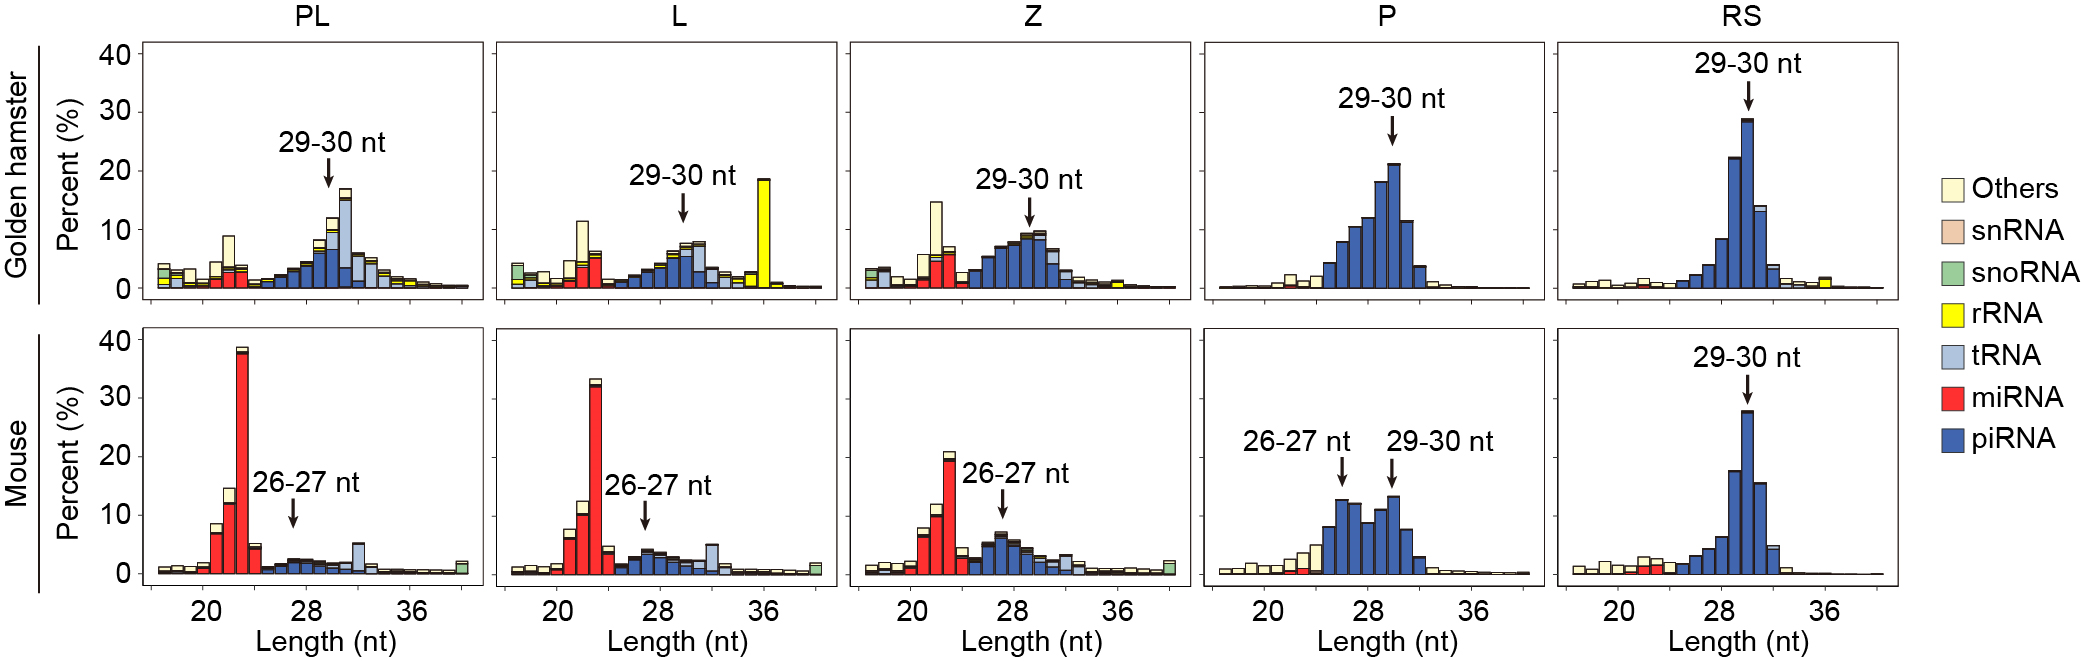

**Supplementary Fig. 13 Composition of small RNA categories during spermatogenesis in golden hamsters and mice**

The golden hamster germ cells of each stage were collected by FACS sorting. The small RNA counts were normalized to the total mapped reads. For golden hamsters, data are the average values of two biological replicates at each time point. For mice, data are obtained from GSE101933.

# Supplementary material for: The non-redundant functions of PIWI family proteins in gametogenesis in golden hamsters
**Source:** Nat Commun. 2023 Aug 29;14:5267. doi: 10.1038/s41467-023-40650-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: List of oligonucleotide sequences.

Supplementary Data 2: Sequencing data summary of small- and long-RNAs

Supplementary Data 3: Gene expression levels in oocytes and early embryos derived from WT, *Piwil2*^{-/-}, *Piwil3*^{-/-} and *Piwil4*^{-/-} golden hamsters.

Supplementary Data 4: Gene expression levels in *Piwi*-deficient golden hamster testis.

Supplementary Data 5: Differentially expressed consensus TEs in WT versus *Piwil1*^{-/-} MII oocyte.

Supplementary Data 6: Differentially expressed consensus TEs in WT versus *Piwil3*^{-/-} MII oocyte.

Supplementary Data 7: Gene expression levels in oocytes and early embryos derived from WT and *Piwil3*^{-/-} golden hamsters.

Supplementary Data 8: Top10,000 piRNA expression during oocyte and embryo development in WT or *Piwil3*^{-/-} mutants.

Supplementary Data 9: List of delayed genes in maternal *Piwil3*^{-/-} embryos

Supplementary Data 10: Consensus-TE expression levels in oocytes and early embryos derived from WT and *Piwil3*^{-/-} golden hamsters.

Supplementary Data 11: Consensus-TE expression levels in *Piwi*-deficient golden hamster testis.

Supplementary Data 12: Gene expression levels in *Piwil1*-deficient spermatogenesis of golden hamster.

Supplementary Data 13: Consensus-TE expression levels in *Piwil1*-deficient spermatogenesis of golden hamster.

Supplementary Data 14: The pachytene piRNA clusters in spermatogenesis of golden hamster.

Supplementary Data 15: The syntenic genomic coordinates of the pachytene piRNA clusters in spermatogenesis of golden hamster for mouse and human.

How the deposited data were processed for this re-analysis (not part of the article)

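RNA-seq values were analysed for 103 libraries in 4 expression tables: oocytes and embryos (43 libraries), whole testes (16), sorted WT and *Piwil1*-/- spermatocytes (30) and a series of sorted WT germ cell stages (14). Of the 105 columns 2 matched no listed sample and were not used. The authors made the libraries with Smart-seq2 and ERCC spike-in RNA, trimmed reads with Trim Galore 0.5.0, mapped them with STAR 2.9 to BCM_Maur_2.0 and counted them with featureCounts 1.6.4. For the oocyte and sorted cell tables the deposited values are a ratio that the authors made before deposit, mapped fragments per kilobase of gene relative to 10000 ERCC reads, and for the testis table the same ratio relative to 1000 ERCC reads. For the stage series the deposited values are FPKM as the authors made them, and the total they are relative to is not stated in the labels. All 36133 gene IDs matched an NCBI gene symbol. The small RNA libraries were not analysed here, since no table of values of that kind was used.

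The libraries held 2345297 to 6488103 raw reads for oocytes and embryos, 2945010 to 5849561 for testes, 3348424 to 5564899 for sorted cells and 3504178 to 8901890 for the stage series, as listed in Supplementary Data 2. The value that 1 read in a gene of 1 kb gives follows from the ERCC reads and is 0.894 to 1.23 in GV oocytes, 0.159 to 0.522 in MII oocytes and at 11 h.p.e.a., 0.0102 to 0.0219 at 34 h.p.e.a., 0.0344 to 0.0900 at 54 h.p.e.a., 0.0297 to 0.125 in testes and 0.0525 to 0.333 in sorted cells. It covers counting error only.

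Samples were grouped by the genotype and stage in their labels; 2 WT libraries titled 8 h.p.e.a. were grouped with 11 h.p.e.a., as their stage label gives it, and the MII oocytes were taken as 2 sets, following the 2 WT groups of the labels, 1 with *Piwil3*-/- and 1 with *Piwil2*-/- and *Piwil4*-/-, a pairing that the labels do not state. Genes with a value over 2 in at least 40% of the samples compared were tested, or over 0 in at least 40% where fewer than 5000 genes passed. log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) over all groups of an experiment, with data.table 1.17.8 and statmod 1.5.0. In 26 comparisons, each adjusted by the Benjamini-Hochberg method, genes were called at 4-fold or more and an adjusted p under 0.01, and changes between stages were compared between genotypes by interaction contrasts. Log2 differences are those of the fit, on values with 1 added, and are smaller than the ratio of the means where values are low. For single genes a two-sided exact permutation test over the libraries was added. The 30 gene lists were set before the data were examined. Those with at least 5 genes tested were compared with all other genes by camera, with a preset correlation of 0.01 and with an estimated one. They were also tested by fry, which asks whether the genes of a list change and does not compare them with other genes. A list of the paper, the 369 genes of Supplementary Data 9, was added to them and was chosen by the study on these samples.

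The genes named in the text were set by a rule before the data were examined, and it was applied as follows. In each direction the 10 genes with a gene name and the largest change were taken, at an adjusted p under 0.05 without the 4-fold limit. Their groups had not to overlap, except in interaction contrasts, where this was not asked. Where no gene passed in a direction, the 3 with the lowest p took their place. Added were up to 4 genes of each list with an adjusted p under 0.05, or 2 of the most abundant where none passed. Every gene the paper names was added too. A few genes that this rule selects are not reported here. The group of 11 mitochondrially encoded genes, the 2 unnamed genes in adult *Piwil3*-/- testes and Hmgb4 and Piwil1 in single sorted libraries were looked at after the values were seen. The procedure was tested on simulated data with 200 planted genes, all with a mean value over 5. Alternatives were a pseudocount of 0.1, no filter and a filter at 5, rescaling to equal totals or by median ratios, a fit of the compared groups alone, no trend, 2 looser thresholds, the replicate number as a block, the other set of WT MII oocytes as controls, leaving out the libraries titled 8 h.p.e.a., merging the libraries A and B of a number, and leaving out each library in turn; leaving out the WT sorted libraries numbered 1 and testing the same genes in both genotypes over time were added later. Other splits of the same libraries, at most 100 for each comparison, were fitted in the same way. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.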

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

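The tests of the scaling and of a loss of all RNA at 34 h.p.e.a., the tests on mitochondrial RNA and the test of a swapped library were chosen after the results were seen, while those of a delay, of pachytene cells in the leptotene/zygotene sort and of the stage-by-genotype changes were set before.

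Maternal *Piwil3*-/- embryos at 34 h.p.e.a. had fewer of the transcripts that WT embryos had gained and more of some that fall in WT embryos, and the change from 11 to 34 h.p.e.a. differed between the genotypes for 910 genes and that from 34 to 54 h.p.e.a. for 1672. The spike-in scaling of the values is not the whole cause, since with every library rescaled to its own total the median log2 difference was -5.525 for the ribosomal protein genes and -5.961 for the genes of Supplementary Data 9. A loss of all RNA alike is excluded as well by 369 genes called higher. A delay of the embryos is a candidate explanation. Of the genes lower at 34 h.p.e.a. 79.2% are higher in WT at 54 than at 11 h.p.e.a., against 29.9% of all genes. Of the genes higher 96.7% are lower there, against 70.1%. The WT libraries at 11 and 54 h.p.e.a. are not used in the comparison at 34 h.p.e.a. However, genes called lower had to be present in WT at 34 h.p.e.a., and all genes were not matched for that level. The choice of genes therefore favours such shares. They also cannot tell a delay from an arrest of development, which the paper reports for most of these embryos. Whether the delay lies in the embryos' age, their viability or the action of PIWIL3 itself was not tested.

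In *Piwil3*-/- MII oocytes 10 of 11 mitochondrially encoded genes were higher than in WT. The scaling does not explain it, since the median log2 difference was 1.937 with total rescaling. A difference between the 2 sets of WT libraries does not explain it, since the *Piwil3*-/- libraries stood at 2.18% or more of all values and the WT libraries at 0.763 to 1.09% and 0.976 to 1.70%. Both *Piwil4*-/- libraries, at 2.19% or more, and 1 of 3 *Piwil2*-/- libraries, at 2.264%, also lay above every WT library, so the rise is not particular to *Piwil3*-/-, and a batch that knockout libraries share was not tested, as the labels give a set for WT only. Whether it begins in the growing oocyte stays open, as the median in GV oocytes was 0.5339 with none of the 11 genes passing, while it was -0.06794 at 11 h.p.e.a., and at 34 h.p.e.a. 10 of 12 genes were lower.

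Among WT leptotene/zygotene cells the 2 libraries numbered 1 had Piwil1 at 28.3 and 77.7 and those numbered 2 at 1.41 and 2.53, and the change from leptotene/zygotene to pachytene differed between the genotypes for 17 genes, but for 4 without the WT libraries numbered 1, a choice made after seeing the data, and that from pachytene to diplotene for 6. Pachytene cells in the sort are an explanation that stays open. Genes at least 16 times higher in pachytene than in zygotene cells of the separate WT series were compared with the mean of the libraries numbered 2. Above it they stood at a median of 2.49% and 13.1% of their pachytene level in libraries 1A and 1B. Of 82 genes, 80 and 82 lay above that mean, while Piwil1 stood at 9.46% and 27.3%. As Piwil1 was at 284 in WT diplotene and 280 in WT pachytene cells, its share would count diplotene cells too. Both medians lie under the bounds set beforehand against this explanation, 4.73% and 13.65%, which follow from the share of Piwil1. By that rule the medians go against it. The rule in its favour asked for a share within 2 times of that of Piwil1 and a lower quartile above 0. The lower quartile was above 0 in both libraries, at 1.31% and 9.41%, but the medians fell short of that share. The upper quartile was not part of the rule set beforehand. In library 1B the median lies close to its bound and the upper quartile of the genes, 19.9%, passes it (4.6% in 1A). The explanation is therefore taken here as neither excluded nor shown. A swap with a pachytene library is excluded, as the lowest WT pachytene value of Piwil1 was 2.96 times the highest of these. Flagellum genes made up 1.49 and 3.09 of every 1000 of all values in the WT leptotene/zygotene libraries numbered 1, beside 0.54 and 0.555 in those numbered 2. Genes of spermatid development made up 1.56 and 2.76, beside 0.77 and 0.854. These values were not part of the rule and go with later germ cells in the sort. The WT libraries numbered 1 also held Hmgb4 in pachytene cells at 11.4 and 12.6, where those numbered 2 had 0.202 and 0.264. A batch or animal behind the number was not tested, as the labels do not explain it.

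Single libraries lay far from the others of their group in 4 of 65 groups and measures looked at, and chance alone marks about 1 in 20. They were Piwil2 at 1.625 in maternal *Piwil3*-/- replicate 2 at 11 h.p.e.a., Piwil3 at 4.617 and Piwil4 at 5.869 in WT replicate 2 of the MII libraries compared with *Piwil3*-/-, and a sum of all values of 292463 in WT pachytene library 2A. Adult *Piwil1*-/-, *Piwil2*-/- and *Piwil4*-/- testes had 1168, 2911 and 2786 genes called against WT, but the 2 WT libraries decide much of this: without WT replicate 1 the counts were 127, 770 and 961, and without WT replicate 2 they were 74, 723 and 965.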

How the results depend on the processing

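The alternatives were set before the data were examined, except those that left out the WT sorted libraries numbered 1 and the same genes for both genotypes over time, which were chosen after seeing the data. The ribosomal protein genes and the genes of Supplementary Data 9 stayed lower in maternal *Piwil3*-/- embryos at 34 h.p.e.a. with total rescaling, and the pachytene and diplotene counts stayed within 1.5 times except at the looser thresholds and, for diplotene cells, with median ratio rescaling. Where a count moved the cause was not tested, except that looser thresholds pass more genes by construction. Tools for counts were not run, since the values are not counts.

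With 0.1 added before the logarithm in place of 1, the count of genes called went from 116 to 53 for *Piwil3*-/- GV oocytes, 20 to 6 for embryos at 11 h.p.e.a., 1294 to 2903 for embryos at 34 h.p.e.a., 910 to 1593 for the difference in change from 11 to 34 h.p.e.a., 2052 to 3547 for the maternal *Piwil3*-/- change from 34 to 54 h.p.e.a., 2 to 1 for *Piwil2*-/- MII oocytes and 0 to 3 for *Piwil2*-/- testes at 3 d.p.p., with 19 other counts within 1.5 times. With no filter it went from 2 to 1 for *Piwil2*-/- MII oocytes, 821 to 522 for *Piwil4*-/- MII oocytes and 2 to 1 for adult *Piwil3*-/- testes, with 23 other counts within 1.5 times. With a filter at 5 it went from 116 to 65 for *Piwil3*-/- GV oocytes, 47 to 28 for *Piwil3*-/- MII oocytes, 20 to 10 for embryos at 11 h.p.e.a., 1859 to 787 for the WT change from 34 to 54 h.p.e.a., 1672 to 745 for the difference in change from 34 to 54 h.p.e.a., 0 to 10 for *Piwil2*-/- testes at 3 d.p.p., 0 to 1 for *Piwil4*-/- testes at 3 d.p.p. and 2 to 1 for adult *Piwil3*-/- testes, with 18 other counts within 1.5 times. With only the groups compared in the fit it went from 116 to 11 for *Piwil3*-/- GV oocytes, 47 to 16 for *Piwil3*-/- MII oocytes, 20 to 2 for embryos at 11 h.p.e.a., 1294 to 725 for embryos at 34 h.p.e.a., 1096 to 0 for embryos at 54 h.p.e.a., 1859 to 976 for the WT change from 34 to 54 h.p.e.a., 2052 to 773 for the maternal *Piwil3*-/- change from 34 to 54 h.p.e.a., 1672 to 793 for the difference in change from 34 to 54 h.p.e.a., 2 to 5 for *Piwil2*-/- MII oocytes and 17 to 8 for the difference in change from leptotene/zygotene to pachytene, with 16 other counts within 1.5 times. Without the trend in the variance it went from 2 to 1 for adult *Piwil3*-/- testes, with 25 other counts within 1.5 times. At an adjusted p under 0.05 with no fold limit, and then with 2-fold, it went from 116 to 297 and 293 for *Piwil3*-/- GV oocytes, 47 to 379 and 360 for *Piwil3*-/- MII oocytes, 20 to 139 and 135 for embryos at 11 h.p.e.a., 1294 to 2881 and 2610 for embryos at 34 h.p.e.a., 1096 to 2548 and 2346 for embryos at 54 h.p.e.a., 910 to 1616 and 1613 for the difference in change from 11 to 34 h.p.e.a., 1859 to 3593 and 3365 for the WT change from 34 to 54 h.p.e.a., 2052 to 3537 and 3371 for the maternal *Piwil3*-/- change from 34 to 54 h.p.e.a., 1672 to 2624 and 2598 for the difference in change from 34 to 54 h.p.e.a., 2 to 20 and 20 for *Piwil2*-/- MII oocytes, 821 to 1876 and 1866 for *Piwil4*-/- MII oocytes, 0 to 15 and 5 for *Piwil2*-/- testes at 3 d.p.p., 1168 to 2879 and 2004 for adult *Piwil1*-/- testes, 2911 to 7281 and 5728 for adult *Piwil2*-/- testes, 2 to 123 and 50 for adult *Piwil3*-/- testes, 2786 to 7116 and 5584 for adult *Piwil4*-/- testes, 0 to 1 and 0 for sorted pre-leptotene cells, 0 to 1 and 0 for sorted leptotene/zygotene cells, 19 to 222 and 89 for sorted pachytene cells, 85 to 882 and 388 for sorted diplotene cells, 17 to 62 and 56 for the difference in change from leptotene/zygotene to pachytene and 6 to 97 and 77 for the difference in change from pachytene to diplotene, with 4 other counts within 1.5 times.

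With the replicate block, although the numbers do not pair samples, the count went from 47 to 15 for *Piwil3*-/- MII oocytes, 20 to 5 for embryos at 11 h.p.e.a., 1294 to 0 for embryos at 34 h.p.e.a., 2 to 1 for *Piwil2*-/- MII oocytes, 0 to 14 for *Piwil2*-/- testes at 3 d.p.p. and 2 to 0 for adult *Piwil3*-/- testes, with 8 other counts within 1.5 times. The overlap of *Piwil2*-/- and *Piwil4*-/- calls in MII oocytes went from 0 to 8 at an adjusted p under 0.05. With only the groups compared in the fit the piRNA processing genes with a difference in change from 11 to 34 h.p.e.a. went from 5 to 3, and Henmt1 (1.08 at 34 h.p.e.a., 1.45 for that difference) and Mael (2.13) no longer passed.

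With every library rescaled to the same total, and then by median ratios, the count went from 116 to 7 and 5 for *Piwil3*-/- GV oocytes, 47 to 23 and 10 (lower 19, then 8 and 2) for *Piwil3*-/- MII oocytes, 20 to 15 and 4 (lower 14, then 13 and 4) for embryos at 11 h.p.e.a., 1294 to 3570 and 3221 (lower 925, then 2003 and 2027) for embryos at 34 h.p.e.a., 1096 to 1351 and 1485 (lower 955, then 866 and 912) for embryos at 54 h.p.e.a., 5943 to 5993 and 4046 (lower 5610, then 4637 and 2589) for the WT change from 11 to 34 h.p.e.a., 5982 to 2594 and 1255 for the maternal *Piwil3*-/- change from 11 to 34 h.p.e.a., 910 to 2567 and 2166 (lower 583, then 1002 and 925) for the difference in change from 11 to 34 h.p.e.a., 1859 to 1370 and 1474 (lower 113, then 677 and 669) for the WT change from 34 to 54 h.p.e.a., 2052 to 4317 and 4100 (lower 422, then 2037 and 1650) for the maternal *Piwil3*-/- change from 34 to 54 h.p.e.a., 1672 to 2529 and 2494 (lower 958, then 962 and 788) for the difference in change from 34 to 54 h.p.e.a., 2 to 3 and 4 (lower 0, then 1 and 1) for *Piwil2*-/- MII oocytes, 2911 to 2773 and 2543 (lower 2792, then 1656 and 2050) for adult *Piwil2*-/- testes, 2 to 1 and 2 for adult *Piwil3*-/- testes, 2786 to 2653 and 2402 (lower 2683, then 1595 and 1993) for adult *Piwil4*-/- testes, 0 to 1 and 0 for sorted leptotene/zygotene cells, 85 to 59 and 55 for sorted diplotene cells, 17 to 11 and 9 for the difference in change from leptotene/zygotene to pachytene and 6 to 3 and 3 for the difference in change from pachytene to diplotene, with 7 other counts within 1.5 times. The median log2 difference of all genes moved from 0.13 to -0.00796 and -0.0377 for *Piwil3*-/- MII oocytes, 0.0851 to -0.12 and -0.11 for embryos at 11 h.p.e.a., -0.0169 to -0.31 and -0.66 for embryos at 34 h.p.e.a., -0.46 to -0.32 and -0.26 for embryos at 54 h.p.e.a., -2.96 to -2.17 and -1.29 for the WT change from 11 to 34 h.p.e.a., -3.10 to -1.35 and -0.70 for the maternal *Piwil3*-/- change from 11 to 34 h.p.e.a., 0.0510 to 0.70 and 0.62 for the difference in change from 11 to 34 h.p.e.a., 0.80 to 0.30 and 0.34 for the WT change from 34 to 54 h.p.e.a., 0.15 to 0.22 and 0.58 for the maternal *Piwil3*-/- change from 34 to 54 h.p.e.a., -0.40 to 0.68 and 1.01 for the difference in change from 34 to 54 h.p.e.a., -0.40 to -0.45 and -0.0929 for *Piwil4*-/- MII oocytes, -0.13 to 0.34 and -0.0331 for adult *Piwil1*-/- testes, -1.18 to 0.26 and -0.52 for adult *Piwil2*-/- testes, -0.0924 to -0.15 and 0.16 for adult *Piwil3*-/- testes, -1.14 to 0.24 and -0.55 for adult *Piwil4*-/- testes, 0.20 to -0.0132 and 0.00786 for sorted pre-leptotene cells, -0.0940 to 0.0798 and 0.0527 for sorted leptotene/zygotene cells, -0.27 to 0.10 and 0.0547 for the difference in change from pre-leptotene to leptotene/zygotene and 0.15 to -0.0512 and 0.00928 for the difference in change from leptotene/zygotene to pachytene. With total rescaling the level of the targeted gene in adult testes went from 49.2% to 68.7% of WT for Piwil1, 4.42% to 11.1% for Piwil2 and 9.26% to 21.9% for Piwil4, the genes of Supplementary Data 9 that rose in maternal *Piwil3*-/- embryos from 11 to 34 h.p.e.a. went from 5 to 47, and Mael at 34 h.p.e.a. went from 1.06 to 3.16 and passed. Direction changed with total rescaling for Brdt in the WT change from 11 to 34 h.p.e.a. (-1.90 to 1.35), Piwil1 (-2.45 to 0.999) and Csf1r (-2.31 to 1.69) in the maternal *Piwil3*-/- change, and Dppa3 in the WT change from 34 to 54 h.p.e.a. (1.09 to -0.967). With median ratios it changed for Tfap2c (-3.37 to 0.748), Mdm2 (-1.74 to 1.63), Prkaca (-2.34 to 1.76) and Brdt (2.13) in the first, Piwil1 (1.27), Rpl13a (-3.46 to 0.896), Csf1r (2.02) and Hprt1 (-3.80 to 0.683) in the second, and Dppa3 (-0.824) in the third.

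With the WT MII libraries of the other set as controls, the count went from 2 to 644 for *Piwil2*-/-, from 821 to 25 for *Piwil4*-/- and from 47 to 920 for *Piwil3*-/- MII oocytes, and with both sets it was 1 for *Piwil2*-/- and 27 for *Piwil4*-/-. Aurkc then changed direction in *Piwil4*-/- (1.79 to -1.52) and *Piwil3*-/- MII oocytes (-1.80 to 1.51), and Csf1r in *Piwil4*-/- (-1.53 to 1.46). With the same genes tested for both genotypes the 6 counts over time stayed within 1.5 times. Without the 2 WT libraries titled 8 h.p.e.a. the count at 11 h.p.e.a. went from 20 to 67. Without the WT sorted libraries numbered 1 the count for the difference in change from leptotene/zygotene to pachytene went from 17 to 4, and without those of leptotene/zygotene alone to 9, while the other sorted counts stayed within 1.5 times, as did the counts at each sorted stage with the A and B libraries merged or with genotype and number as a random effect. Of 596 tests of gene lists 113 passed with camera, 17 with an estimated correlation, all in the same direction, 178 with fry, of which 68 kept the direction and 5 had the opposite one, and 113 with total rescaling, of which 83 were the same. As fry does not compare a list with other genes, its count answers another question than that of camera.

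Leaving out each library in turn kept 19 results within 1.5 times. With the number after a genotype being the replicate left out, the other counts ran from 162 to 180 beside 116 for *Piwil3*-/- GV oocytes (180 without *Piwil3*-/- 5), 10 to 33 beside 20 for embryos at 11 h.p.e.a. (33 without WT 1 titled 8 h.p.e.a., 10 without WT 1, 11 without WT 3), 676 to 902 beside 1096 for embryos at 54 h.p.e.a. (700 without WT 1, 676 without WT 5, 680 without *Piwil3*-/- 2), 1 to 2 beside 2 for *Piwil2*-/- MII oocytes (1 without WT 2 or 3, 1 without *Piwil2*-/- 2 or 3 or 5), 0 to 24 beside 0 for *Piwil2*-/- testes at 3 d.p.p. (24 without WT 1), 0 to 16 beside 0 for *Piwil4*-/- testes at 3 d.p.p. (16 without WT 1), 74 to 1212 beside 1168 for adult *Piwil1*-/- testes (127 without WT 1, 74 without WT 2), 723 to 2935 beside 2911 for adult *Piwil2*-/- testes (770 without WT 1, 723 without WT 2), 0 to 9 beside 2 for adult *Piwil3*-/- testes (1 without WT 1, 9 without WT 2, 0 without *Piwil3*-/- 1 or 2), 961 to 3089 beside 2786 for adult *Piwil4*-/- testes (961 without WT 1, 965 without WT 2), 0 to 1 beside 0 for sorted leptotene/zygotene cells (1 without WT 2A), 9 to 30 beside 17 for the difference in change from leptotene/zygotene to pachytene (10 without *Piwil1*-/- (pachytene) 1A, 9 without *Piwil1*-/- (pachytene) 2A, 11 without WT (leptotene/zygotene) 1A or 1B, 30 without WT (leptotene/zygotene) 2A), 3 to 5 beside 5 for piRNA processing genes with a difference in change from 11 to 34 h.p.e.a. (3 without WT (11 h.p.e.a.) 1, 3 without *Piwil3*-/- (34 h.p.e.a.) 1), 192 to 322 beside 322 for genes of Supplementary Data 9 that rose in WT from 11 to 34 h.p.e.a. (194 without WT (34 h.p.e.a.) 1, 192 without WT (34 h.p.e.a.) 3 or 5, 193 without WT (34 h.p.e.a.) 4) and 4 to 19 beside 5 for those that rose in maternal *Piwil3*-/- embryos (17 without *Piwil3*-/- (11 h.p.e.a.) 1, 19 without *Piwil3*-/- (11 h.p.e.a.) 2 or 4, 18 without *Piwil3*-/- (11 h.p.e.a.) 3 or 5, 11 without *Piwil3*-/- (34 h.p.e.a.) 3). In GV oocytes every such count lay above that of the full set. Where an arm was left with 1 library, it was assumed to vary like the other groups.

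Depth limits the low values: 1 read in a gene of 1 kb stands for 0.894 to 1.23 in GV oocytes. Planted 8-fold differences were found for 85.1% of genes there, 97% at 34 h.p.e.a. and 53.7% at 54 h.p.e.a., and 2-fold ones for at most 1.49% in any comparison. Only genes with a mean value over 5 were planted, so these shares say nothing of genes at low values.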

Differences from the paper's values

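Counts are compared at the thresholds of the paper, at least 4-fold and an FDR under 0.01, and all alternatives named here were set before the data were examined, except the one marked; the paper used a permutation test, while limma was used here.

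For sorted pre-leptotene cells the paper gives 4 dysregulated genes, all lower (about 4 in Fig. 6e), and the count here was 0; no alternative came near it, the highest being 1 at an adjusted p under 0.05 with no fold limit. For leptotene/zygotene cells the paper gives 16, with about 8 higher and about 8 lower in Fig. 6e, and the count here was 0; no alternative came near it, the highest being 1, with total rescaling, at an adjusted p under 0.05 with no fold limit, or without WT replicate 2A. For pachytene cells the paper gives 32 and the count here was 19; it was 23 with 0.1 added before the logarithm and 24 without *Piwil1*-/- replicate 2B, within 1.5 times of the paper's value, and not under the other alternatives, where it was 14 to 20, or 89 and 222 at the looser thresholds. Of these, about 16 are lower in Fig. 6e and 2 here, and only an adjusted p under 0.05 with no fold limit came near, with 24 lower, while 2-fold with that adjusted p gave 8 and the other settings 0 to 2; for the higher genes 17 here stand beside about 16 in Fig. 6e. For diplotene cells about 34 are lower in Fig. 6e and 4 here; 2-fold and an adjusted p under 0.05 gave 31, no fold limit 162, no filter 14 and the other settings 0 to 10. The 81 higher in diplotene cells match Fig. 6e, and the total there, 85 here beside 115 in the paper, is within 1.5 times. The added alternative without the WT libraries numbered 1, chosen after seeing the values, gave 0, 0, 15 and 94 for the 4 stages and closes none of these gaps.

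For testes at 3 d.p.p., Fig. 6b shows about 2 genes higher and about 11 lower in *Piwil2*-/- and about 6 lower in *Piwil4*-/-, and the counts here were 0, 0 and 0; the legend gives 3 or 4 replicates, while 2 libraries for each group were used here. For *Piwil2*-/-, 3 were higher with 0.1 added before the logarithm and 2 with the replicate number as a block, and 9 lower with the stricter filter, 10 at an adjusted p under 0.05 with no fold limit and 12 with the block; the other alternatives did not come near, among them 24 lower without WT replicate 1. For *Piwil4*-/-, no alternative came near, with 1 lower under the stricter filter and 16 without WT replicate 1. For adult *Piwil3*-/- testes Fig. 6f shows about 6 genes lower and the count here was 0; no alternative came near, with 2 lower when 0.1 was added before the logarithm or the 2 groups were fitted alone, 13 at 2-fold and an adjusted p under 0.05 and 27 with no fold limit, while the 2 higher match the figure and were kept at 2 only with median ratio rescaling.

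The paper states that gene expression did not differ significantly between *Piwil3*-/- and WT in GV oocytes, MII oocytes and embryos at 11 h.p.e.a. Here 116, 47 and 20 genes were called, with 11, 16 and 2 when the libraries of each stage were fitted alone, far below the 1294 at 34 h.p.e.a. The figure that the paper cites shows genes higher in WT at 34 than at 11 h.p.e.a., while these counts cover all genes tested. Of the genes of Supplementary Data 9, 0, 1 and 1 were called higher and 2, 0 and 0 lower at these stages. The paper describes the genes dysregulated in *Piwil1*-/- spermatocytes as enriched for sperm motility and spermatid development, and of such genes in lists set beforehand 1 of 37 flagellum genes was higher and none of the spermatid genes passed in diplotene cells, while in pachytene cells 1 of 34 flagellum genes was higher and 1 of 15 spermatid genes lower; the ontology terms themselves were not analysed here. The paper names 6 piRNA processing genes as expressed in maternal *Piwil3*-/- but not in WT embryos at 34 h.p.e.a.; 4 passed here, Mael passed only with total rescaling, and Pld6 was too low to be tested.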

Other observations

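The splits, list tests, stage series and the overlaps at 3 d.p.p. and in MII oocytes were set before the results were seen, while the correlations of MII libraries were chosen after. In adult *Piwil1*-/- testes, which lack later spermatids, 1168 genes were called by limma, 30 higher and 1138 lower. Prm2, the protamine of condensed sperm chromatin, was listed at 0 in both *Piwil1*-/- libraries against 886 ± 465 (SD, n = 2) in WT, and Tppp2 (-9.17), Hmgb4 (-9.02), Oaz3 (-8.96) and Tnp1 (-8.20) fell with it. Of 40 genes of spermatid development 32 were lower and none higher (camera adjusted p = 3.6e-12; 0.706 with an estimated correlation), and of 43 flagellum genes 23 were lower. Some genes that were higher in sorted *Piwil1*-/- spermatocytes were also higher in the whole testis: Ptchd3 was at 271 ± 102 (SD, n = 2) against 14.0 ± 1.76 (SD, n = 2) (4.14, adjusted p = 0.00301), and Ska1 (2.94), Tbl2 (2.31) and Mdc1 (2.30) rose. Of 11 Sertoli cell genes 5 were higher (adjusted p = 4.4e-04 by camera; 0.706 with an estimated correlation).

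In adult *Piwil2*-/- and *Piwil4*-/- testes spermatid genes were lower and Sertoli cell genes higher, by camera with the preset correlation but not with an estimated one. The estimated correlation rests on few libraries here and passed no list in any comparison of testes, so it says little either way. All 40 spermatid genes and all 42 flagellum genes tested were lower in both mutants (spermatid genes: camera adjusted p = 1.6e-07 in *Piwil2*-/- and 1.2e-07 in *Piwil4*-/-; 0.958 with an estimated correlation in each), and all 15 Sertoli cell genes were higher in both mutants (camera adjusted p = 1.9e-10 in *Piwil2*-/- and 6.5e-10 in *Piwil4*-/-; 0.262 and 0.321 with an estimated correlation). Of 10 Leydig cell genes 8 were higher and 2 lower in both mutants (camera adjusted p = 6.9e-04 and 0.00196; 0.262 and 0.321 with an estimated correlation), and of the myoid and stromal genes 9 of 9 were higher in *Piwil2*-/- and 3 of 8 in *Piwil4*-/-. Ptgds, a prostaglandin synthase of somatic cells, rose by 3.09 in *Piwil2*-/- and 2.98 in *Piwil4*-/-, and Clu, a Sertoli cell gene, by 2.62 in *Piwil4*-/-. In *Piwil2*-/- 119 genes were called higher and 2792 lower, and 2683 of 2786 called genes were lower in *Piwil4*-/-. This balance depends on the scaling: with total rescaling 1117 were higher and 1656 lower in *Piwil2*-/-, and 1058 higher and 1595 lower in *Piwil4*-/-. Between *Piwil2*-/- and *Piwil4*-/- testes no gene passed by limma (126 at an unadjusted p under 0.05). With 2 libraries in each group this does not show that the 2 mutants are alike.

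In *Piwil2*-/- MII oocytes 2 genes were called of 8818 tested, both higher: Aurkc, at 1284 ± 178 (SD, n = 3) against 53.4 ± 11.0 (SD, n = 3) (4.57), and the prefoldin gene Pfdn4 (3.75); 777 had an unadjusted p under 0.05. In *Piwil4*-/- MII oocytes 821 genes were called, 50 higher and 771 lower, among them Mis18a (3.99), Tacr2 (3.75) and Ube2c (3.68) upward and Pigc (-5.96), Hsdl1 (-5.56), Lyrm1 (-5.50), Mrps24 (-5.09) and Psmc1 (-4.76) downward. Against the WT libraries compared with *Piwil3*-/- these counts were 644 and 25, so they depend on the set of WT libraries used as controls. Across genes, which are not independent replicates, the *Piwil4*-/- libraries correlated with those WT libraries at 0.857 to 0.884 and with the WT libraries used as their controls at 0.714 to 0.797. They correlated with the *Piwil3*-/- libraries at 0.878 to 0.892 and with the *Piwil2*-/- libraries at 0.723 to 0.765. The *Piwil2*-/- libraries correlated with the WT libraries used as their controls at 0.865 to 0.890 and with the others at 0.755 to 0.808. By these values the *Piwil4*-/- libraries stand nearer to the other set than to the set they were placed in. The *Piwil2*-/- and *Piwil4*-/- calls shared no higher gene (0.00519 for independent sets, and 0 in simulations of unchanged groups, which call almost no gene), but only 1 of the 2 *Piwil2*-/- genes was tested in both; at an adjusted p under 0.05 they shared 6 higher genes (0.355 for independent sets) and 2 lower (0.573), against 0 in simulations. The 2 mutants differed from each other in 929 genes. At 3 d.p.p. *Piwil2*-/- and *Piwil4*-/- testes could share no call, as no gene was called in *Piwil4*-/- testes. Between these 2 mutants no gene passed by limma (681 at an unadjusted p under 0.05). Even the disrupted genes did not pass: Piwil2 was at 0.395 in *Piwil2*-/- and 5.73 in *Piwil4*-/- testes, and Piwil4 at 14.2 and 1.89. With so few libraries this does not show that the mutants are alike.

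Splits of the same libraries into other groups, each fitted alone, gave fewer calls where the real difference was large. Among the libraries compared, and uncorrected over comparisons, a chance split can be excluded at the 0.05 level for 2 stages. These were *Piwil3*-/- MII oocytes (16 genes for the real split, 1 for the highest other) and embryos at 34 h.p.e.a. (725 and 0). The same holds for the change from 11 to 34 h.p.e.a. in WT (5916 and 4288) and in maternal *Piwil3*-/- embryos (5967 and 0). The 4288 came from a split that differs from the real split by 1 library. For MII oocytes and 34 h.p.e.a. this covers fits of the compared groups alone, not the 47 and 1294 genes called with all groups. The MII splits hold WT libraries of 1 set only. They cannot exclude a difference between sets, and the count for MII oocytes depends strongly on the set of WT libraries. For embryos at 11 h.p.e.a. the splits gave 2 and 1 genes, with 100 of 126 drawn, a gap too small to exclude chance. For pachytene cells (19 and 2) and diplotene cells (84 and 1) the splits exclude chance only if the A and B libraries of a number are separate replicates; with the number as the unit, 2 against 2, they are too few to give a share under 0.05. In sorted pre-leptotene and leptotene/zygotene cells no gene was called by limma, so 35 of 35 splits have as many by construction and the splits cannot test chance there. For GV oocytes (11 and 0) and *Piwil2*-/- MII oocytes (5 and 0) 10 splits are too few to give a share under 0.05.

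In the separate series of WT sorted cells, in FPKM and with 2 libraries for each stage, 1173 genes were higher and 2334 lower in pachytene cells than in spermatogonia (of 11903), and 3246 were higher and 2252 lower in round spermatids than in pachytene cells (of 11990). Of the piRNA pathway genes 18 rose and 5 fell up to pachytene, and 5 rose and 19 fell after it, while cytosolic ribosomal protein genes only fell, 33 and then 37 of them.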
